# gp130/STAT3 signaling is required for homeostatic proliferation and anabolism in postnatal growth plate and articular chondrocytes

**DOI:** 10.1038/s42003-021-02944-y

**Published:** 2022-01-17

**Authors:** Nancy Q. Liu, Yucheng Lin, Liangliang Li, Jinxiu Lu, Dawei Geng, Jiankang Zhang, Tea Jashashvili, Zorica Buser, Jenny Magallanes, Jade Tassey, Ruzanna Shkhyan, Arijita Sarkar, Noah Lopez, Siyoung Lee, Youngjoo Lee, Liming Wang, Frank A. Petrigliano, Ben Van Handel, Karen Lyons, Denis Evseenko

**Keywords:** Stem-cell differentiation, Cartilage development, Bone development

## Abstract

Growth of long bones and vertebrae is maintained postnatally by a long-lasting pool of progenitor cells. Little is known about the molecular mechanisms that regulate the output and maintenance of the cells that give rise to mature cartilage. Here we demonstrate that postnatal chondrocyte-specific deletion of a transcription factor Stat3 results in severely reduced proliferation coupled with increased hypertrophy, growth plate fusion, stunting and signs of progressive dysfunction of the articular cartilage. This effect is dimorphic, with females more strongly affected than males. Chondrocyte-specific deletion of the IL-6 family cytokine receptor gp130, which activates Stat3, phenocopied Stat3-deletion; deletion of Lifr, one of many co-receptors that signals through gp130, resulted in a milder phenotype. These data define a molecular circuit that regulates chondrogenic cell maintenance and output and reveals a pivotal positive function of IL-6 family cytokines in the skeletal system with direct implications for skeletal development and regeneration.

## Abstract (web summary)

Liu et al. demonstrate the role of gp130/STAT3 signalling in the development and homeostasis of chondrocytes in the growth plate and articular cartilage. The authors report that tamoxifen-induced deletion of STAT3 or gp130 in chondrocytes after birth results in defective chondrocyte proliferation, growth plate fusion and stunting, and signs of progressive dysfunction of the articular cartilage, with female mice more strongly affected than males.

## Introduction

The continual growth of long bones and vertebrae is fueled by chondrogenic stem and progenitor cells in the growth plate^1^. Beginning in embryogenesis and continuing through adolescence, these chondroprogenitors provide a steady stream of progeny that undergo endochondral ossification and contribute to bone growth^2^. Chondrocytes enter a phase of rapid division as they leave the resting zone of the growth plate, forming characteristic columns of mitotic cells that begin to secrete increased levels of extracellular matrix (ECM) proteins such as collagen II and aggrecan^3^. Once their distance from the niche within the resting zone increases to its maximum extent, they become hypertrophic, deposit lower amounts of ECM, and begin secreting collagen X and alkaline phosphatase, which is essential for calcification of the ECM^4^. Once surrounded by calcified matrix, these chondrocytes either undergo apoptosis or transdifferentiate into osteoprogenitors^5^; osteoprogenitors derived from the growth plate, or invading from the periosteum, differentiate into osteoblasts and secrete bone matrix. Endochondral ossification takes place during fracture repair, with similar coordinated cellular dynamics^6^.

In humans, growth plates become inactive at the end of puberty, resulting in replacement with bone; this occurs earlier in the long bones than in the spine^7^. Females undergo growth plate fusion an average of 2 years earlier than males, suggesting sexually dimorphic regulation of chondroprogenitors^8^. In mice, growth plates in the long bones and spine persist throughout the lifespan of the animal, providing an opportunity to study how specific molecular pathways impact the dynamics of chondroprogenitors. Recently, Newton et al. defined a population of chondrogenic cells localized to the growth plate that generate clonal progeny and support long bone growth^9^. Their data supported previous work showing that Hedgehog (Hh) signaling is required for growth plate maintenance; if this pathway is inhibited, growth plates fuse and differentiate into trabecular bone^10^. These results highlight the need for controlled, sustained proliferation of chondroprogenitors to maintain active growth plates.

Data from our group has shown that the transcription factor STAT3 regulates human chondrocyte proliferation at both fetal and adult stages^11,12^. Chondrocytes enriched for active STAT3 are more proliferative and are also enriched for SOX9 protein, the master regulator of chondrogenesis, while evidencing negligible levels of the osteogenic transcription factor RUNX2^12^. Inhibition of either Il6ST (gp130), the obligate co-receptor for all IL-6 family cytokines, or LIFR which heterodimerizes with gp130 to facilitate LIF signaling, greatly reduced chondrocyte proliferation and STAT3 activation, respectively^11^. Inhibition of STAT3 activity in human fetal chondrocytes greatly reduced proliferation while increasing apoptosis, suggesting an important role for this molecule and the signaling mediated by gp130 in developmental chondrogenesis^11^. This is supported by data from zebrafish, in which *stat3* null fish evidence fully penetrant scoliosis, reduced proliferation and increased apoptosis^13^. Moreover, deletion of *Stat3* in mesodermal and early skeletal tissues using *T*-Cre and *Prrx1*-Cre, respectively, caused dwarfism, skeletal abnormalities and kyphosis; the authors did not assess proliferation, but did observe significantly reduced SOX9 levels in *Stat3*^*−/−*^ chondrocytes^14^. They went on to show that stimulation with the IL-6 family cytokine oncostatin M (OSM), which can signal through a LIFR/gp130 complex and/or a OSMR/gp130 complex^15^, could increase both STAT3 activation and SOX9 levels in vitro. Few of these animals survived past P7, precluding the analysis of chondroprogenitors at later stages of growth plate function. Together, these studies identify an important role for STAT3 in regulating developing chondrocyte proliferation and apoptosis. However, the function of STAT3 in postnatal developing chondrocytes, the upstream regulators of this transcription factor and the potential role of STAT3 in the sexual dimorphism of growth plate closure remain to be elucidated.

Here we show that postnatal deletion of *Stat3* in chondrocytes using *Acan*-Cre^ERT2^ results in decreased proliferation, increased hypertrophy and apoptosis, stunting and growth plate fusions in the long bones and the spine. Female mice are more strongly impacted than males. We also demonstrate that chondrocyte-specific deletion of *Stat3* results in progressive dysfunction of articular cartilage, although this compartment appears to be less affected than the growth plate. Deletion of gp130, the obligate co-receptor for all IL-6 cytokines in postnatal chondrocytes mostly phenocopies deletion of *Stat3*, while deletion of *Lifr* results in a milder phenotype. Conversely, Stat3 overexpression in postnatal chondrocytes resulted in hyperproliferation and skeletal abnormalities and rescued the thin growth plates observed in *gp130* deletion mutants. Finally, we show that estradiol increases STAT3 levels and activity in vitro and inhibition of estrogen signaling in female mice reduces Stat3 levels and activation, suggesting a potential mechanism behind the dimorphic effects seen following *Stat3* deletion in mice. Collectively, these data define Stat3 as a regulator of postnatal chondrocyte cell proliferation, differentiation and survival and implicates IL-6 family cytokine signaling as a positive regulator of chondrogenic cell proliferation and maintenance.

## Results

### Stat3 promotes proliferation and survival in postnatal growth plate chondrocytes

During development, chondrocytes form a highly proliferative blastema to supply rapidly growing limbs^16^. We have recently published a survey of the human chondrocyte transcriptome throughout ontogeny, spanning early embryonic development through adult stages^12^. Interrogation of this longitudinal data set for IL-6 family cytokines and receptors, known regulators of STAT3 activity, demonstrated consistent expression of gp130 and stage-specific expression of *LIF* to fetal and adolescent stages, during which growth plates are active in humans (Supplementary Fig. 1). 

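Human fetal chondrocytes in primary culture were infected with lentiviral particles carrying either a doxycycline-inducible STAT3 shRNA or a scrambled control sequence. They were treated with doxycycline for 3 days and sorted for the red fluorescent protein RFP before their mRNA was sequenced. There were 3 samples of STAT3 knockdown and 3 of scrambled control, with replicate numbers 1 to 3 in each group. The authors trimmed and filtered the reads by quality, aligned them to the human genome hg38 with STAR and assigned them to the genes of Gencode release 29 with the expectation-maximization algorithm of Partek, which can split a read between features. The methods then name RPKM and a log2 transformation, but the deposited values have no dependence on gene length and are not logged. They are a signal that equals the estimated reads of a gene plus 1, divided by a factor of each sample that brings the 75th percentile over all 27434 listed genes to the same level. The smallest value in each sample therefore stands for no read, and dividing each value by it and subtracting 1 gives the estimated reads of each gene. Summed over genes, 23138592, 27681891 and 23688750 reads were assigned to genes in knockdown replicates 1, 2 and 3, with a median of 23688750. In control replicates 1, 2 and 3 the numbers were 26495532, 27567169 and 22991464, with a median of 26495532. Differences were tested by limma with a mean-variance trend on log2(value + 1), over the 15200 genes with a value of at least 1 in at least 3 samples. A log2 fold change on this scale understates the change of genes with low values.

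STAT3 itself, on the minus strand of chromosome 17 of GRCh38 from 42313324 to 42388540 (ENSG00000168610), was lower in every knockdown sample than in every control sample. Its value was 23.3, 28.3 and 29.6 in knockdown replicates 1 to 3 and 192.5, 152.2 and 125.4 in control replicates 1 to 3. The log2 fold change was -2.48 (standard error 0.20, adjusted p = 9.15e-05 from limma with Benjamini-Hochberg adjustment). With each sample left out in turn it stayed between -2.62 and -2.32. An exact permutation test of 3 samples against 3 cannot give a two-sided p below 0.1, so single genes are reported with the moderated test of limma. Samples with the same replicate number deviated together from the means of their groups across genes, with correlations between 0.11 and 0.27, against -0.22 to 0.03 for samples with different numbers. Deviations from a group mean cancel out within the group, so the lower values follow from the higher ones and are no second sign of pairing. With 3 samples per group there are few ways to match them, so whether the samples are paired is not settled. With the replicate number as a block in the fit, the standard error for STAT3 was 0.18 and the adjusted p was 1.15e-09 from limma.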

To understand the function of STAT3 during these stages, we knocked down *STAT3* gene expression with lentiviral shRNA in human fetal chondrocytes isolated from the interzone at 15–17 weeks of development and compared their transcriptome to control cells (Fig. 1a). 

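At a fold change over 1.5 and an unadjusted p under 0.05 from limma, 637 genes were lower and 557 were higher after STAT3 knockdown. The p of the paper's threshold was taken as unadjusted, since no adjustment is named. With Benjamini-Hochberg adjustment over the 15200 genes, 24 genes were lower and 60 higher at an adjusted p under 0.05. The adjusted numbers depended on the fit in both directions. Limma without the mean-variance trend gave 2 lower and 14 higher genes at an adjusted p under 0.05, while the replicate number as a block gave 254 lower and 248 higher. At the threshold of the paper the block gave 806 lower and 722 higher genes. The balance of the directions depended on the scaling of the samples. With all samples scaled to the same total of estimated reads, an alternative chosen after seeing the data, 479 genes were lower and 676 higher at the threshold of the paper. Gene groups were examined with hand-written lists in place of gene ontology terms, since the ontology was not used here. The lists were fixed before the expression values were examined but after Supplementary Data 1 had been read.

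Of a list of 84 genes for cartilage and other matrix proteins and the enzymes that modify them, 82 were tested. Their median log2 fold change was -0.36, with 66 lower and 16 higher after knockdown. Between the knockdown and control samples of replicates 1, 2 and 3 the median was -0.27, -0.39 and -0.39. The camera test of limma, which compares a list with all other genes, gave an adjusted p = 1.20e-10 over the 8 lists tested at an inter-gene correlation of 0.01, and an adjusted p = 2.83e-16 with the replicate block. With the inter-gene correlation estimated from the samples, camera in limma gave an adjusted p = 0.0643. The rotation test fry of limma, which does not use the other genes, gave an adjusted p = 0.0820. With the replicate block added to these 2 tests, a choice made after seeing the data, limma gave an adjusted p = 0.0884 for camera and an adjusted p = 0.0546 for fry. The fall of the list as a whole was thus not under 0.05 after adjustment in the tests that take the correlation from the samples. With 6 samples these tests have few residual degrees of freedom, and fewer with the block, so they can miss a real change. Even a list of interferon-stimulated genes with a median of 1.83 had an adjusted p = 0.0847 from this camera test with the block. Among the 637 genes lower at the threshold of the paper, 20 were on the matrix list, against 3.44 for lists drawn evenly from the genes tested (odds ratio 7.58, p = 1.13e-10 from a one-sided Fisher's exact test). Fisher's test takes genes as independent, which genes measured in the same 6 samples need not be, so its p is likely too small. The list was also written after Supplementary Data 1, from the same samples, had been read, so it is no independent test. With the replicate block, 23 were on the list and the odds ratio was 7.14.

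For proliferation, a published list of 97 genes of S phase and of G2 and mitosis was used, all of which were tested. Of these, 8 were lower and 89 higher after knockdown, and their median log2 fold change was 0.73. Within the same-numbered pairs of replicates 1, 2 and 3, the median was 0.16, 0.68 and 1.20. None of the 97 was among the genes lower at the threshold of the paper, and 33 were among those higher (odds ratio of 0 for the lower genes, one-sided Fisher's exact test, p = 1). With the replicate block the odds ratio was also 0. Camera in limma gave an adjusted p = 2.48e-22 without and an adjusted p = 1.04e-26 with the replicate block. With the inter-gene correlation estimated it gave an adjusted p = 0.145, and fry in limma an adjusted p = 0.139. The same 2 tests with the replicate block gave an adjusted p = 0.159 and an adjusted p = 0.121 in limma, so the rise of the list as a whole was not under 0.05 in any of the 4. These tests have few residual degrees of freedom here, so this is no sign that the list did not change. The proliferation marker MKI67, on chromosome 10 of GRCh38 from 128096659 to 128126423, had a value of 176.2, 364.7 and 422.8 in the knockdown samples and 127.2, 196.4 and 123.1 in the controls. Its log2 fold change was 1.04 (standard error 0.30, adjusted p = 0.212 from limma, and 0.000596 with the replicate block). The groups overlapped, since knockdown replicate 1 was below control replicate 2.

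**Figure D1:**
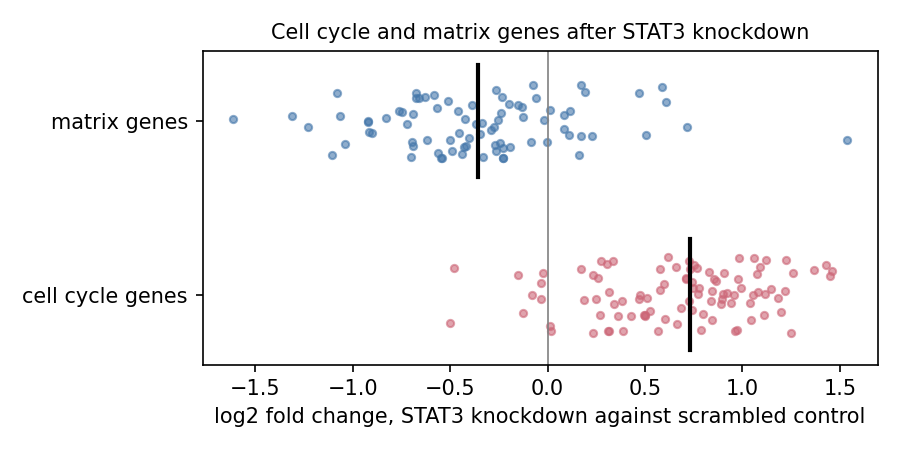
Log2 fold change (x axis) of each tested gene of the cell cycle and matrix lists, STAT3 knockdown against scrambled control. Each point is 1 gene, its height within a row has no meaning, and the vertical black bars mark the medians, 0.73 for the cell cycle list and -0.36 for the matrix list.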

Gene ontology analysis^17,18^ of the genes significantly enriched (>1.5 fold, *p* < 0.05) in control vs. *STAT3*-depleted cells yielded categories related to matrix anabolism and secretion as well as proliferation, confirming our earlier results^11^ and further suggesting a relationship between STAT3 activity and chondrocyte proliferation and matrix protein production. 

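The aggrecan gene ACAN (ENSG00000157766) lies on chromosome 15 of GRCh38 from 88803436 to 88875353. Its value was 975.2 ± 128.7 (SD, n = 3) after STAT3 knockdown and 1587 ± 235.6 (SD, n = 3) in control cells. The log2 fold change was -0.70 (standard error 0.21, adjusted p = 0.252 from limma with Benjamini-Hochberg adjustment). The type II collagen gene COL2A1 (ENSG00000139219) lies on chromosome 12 from 47972967 to 48004554. Its value was 1048 ± 103.2 (SD, n = 3) after knockdown and 1852 ± 772.0 (SD, n = 3) in control cells, where replicate 3 stood at 2743 and replicates 1 and 2 at 1425 and 1387. The log2 fold change was -0.75 (standard error 0.27, adjusted p = 0.383 from limma). It was -0.43 without control replicate 3 and -0.59 after quantile normalization, and in both cases its unadjusted p was no longer under 0.05.

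The matrilin genes had lower values. MATN3 (ENSG00000132031) lies on chromosome 2 from 19992052 to 20012668 and overlaps exons of a gene on the other strand. Its value was 17.9 ± 2.84 (SD, n = 3) after knockdown and 32.8 ± 6.98 (SD, n = 3) in control cells, a log2 fold change of -0.83 (standard error 0.24, adjusted p = 0.228 from limma). MATN4 (ENSG00000124159) lies on chromosome 20 from 45293445 to 45308529, where it overlaps exons of RBPJL on the other strand. Since the methods do not name a strand setting for the assignment of reads, the values of both matrilin genes are uncertain to that extent. The value of MATN4 was 6.93, 2.90 and 2.56 in knockdown replicates 1 to 3 and 11.1, 6.06 and 11.2 in control replicates 1 to 3, from 113 to 503 estimated reads per sample. Its log2 fold change was -1.08 (standard error 0.43, adjusted p = 0.450 from limma). Without adjustment all 4 genes had a p under 0.05. In 4 of the 6 fits that each left out 1 sample the unadjusted p of MATN4 was no longer under 0.05.

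In ACAN, COL2A1 and MATN3 every knockdown sample was below every control sample, while in MATN4 the groups overlapped. With the replicate number as a block, the adjusted p from limma was 0.00785 for ACAN, 0.0198 for COL2A1, 0.0356 for MATN3 and 0.181 for MATN4. The fold changes the paper reports in Supplementary Data 1, where a negative sign means lower after knockdown, are -1.60 for ACAN, -1.73 for COL2A1, -1.79 for MATN3 and -2.26 for MATN4.

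**Figure D2:**
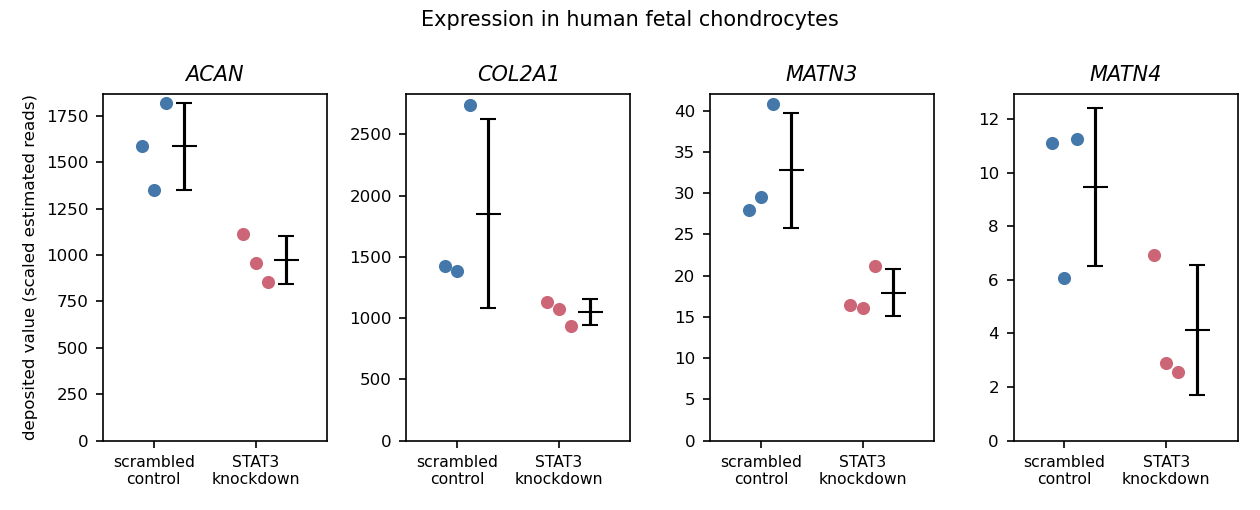
Deposited value (y axis, estimated reads plus 1 after scaling, linear from 0) of ACAN, COL2A1, MATN3 and MATN4 in each sample, with replicates 1 to 3 from left to right and the mean and SD beside them (n = 3 per group). Every knockdown sample lies below every control sample except in MATN4, where knockdown replicate 1 (6.93) is above control replicate 2 (6.06).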

Genes downregulated upon *STAT3* knockdown included *ACAN*, *COL2A1*, *MATN3* and *MATN4* (Supplementary Data 1). To assess the function of STAT3 in vivo, we crossed *Stat3*^fl/fl^ mice^19^ with the *Acan-*Cre^ERT2^ strain^20^, enabling tamoxifen-inducible deletion of *Stat3* in chondrocytes with a single allele of *Acan-*Cre^ERT2^. Pups were administered tamoxifen at postnatal days 2 and 3 (P2 and P3) by gavage and then skeletal phenotypes were assessed at stages corresponding to sexual immaturity and maturity, skeletal maturity and early aging (1, 3, 6, and 9 months of age, respectively; Fig. 1b, c). Compared to *Stat3*^fl/fl^ littermate controls, *Stat3* mutants survived at equivalent rates but exhibited significant decreases in body weight and were proportionally smaller at all ages examined. Notably, females were more strongly affected then males at 3 and 9 months and evidenced a non-significant trend at 6 months as well (Fig. 1d); levels of *Acan* mRNA and protein were not different between females and males at the time of induction (Supplementary Fig. 2). To assess if there were sex-specific differences in the levels of Stat3 protein, we stained the growth plates of wild type female and male mice for Stat3 using immunohistochemistry (IHC); these data demonstrated that not only was there more Stat3 in female growth plates, but in both sexes Stat3 was mostly localized to the resting and proliferative zones of the growth plate (Fig. 1e). We then isolated sternal chondrocytes from the xiphoid process of both female and male wild type mice and quantified protein by Western blot. These data (Fig. 1f) demonstrated a clear enrichment for both total and active (phosphorylated; p) Stat3 in female mice, which may contribute to the observed dimorphism in reliance upon *Stat3* for growth.

**Fig. 1:**
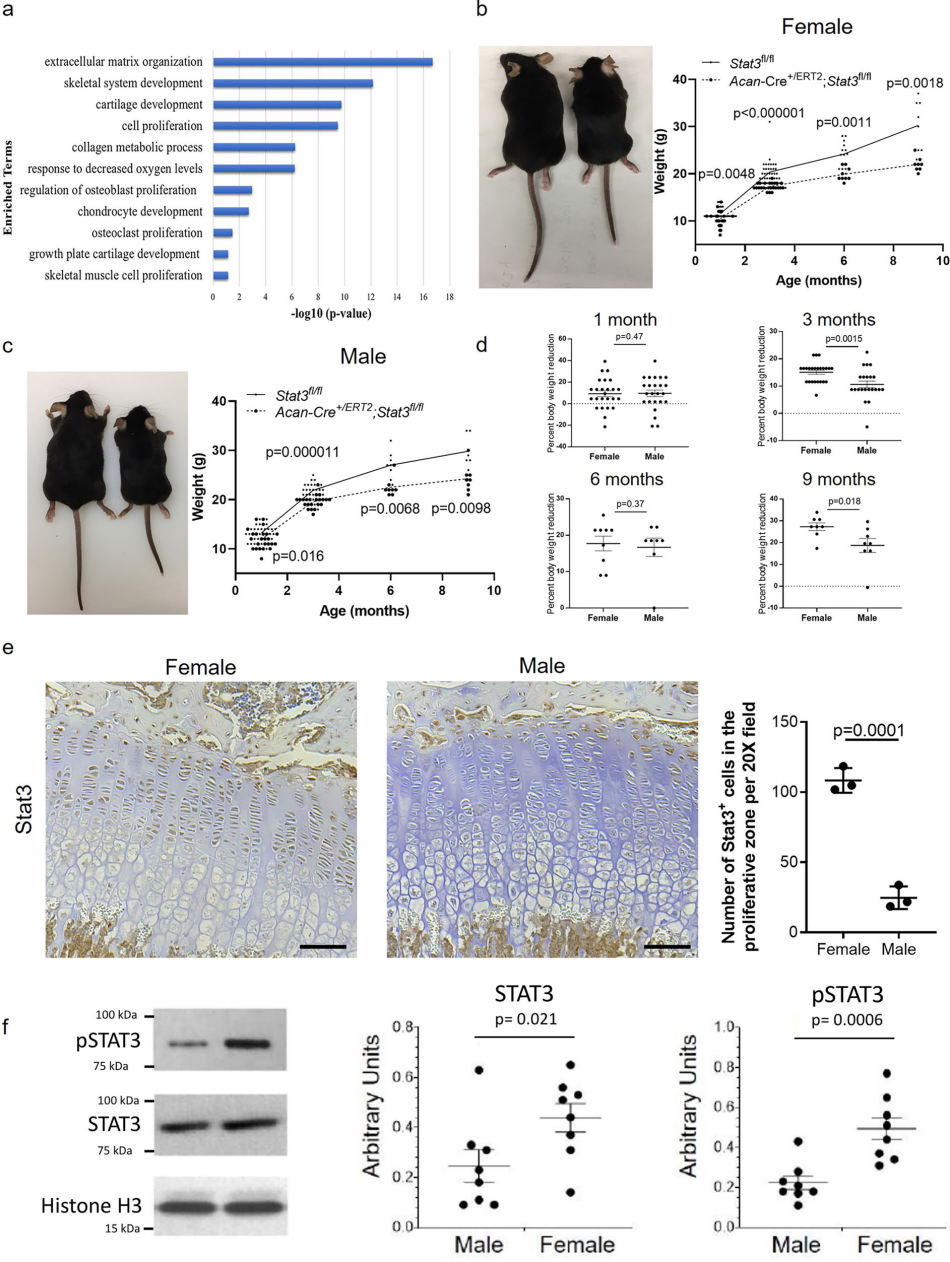
STAT3 regulates anabolic genes in human fetal chondrocytes and body size in mice. **a** Altered gene expression in human fetal chondrocytes after knockdown of STAT3 by shRNA in vitro as determined by bulk RNA-Seq and GO analysis; *n* = 3. Postnatal deletion of *Stat3* in chondrocytes via *Acan*-Cre^+/ERT2^ in vivo decreases body weight and size of female (**b**) and male (**c**) mice; *n* ≥ 7 for each sex and genotype per timepoint. Images of 6 month old mice are shown. **d** Reductions in body weight in *Stat3* mutants compared to WT littermates were greater in female than in male mice. **e** Stat3 protein localized to the resting and proliferative zones of the growth plate at 1 month in WT mice. **f** Stat3 and pStat3 levels were higher in WT female mice as compared to WT male mice (*n* = 8). Scale bars = 50 µm.

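Fig. 1a also holds a category for the response to decreased oxygen levels. Of a hand-written list of 42 genes induced by low oxygen, all were tested, and 39 were lower and 3 higher after STAT3 knockdown. The median log2 fold change of the list was -0.62, and within the same-numbered pairs of replicates 1, 2 and 3 it was -0.52, -0.72 and -0.51. Camera in limma gave an adjusted p = 5.87e-19, and an adjusted p = 6.76e-21 with the replicate number as a block. With the inter-gene correlation estimated it gave an adjusted p = 0.0131, and fry in limma an adjusted p = 0.00251. With the block added to these 2 tests after seeing the data, camera in limma gave an adjusted p = 0.0847 and fry an adjusted p = 0.0225. At the threshold of the paper, 21 of the 42 genes were lower, against 1.76 for lists drawn evenly from the genes tested (odds ratio 23.6, p = 2.00e-18 from a one-sided Fisher's exact test). As for the matrix list, this p is likely too small, since the test takes genes as independent. This list too was written after Supplementary Data 1 had been read, so it is no independent test. With the replicate block the odds ratio was 20.1. The 5 genes of the list with the smallest p were BNIP3, NDUFA4L2, PDK1, HK2 and P4HA1. P4HA1, P4HA2 and LOX are also on the matrix list, so the results of both lists are not fully separate. NDUFA4L2, on chromosome 12 of GRCh38 from 57234903 to 57240715, fell most, with a log2 fold change of -1.999 (standard error 0.36, adjusted p = 0.0243 from limma, and 1.20e-07 with the replicate block). Its exons overlap those of SHMT2 on the other strand, which had a mean value of 110.8 after knockdown and 123.2 in control cells. BNIP3, on chromosome 10 from 131967684 to 131981967, had a log2 fold change of -1.34 (standard error 0.19, adjusted p = 0.00659 from limma, and 1.78e-05 with the replicate block).

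Supplementary Data 1 lists 636 genes as lower and 738 as higher after knockdown. Of the 513 genes listed as lower that were tested here, 392 (76.4%, 95% Wilson interval 72.6% to 79.9%) were lower with an unadjusted p under 0.05 from limma. Of the 596 tested genes listed as higher, 414 (69.5%, 95% Wilson interval 65.7% to 73.0%) were higher with an unadjusted p under 0.05. The replicate block gave 78.9% and 72.3%. Both sets of calls come from the same 6 samples. From the categories of the genes enriched in control cells, the paper proposes a relationship of STAT3 activity with chondrocyte proliferation and the production of matrix proteins.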

Based on the size differences between *Acan-*Cre^+/ERT2^;*Stat3*^fl/fl^ mice and controls as early as 1 month, we measured the width of each zone in the growth plate in control and *Stat3* deletion mutants at this age (Fig. 2a,b); given the potential for insertion of Cre^ERT2^ into the *Acan* locus to disrupt skeletal development, we also verified that mice bearing a single allele of *Acan-*Cre^ERT2^ were not affected as has been previously published^21,22^. These data revealed no differences between *Acan*-Cre^+/ERT2^;*Stat3*^fl/fl^ and control animals in the resting zone where chondroprogenitors localize^9^; however, the length of the proliferative zone was significantly reduced in *Stat3* deleted animals, concurrent with an increase in the pre-hypertrophic and hypertrophic zones (Fig. 2a, b). To validate the independence of the observed phenotype from the Cre line used to delete *Stat3*, we also generated both *Col2a1*-Cre;*Stat3*^fl/fl^ as well as *Gli1*-Cre^+/ERT2^;*Stat3* ^fl/fl^ mice. In the former, Cre is expressed constitutively in chondrocytes, resulting in *Stat3* deletion during mid-embryogenesis. At 3 months, both *Col2a1*-Cre;*Stat3*^fl/fl^ female and male mice were visibly smaller than *Stat3*^fl/fl^ control animals, and microCT measurements of femoral length demonstrated significant shortening of femurs in *Stat3* deleted animals (Supplementary Fig. 3a); there was a non-significant trend for females to be more impacted than males (Supplementary Fig. 3b). Growth plates were also impacted, with significantly reduced widths and bony bridges evident (Supplementary Fig. 3c, d). In *Gli1*-Cre^+/ERT2^;*Stat3* ^fl/fl^ animals induced with tamoxifen at P2/P3 analyzed at 1 month of age, mice were visibly smaller and growth plates were significantly thinner in both females and males as compared to controls (Fig. 2d–f).

**Fig. 2:**
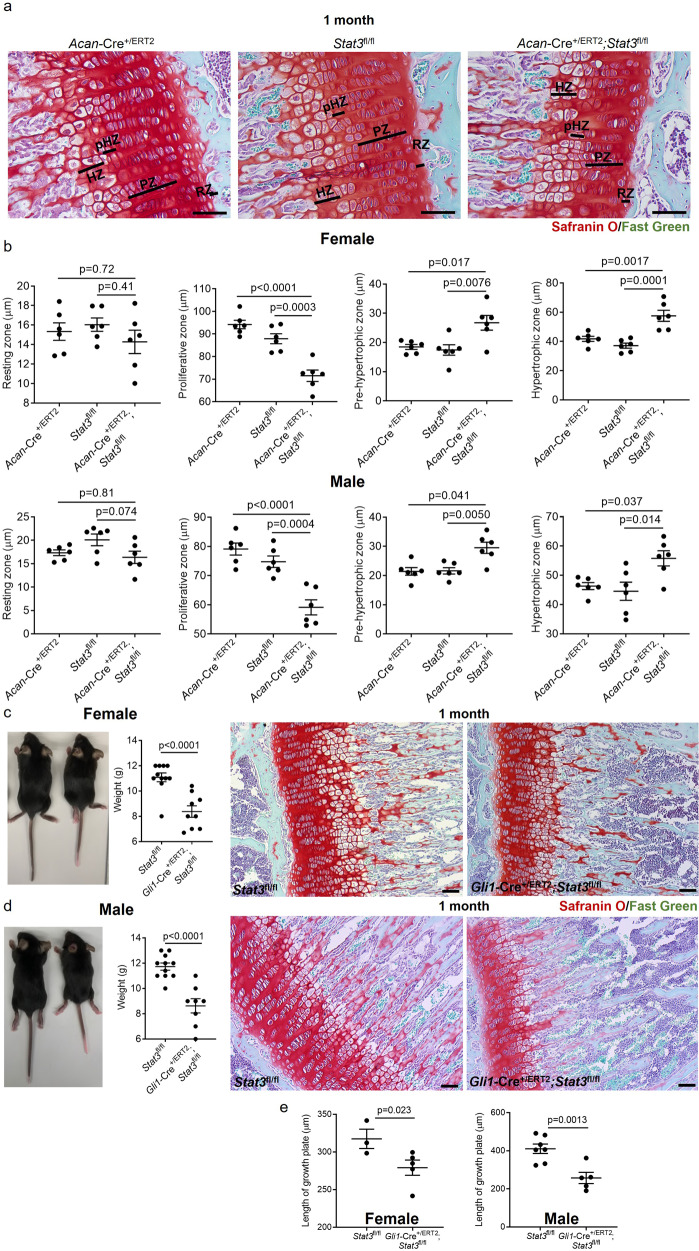
Postnatal loss of *Stat3* in chondrocytes decreases the thickness of the growth plate at 1 month. **a**, **b** Following deletion of *Stat3* at P2/P3 via *Acan*-Cre^+/ERT2^, the proliferative zone of the proximal tibial growth plate was significantly reduced, while the pre-hypertrophic and hypertrophic zones were increased, in both female and male mice; the resting zone was not affected. *Acan*-Cre^+/ERT2^ animals treated with tamoxifen did not show any reduction in thickness of growth plate zones. *n* = 6 animals per genotype, *p* values were calculated with one-way ANOVA test. Deletion of *Stat3* at P2/P3 in *Gli1*^+^ cells resulted in reduced body weight and significantly smaller growth plates in both female (**c**, **e**) and male (**d**, **e**) mice. Scale bars = 50 µm.

To assess the cellular basis for the observed growth retardation and disruptions in the zonal architecture of the growth plate, we measured the thickness of the proximal tibial growth plates at multiple stages following early postnatal deletion of *Stat3*. At one month of age, both female and male mice lacking *Stat3* demonstrated reductions in total growth plate thickness; these deficits persisted with advancing age. Beginning at 3 months we observed growth plate fusions in *Stat3* mutants of both sexes (Fig. 3a, b), which were significantly more frequent in females at 3 months (Supplementary Fig. 3e). These fusions were more frequent in older animals, suggesting a progressive loss of growth plate chondrocytes and potential replacement by bone. To validate this, we conducted microCT analysis of *Acan*-Cre^+/ERT2^;*Stat3*^fl/fl^ and *Stat3*^fl/fl^ control animals at 6 months following postnatal deletion at P2/P3; this analysis revealed significantly greater bone density in the proximal tibial epiphysis of *Stat3* deleted females and males compared to controls (Supplementary Fig. 4). To better assess the cellular basis underlying thinner growth plates and the reduced size of the proliferative zone observed at 1 month, we injected EdU into 3 month old animals for 4 consecutive days before analysis (Fig. 3d); these data showed significantly fewer proliferating cells in the growth plates of *Acan*-Cre^+/ERT2^;*Stat3*^fl/fl^ animals as compared to *Stat3*^fl/fl^ controls. Finally, based on the acknowledged function of Stat3 as an anti-apoptotic factor^11,23^ we assessed the rate of cell death in growth plates of *Stat3* deleted and control animals at 6 months following tamoxifen administration at P2/P3. *Stat3* null chondrocytes evidenced significantly more apoptosis (Fig. 3e). Together, these data support a role for Stat3 in promoting chondrocyte proliferation and survival to maintain growth rates of the long bones, and also suggest a role for Stat3 in inhibiting epiphyseal bone formation in the distal region of the growth plate.

**Fig. 3:**
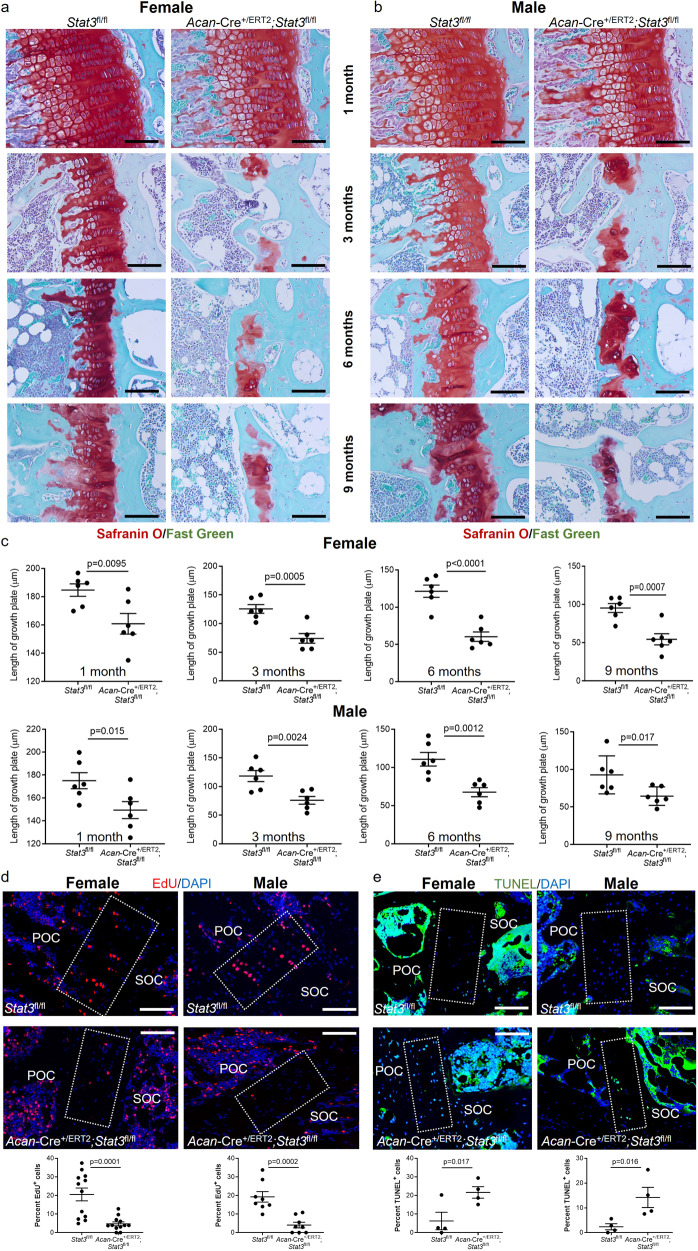
Postnatal loss of *Stat3* in chondrocytes decreases proliferation and increases apoptosis. Proximal tibial growth plates were greatly reduced in thickness following deletion of Stat3 at P2/P3 in (**a**, **c**) female and (**b**, **c**) male mice. Beginning at 3 months, growth plate fusions were observed with replacement by trabecular bone. Scale bars equal 50 µm. **d** EdU was injected intraperitoneally for 4 days before analysis of mice at 3 months of age. EdU^+^ cells in the proximal tibial growth plate were scored. **e** Apoptosis of chondrocytes in the proximal tibial growth plate (3 month old) was detected by TUNEL. Boxed regions indicate the growth plate. For each group, *n* = 6. Scale bars = 50 µm. POC primary ossification center, SOC secondary ossification center.

### Stat3 is required for vertebral endplate integrity

In the spine, chondroprogenitors located in the vertebral endplates produce chondrocytes that form growth plates^24,25^; this mechanism is very similar to that found in long bones. Based on the shorter stature of *Stat3* deleted mice (Fig. 1), we examined vertebral elements in *Acan*-Cre^+/ERT2^;*Stat3*^*fl/fl*^ and control *Stat3*^*fl/fl*^ mice at several ages following induction with tamoxifen at P2/P3. *Acan-*Cre^ERT2^ targets the endplates, annulus fibrosis, and nucleus pulposus^20^. Similar to the tibial growth plate, Stat3 protein activation was localized to the proliferative zone and was enriched in female vs. male mice at 1 month (Supplementary Fig. 5). Moreover, the height of the vertebral bodies was significantly shorter in *Stat3* deleted mice as early as one month of age (Fig. 4a–d). Control animals had organized vertebral structures at all stages examined between 1 and 9 months. Cartilaginous endplates had clear, continuous borders and the formation of annular lamellae was observed. The nucleus pulposus had a rich proteoglycan matrix with sparse notochordal cells. In contrast in *Stat3* deleted mice, starting at 3 months we observed a loss in continuity of both cranial and caudal endplates (Fig. 4c, d). Structural degradation of the annulus was evidenced by a loss of collagen-rich lamellae. Within the nucleus pulposus, degradation was characterized by the loss of proteoglycan matrix, an appearance of large void spaces and loss of apparent nucleus and notochordal cell morphology. The progressive loss of endplate integrity in *Stat3* mutants, followed by alterations in the nucleus pulposus, were strikingly similar to those observed in mice with postnatal deletion of *Sox9* via *Acan-*Cre^ERT2^ ^26^.

**Fig. 4:**
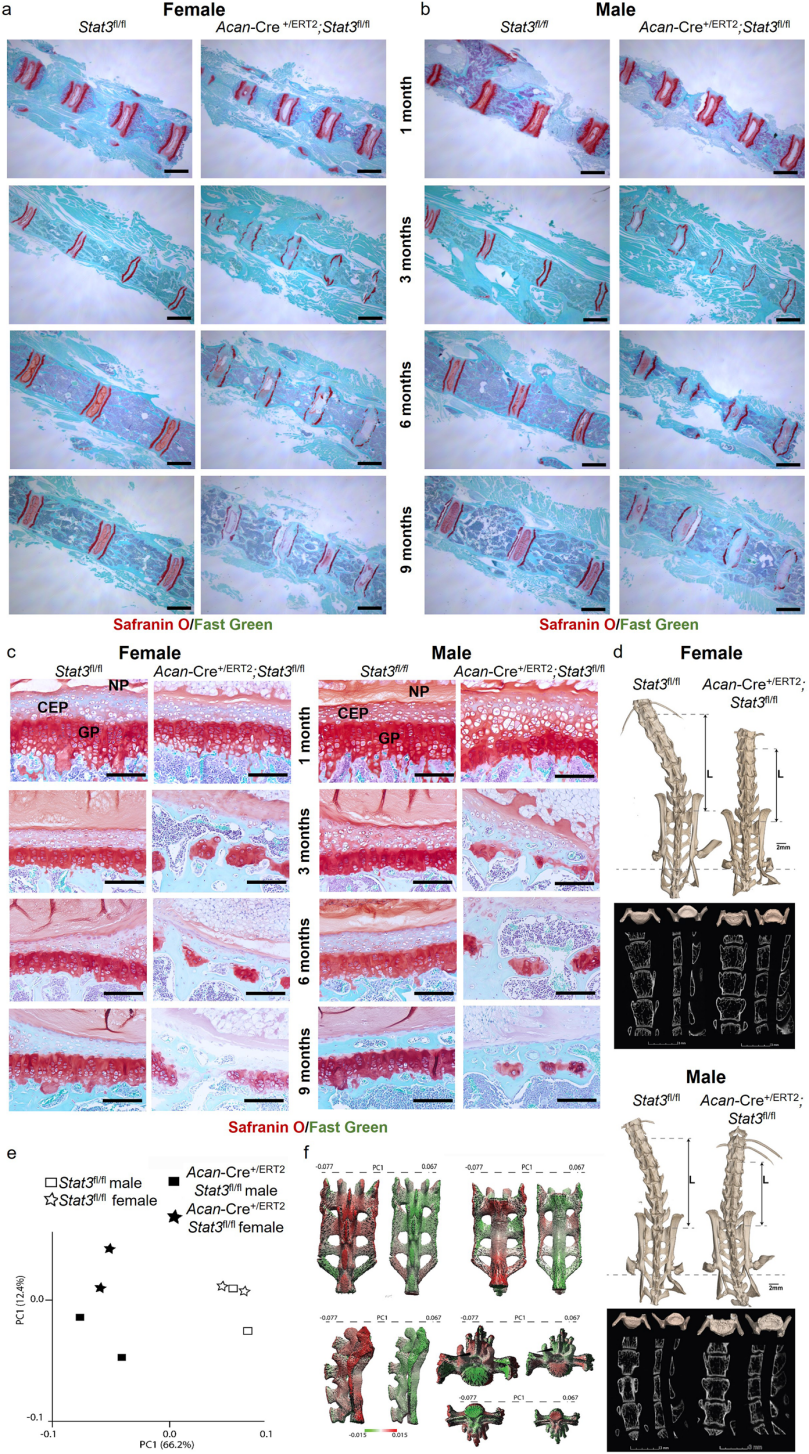
Postnatal deletion of *Stat3* affects vertebral growth plates and skeletal morphology. **a** Coronal sections of caudal vertebrae of *Acan*-Cre^+/ERT2^;*Stat3*^fl/fl^ and control *Stat3*^fl/fl^ mice demonstrate shorter vertebral bodies in both female and **b** male mice, coupled with **c** loss of vertebral growth plates. Scale bars = 1 mm (**a**, **b**) and 50 µm (**c**); *n* = 6. AF annulus fibrosis, CEP cartilaginous endplate, NP nucleus pulposus. **d** MicroCT and X-ray imaging of the lumbar and sacral vertebrae of control female (top panel, left), *Stat3* deleted female (top panel, right), control male (lower panel, left) and *Stat3* deleted male (lower panel, right) mice at 6 months of age following postnatal deletion at P2/P3. Note the shorter, wider vertebral bodies in *Stat3* deleted animals, resulting in overall shorter lumbar length (L). See Supplementary Table 2 for quantification. *n* = 2. **e** Principal component analysis (PCA) of sacra from *Stat3* deleted and control mice based on distances between 34 anatomical landmarks (Supplementary Fig. 5). Animals clearly segregate based on genotype. **f** Deviations along PC1 are shown on 3D surface maps of control (left) and *Stat3* deleted (right) male sacral regions. Maps are colored based on degree of deformation with respect to PC1 values, with red representing features more prominent in control and green more prominent in *Stat3* deleted animals, respectively.

We conducted microCT imaging to characterize the extent of the axial skeletal phenotype in *Stat3* mutant mice. *Stat3* deleted animals showed a reduction in the vertebral height in both lumbar and sacral regions, as well as changes in endplate structure (Fig. 4d). This was consistent in both genders. Both anterior and posterior vertebral heights from L1 to L6 were reduced in the *Stat3* mutants compared to controls (Supplementary Data 2 and Supplementary Table 1), ranging from 19-37% reduction. Mice lacking *Stat3* had a larger endplate surface area for both cranial and caudal endplates compared to control mice (Supplementary Data 2), ranging from 9–31% larger. Intervertebral disc anteroposterior and transverse length did not differ between *Stat3* deleted and control animals. We then conducted geometric morphometric (GM) mapping of the sacrum and pelvis to gain additional understanding of how loss of *Stat3* in chondrocytes impacted overall skeletal form. For the sacrum, 34 anatomical landmarks were defined based on current best practices^27–29^ and their exact 3D coordinates defined (see “Materials and methods”, Supplementary Fig. 6). Variation among landmark configurations and shape were explored via principal component analysis^30^ (PCA; Fig. 4e). Mice were clearly segregated along PC1 based on their genotype, confirming widespread changes in skeletal morphology following early postnatal deletion of *Stat3*. To visualize these differences, thin-plate spline analysis^31^ was used to project aberrations from normal on 3D renderings of control and *Stat3* deleted male sacra (Fig. 4f). A similar analysis of pelvic structure confirmed broad and consistent skeletal malformations in mutant animals (Supplementary Fig. 7). These “heat map” images provide a quantitative visual representation of how specific skeletal structures change following the loss of *Stat3*, reinforcing the role *of Stat3* in contributing to regulated chondrocyte proliferation and survival in growth plates throughout the body.

### Stat3 is required for maintenance of articular cartilage

In postnatal mouse articular cartilage, chondrocyte proliferation rates are in the low single digit range^32^; cartilage expands via increases in cell volume and matrix production rather than cell division. 

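Among the matrix genes tested after STAT3 knockdown in human chondrocytes, the 5 with the smallest p were THBS2, P4HA1, COL27A1, MGP and MFAP4, and in each of them every knockdown sample was below every control sample. The thrombospondin gene THBS2, on chromosome 6 of GRCh38 from 169215780 to 169254050, was the only gene of the list with an adjusted p under 0.05. Its value was 34.1 ± 5.70 (SD, n = 3) after knockdown and 110.9 ± 39.9 (SD, n = 3) in control cells. The log2 fold change was -1.61 (standard error 0.27, adjusted p = 0.0182 from limma, and 1.11e-05 with the replicate number as a block). For P4HA1, a subunit of the enzyme that hydroxylates collagen, it was -0.92 (standard error 0.19, adjusted p = 0.0595 from limma, and 0.000239 with the block). P4HA1 is also on the list of genes induced by low oxygen. The collagen gene COL27A1, on chromosome 9 from 114155537 to 114312511, had a log2 fold change of -1.11 (standard error 0.25, adjusted p = 0.0947 from limma, and 0.000458 with the block). MGP and MFAP4 had log2 fold changes of -1.23 and -1.06, with adjusted p-values of 0.149 and 0.171 from limma, and 0.000358 and 0.00133 with the block. Exons of THBS2, P4HA1, MGP and MFAP4 overlap genes on the other strand, and the values of MAPK7, which overlaps MFAP4, fell by 0.69 on the log2 scale. Adjusted within the 82 tested genes of the list alone, 5 genes were lower and 0 were higher at an adjusted p under 0.05 from limma. Without adjustment, 26 were lower and 0 higher at p under 0.05. The members ranged from a log2 fold change of -1.61 for THBS2 to 1.54 for OGN. The adjusted p of OGN was 0.760 from limma.

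**Figure D3:**
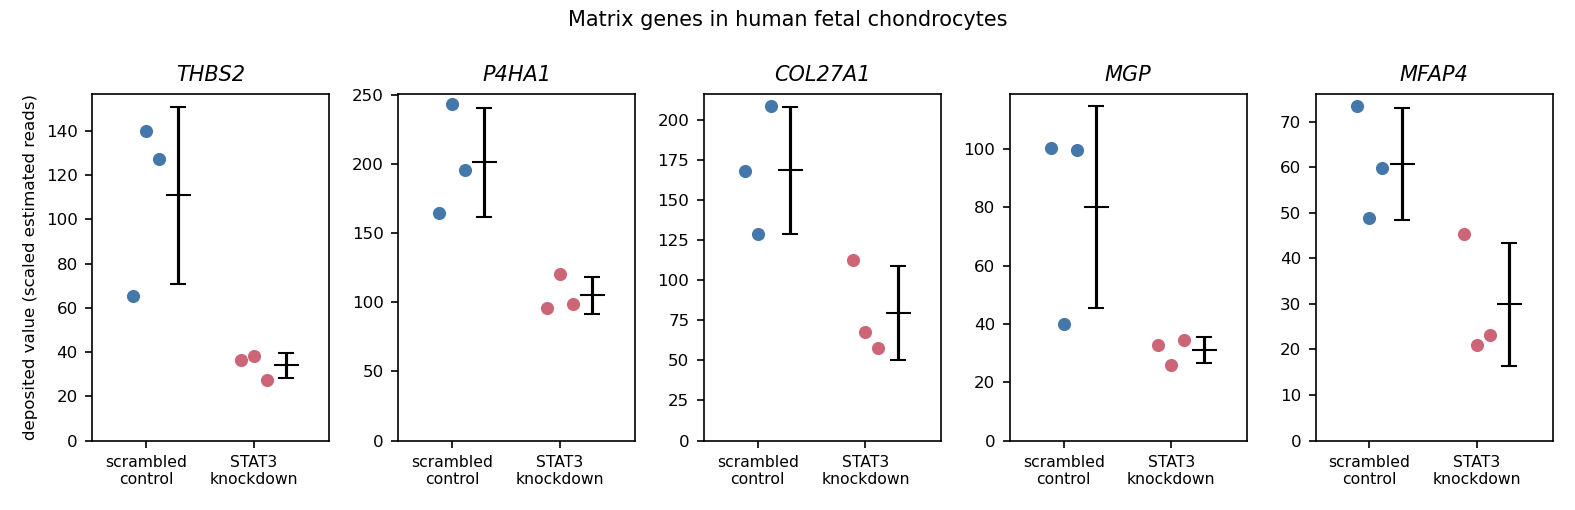
Deposited value (y axis, estimated reads plus 1 after scaling, linear from 0) of the 5 matrix genes with the smallest p in each sample, with replicates 1 to 3 from left to right and the mean and SD beside them (n = 3 per group). In each gene the 3 knockdown samples lie below the 3 control samples.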

Our in vitro data from human chondrocytes suggest STAT3 increases expression of ECM genes (Fig. 1a). Thus, we hypothesized Stat3 may function in articular cartilage maintenance by supporting matrix protein production and stability. Analysis of articular cartilage in *Acan*-*Cre*^*+/ERT2*^*;Stat3*^fl/fl^ mice revealed a progressive loss of proteoglycans at the articular surface compared to control mice (Fig. 5a, b). This phenotype was exacerbated in female mice, in agreement with the results from the growth plate analysis. Loss of Safranin O was clearly evident beginning at 3 months of age in females, compared to 6 months in males. Almost all Safranin O^+^ matrix was lost in *Stat3* deleted mice by 6 months of age in females vs. 9 months for males. Concomitant with accelerated loss of proteoglycans, *Stat3* deletion resulted in increased detection of aggrecan neoepitope, an antigen present when the proteoglycan aggrecan is cleaved and degraded, at 6 months of age (Fig. 5c, d). In addition, substantial apoptosis was detected in both sexes at 9 months (Supplementary Fig. 8), We also detected increased expression of markers of hypertrophy in the absence of *Stat3* including Runx2 and collagen X, indicating a mild degenerative process present in the joint^33^, coupled with decreased expression of Sox9 (Supplementary Fig. 8). However, no obvious signs of articular cartilage surface fibrillations, osteophytes or joint inflammation was observed at any of the investigated stages. Together, these data describe a role for Stat3 in articular chondrocytes in maintaining ECM homeostasis and preventing adoption of a hypertrophic, arthritic-prone state.

**Fig. 5:**
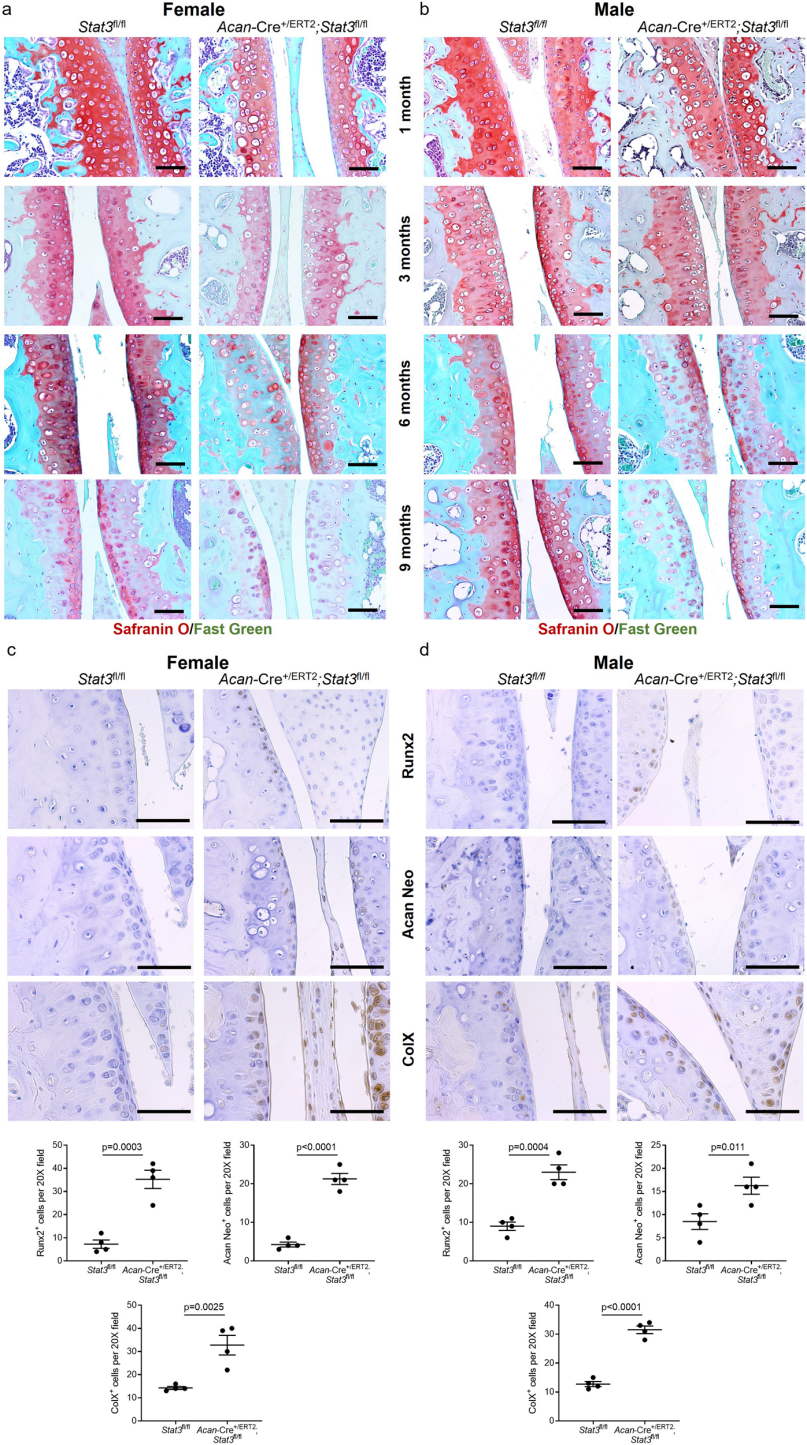
Postnatal *Stat3* deletion results in subtle changes in articular cartilage of the knee joint. **a** Administration of tamoxifen at P2/P3 to *Acan*-Cre^+/ERT2^;*Stat3*^fl/fl^ and control *Stat3*^fl/fl^ female and **b** male mice elicited reduced proteoglycan staining in articular articular cartilage by 3 months of age in female mice and by 6 months of age in males. **c** Histological staining and quantitative assessment of pre-hypertrophic (Runx2, collagen 10, COLX) and degenerative changes (aggrecan neoepitope, ACAN NEO) in the articular cartilage of knee joints of female and **d** male *Stat3* deleted and control mice at 6 months. In all panels, representative images are shown and scale bars = 50 µm. *n* = 4–6.

### Stat3 inhibits hypertrophy and maintains a proliferative state in Sox9^+^ chondrocytes

Chondrogenesis is dependent on transcription factors of the Sox family. Sox9 is essential for chondrogenesis^34^, while Sox5 and Sox6 act downstream of Sox9 to promote proliferation and inhibit hypertrophy of chondrocytes^35^. In order to better assess the molecular consequences of postnatal *Stat3* deletion, we sorted cells negative for blood and endothelial markers from *Acan*-Cre^+/ERT2^;*Stat3*^fl/fl^ and control *Stat3*^fl/fl^ knee joints and performed scRNA-seq; we first verified the dissection strategy would maximize capture of chondrocytes by examining *Sox9*-GFP mice^36^ (Fig. 6a). Knee joints from 2–3 female mice of each genotype were digested and pooled, and live, lineage-negative cells were sorted (Fig. 6b) and analyzed at the single-cell level. We focused our analysis on chondrocytes defined by expression of *Sox9* and *Col2a1*; unbiased clustering of chondrocytes expressing both genes from *Acan*-Cre^+/ERT2^;*Stat3*^fl/fl^ and control *Stat3*^fl/fl^ animals via a tSNE plot suggested clustering independent of cofounding variables as well as some potential differences between the genotypes (Supplementary Fig. 9 and Fig. 6c). Recently, Li et al. analyzed growth plate zone-specific gene regulation at the single-cell level at postnatal day 7^37^; they identified genes whose expression was enriched in the proliferative and pre-hypertrophic/hypertrophic zones. Based on our data showing increases in the hypertrophic zone and bone density in the proximal epiphysis of *Acan*-Cre^+/ERT2^;*Stat3*^fl/fl^ mice compared to controls, we assessed expression levels of genes identified by Li et al., as well as known regulators of each zone, in the scRNA-seq data generated here. This analysis demonstrated highly significant enrichment of genes associated with chondrocyte maturation and hypertrophy in the absence of *Stat3* (Fig. 6d, f), while genes such as *Sox5/6* that promote proliferation in immature chondrocytes were significantly enriched in control *Stat3*^fl/fl^ chondrocytes (Fig. 6e, f). In parallel, we conducted unbiased k-means clustering to assess potential changes in chondrocyte populations upon deletion of *Stat3*. This analysis defined 6 clusters, 4 of which evidenced some bias in their constitution by either genotype (Supplementary Fig. 10b, c). Based on previously published data^38,39^, we speculatively annotated these clusters as columnar chondrocytes (clusters 2 and 4), resting chondrocytes (cluster 3) and osteoprogenitors (cluster 6); as expected from the growth plate phenotype, *Stat3* deficient cells were underreprented in clusters 2 and 4 and overrepresented in cluster 6. Cluster 2 also demonstrated a proliferative signature, further supporting the function of *Stat3* in promoting chondrocyte cell division (Supplementary Fig. 9e); moreover, the moderate enrichment of *Stat3*^−^^*/−*^ cells in cluster 3 could suggest a defect in proliferation in the resting zone in mutant mice. Together, these data confirm at the transcriptional level that *Stat3* is required to suppress chondrocyte maturation and promote continued output of immature chondrocytes from the resting zone.

**Fig. 6:**
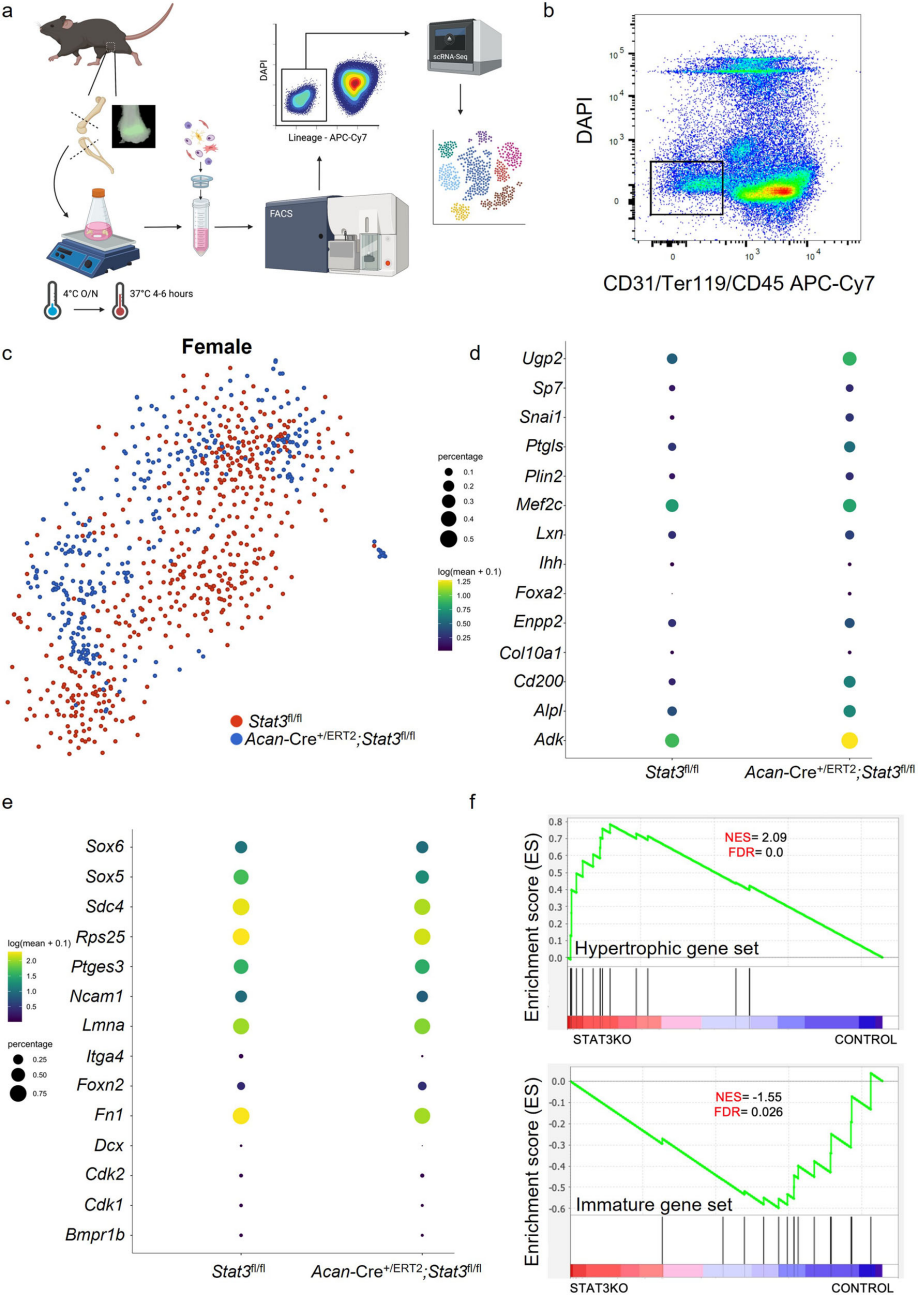
scRNA-sequencng reveals loss of *Stat3* in growth plate chondrocytes promotes premature differentiation. **a** Schematic of isolation, sorting and single-cell sequencing of chondrocytes from 1 month mouse knee joints. Epifluorescent analysis of *Sox9*-GFP femurs confirmed the dissection strategy. **b** Live cells negative for markers of endothelium (CD31), red blood cells (Ter119) and white blood cells (CD45) were sorted (black box) from dissociated knee joints pooled from 2–3 female control *Stat3*^fl/fl^ or *Acan*-Cre^+/Cre^;*Stat3*^fl/fl^ mice and subjected to scRNA-sequencing. **c** tSNE plot of single cells selected for expression of *Sox9* and *Col2a1* and colored by genotype of origin. Expression pattern of genes associated with growth plate chondrocyte maturation (**d**) as well as immature, proliferating chondrocytes (**e**) are shown. **f** Gene set enrichment analysis (GSEA) plots for chondrogenic maturation (top) and immature, proliferative chondrogenic (bottom) gene sets in *Stat3*^fl/fl^ (control) and *Acan*-Cre^+/Cre^;*Stat3*^fl/fl^ (Stat3KO) female mice. The “barcode graph” (lower portion) of each plot shows the target genes rank-ordered (left to right) by their differential expression in Stat3KO mice as compared to control mice (indicated by Enrichment Score on the *y*-axis). Signal-to-noise ratio metric was used for ranking of gene expression patterns in cells. NES normalized enrichment score, FDR false discovery rate.

### Stat3 acts downstream of gp130 to maintain output from immature chondrocytes

Many receptor tyrosine kinases, including EGFR^40^, PDGFR^41^ and GHR^42^ among others, can activate STAT3 through various signaling cascades. Based on our previous in vitro studies in articular chondrocytes^11^, we hypothesized that gp130, an obligate receptor for IL-6 family cytokines, may function upstream of Stat3 activation in immature chondrocytes. We found that RCGD 423, a small molecule modulator of gp130 that increases activation of Stat3, increased proliferation of articular chondrocytes^11^ without activation of ECM catabolism. Analysis of gp130 expression in the growth plate of wild type mice at 1 month demonstrated enrichment in the resting and proliferative zones, similar to the expression pattern of Stat3 (Supplementary Fig. 11a). Accordingly, we crossed *Acan*-Cre^+/ERT2^ mice to *gp130*^fl/fl^ mice^43^ and administered tamoxifen at P2/P3 to ablate *gp130* postnatally in chondrocytes. At all ages examined, there was significantly reduced growth plate thickness in both female and male *gp130* deleted mice compared to *gp130*^fl/fl^ controls, including frequent disruptions in growth plate integrity by 3 months (Fig. 7a–c); as was observed in *Stat3* deleted animals, growth plate fusions were significantly more frequent in females at 3 months (Supplementary Fig. 11b). Quantification of growth plate zones at 1 month yielded similar results to deletion of *Stat3* in chondrocytes, demonstrating a highly significant decrease in the thickness of the proliferative zone and increases in the more mature pre-hypertrophic and hypertrophic zones in *gp130* mutants (Supplementary Fig. 11c, d). Additionally, vertebral bodies (Supplementary Fig. 12a, b) were shorter with concomitant severe disruption of growth plates in *Acan*-Cre^+/ERT2^;*gp130*^flfl^ mice compared to *gp130*^fl/fl^ controls (Fig. 7d, e). Analysis of the articular cartilage in *gp130* deleted animals also demonstrated a similar phenotype as found in *Acan*-Cre^+/ERT2^;*Stat3*^fl/fl^ mice, with progressive loss of proteoglycans in both female and male mice, with earlier loss in females (Supplementary Fig. 13). These data, which mostly phenocopy the results of *Stat3* deletion in chondrocytes, suggest a gp130/Stat3 signaling circuit that is required for chondrocyte proliferation, prevention of hypertrophy and maintenance of matrix synthesis.

**Fig. 7:**
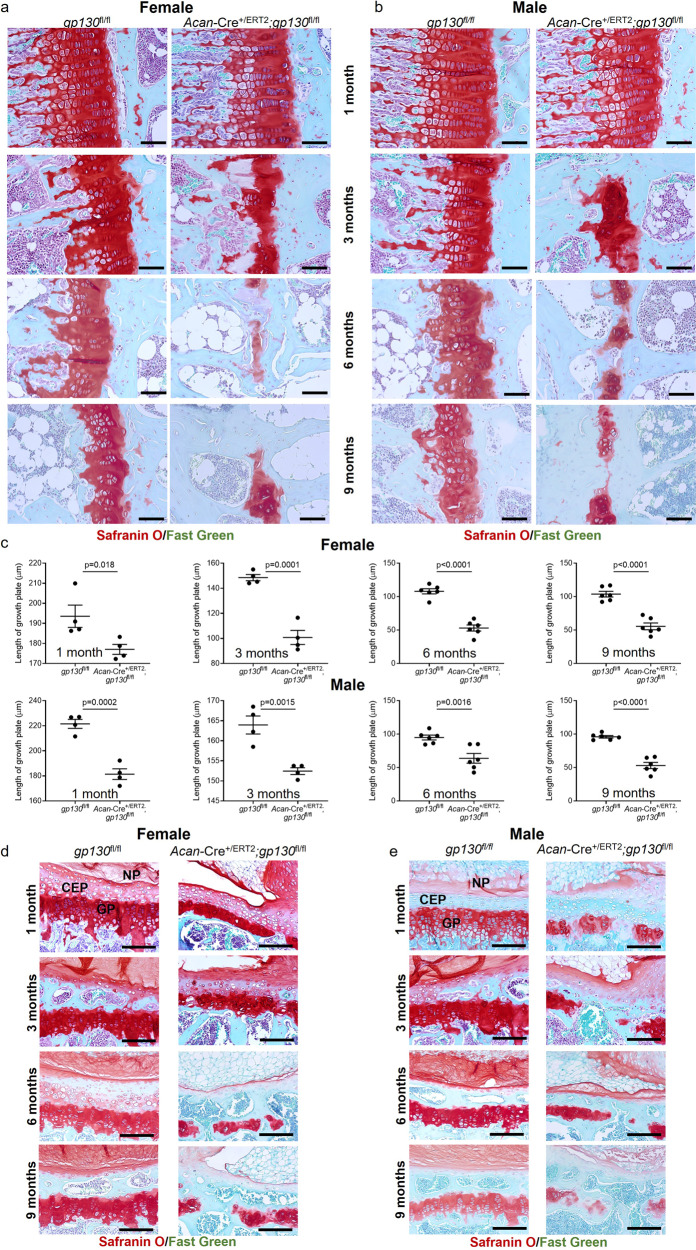
Postnatal loss of *gp130* in chondrocytes phenocopies *Stat3* deletion. Proximal tibial growth plates were significantly reduced in thickness at all ages examined following deletion of *gp130* at P2/P3 in female (**a**, **c**) and male (**b**, **c**) mice; severe growth plate disruptions were observed at 3 months. Vertebral body heights were reduced, coupled with loss of vertebral growth plates, in both female (**d**) and male (**e**) *Acan*-Cre^+/ERT2^;*gp130*^fl/fl^ mice as compared to *gp130*^fl/fl^ controls. AF annulus fibrosis, CEP cartilaginous endplate, NP nucleus pulposus. In all panels, scale bars = 50 µm; *n* = 4–6.

In parallel, we also generated *Acan*-Cre^+/ERT2^;*Lifr*^flfl^ mice, as data from us and others has clearly indicated a role for Lifr/gp130 signaling in skeletal development in mice^11,44^ and humans^16,45^. Analysis of Lifr expression in growth plates confirmed a similar expression pattern in the resting and proliferative zones as defined for Stat3 and gp130 (Supplementary Fig. 11a). Analysis of growth plates of *Acan*-Cre^+/ERT2^;*Lifr*^flfl^ mice vs. *Lifr*^*fl/fl*^ controls at all ages demonstrated reduced thickness in female and male mice (Fig. 8a–c); at 1 month, the imbalance of the proliferative and hypertrophic zones of the growth plate observed in *Stat3* and *gp130* mutant animals was also present in *Lifr* deleted mice (Supplementary Fig. 11). However, in general the skeletal phenotype was milder than *Stat3* and *gp130* deleted mice, as bony bridges of the growth plate were infrequently observed even at 9 months and the articular cartilage, vertebral bodies and growth plates of *Acan*-Cre^+/ERT2^;*Lifr*^fl/fl^ mice were not as severely impacted (Fig. 8d, e and Supplementary Figs. 12 and 13). These results suggest a role for Lifr to mediate IL-6 family cytokine-mediated activation of Stat3 in chondrocytes to promote maintenance of the growth plate, but demonstrate that other receptors are also required.

**Fig. 8:**
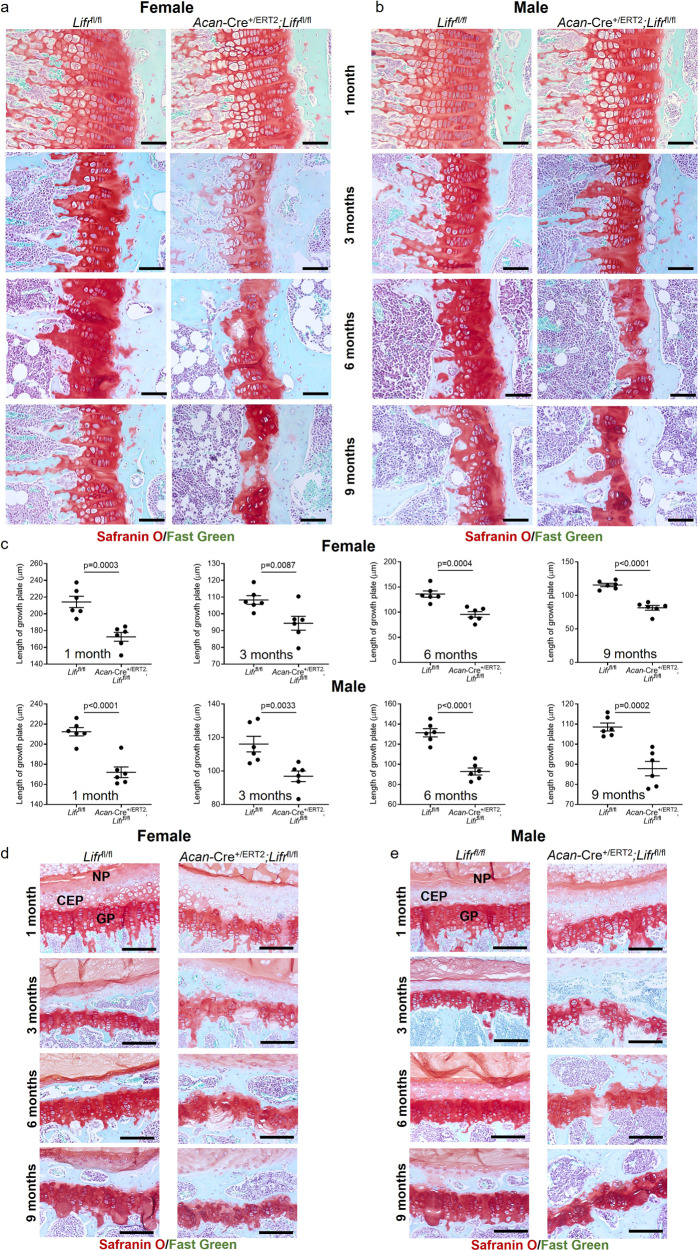
Postnatal loss of *Lifr* in chondrocytes partially phenocopies *Stat3* deletion. Proximal tibial growth plates were significantly reduced in thickness at all ages examined following deletion of *Lifr* at P2/P3 in female (**a**, **c**) and male (**b**, **c**) mice; growth plate disruptions were not as severe as those observed in *Stat3* and *gp130* deletion mutants. Vertebral growth plates were mildly reduced in thickness, coupled with occasional disruption of integrity at later ages examined, in both female (**d**) and male (**e**) *Acan*-Cre^+/ERT2^;*Lifr*^fl/fl^ mice as compared to *Lifr*^fl/fl^ controls. AF annulus fibrosis, CEP cartilaginous endplate, NP nucleus pulposus. In all panels, scale bars = 50 µm; *n* = 6.

### Stat3 overexpression promotes excessive chondrocyte proliferation and rescues growth plate deficiencies observed in *gp130* deleted mice

Postnatal loss of *Stat3* in chondrocytes resulted in premature closure of growth plates accompanied by reduced proliferation and survival of chondrocytes, suggesting this transcription factor is necessary to maintain appropriate mitotic rates. To assess the capacity of Stat3 to elicit a proliferative response, we crossed *Acan*-Cre^+/ERT2^ animals with mice carrying a conditional, constitutively active allele of Stat3 (*Stat3C*) under the control of the *Rosa26* promoter^46^. In these animals, activation of Cre results in excision of a STOP cassette upstream of the *Stat3C* sequence. Analysis of *Acan*-Cre^+/ERT2^;*Rosa26-Stat3C*^fl/+^ mice treated with tamoxifen at P2/P3 and analyzed at 1 month of age revealed dramatic hypercellularity in proximal tibial growth plates (Fig. 9a); hypercellularity was also apparent in the superficial zone and deeper layers in articular cartilage (Fig. 9b). Hyperproliferation in the growth plate was confirmed by EdU incorporation in *Acan*-Cre^+/ERT2^;*Rosa26-Stat3C*^fl/fl^ mice (Fig. 9c), with significantly more EdU^+^ chondrocytes present in Stat3C overexpressing mice as compared to *Rosa26-Stat3C*^fl/fl^ controls. There are also more dividing cells in articular cartilage of Stat3C overexpressing animals at 3 months, although this was not as dramatic as in the growth plate (Supplementary Fig. 14). As Stat3 is a known mediator of signaling downstream of gp130 and our data demonstrated similar phenotypes in the growth plates of *Stat3* and *gp130* postnatal deletion mutants, we hypothesized that constitutive activation of Stat3 could rescue the defects in proliferation found in *Acan*-Cre^+/ERT2^;*gp130*^fl/fl^ mice. We generated *Acan*-Cre^+/ERT2^;*gp130*^fl/fl^*Rosa26-Stat3C*^fl/+^ animals and compared their growth plates to *Acan*-Cre^+/ERT2^;*gp130*^fl/fl^ mice at 1 month. In both female and male mice, overexpression of Stat3C in chondrocytes could completely rescue the diminished growth plates in *gp130* deleted mice (Fig. 9d). These data indicate that gp130-mediated activation of Stat3 is required for chondrocyte proliferation, and show that Stat3 is sufficient to promote proliferation in a context-dependent fashion as increased mitosis was most prominent in chondrocytes that normally have the greatest capacity to divide.

**Fig. 9:**
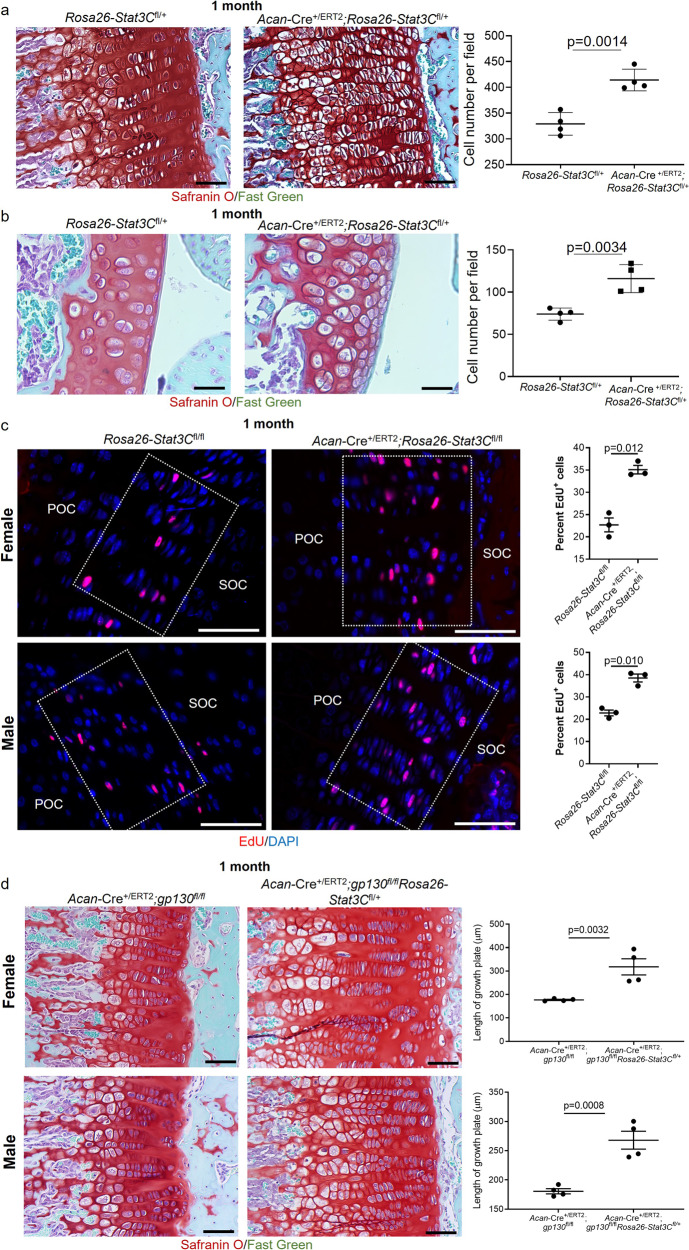
Overexpression of constitutively active Stat3 (Stat3C) in chondrocytes promotes precocious proliferation in vivo and rescues growth plate defects in *gp130* deletion mutants. Induction of Stat3C expression at P2/P3 resulted in significant increases in chondrocyte number in both growth plate (**a**) and articular cartilage (**b**) in *Acan*-Cre^+/ERT2^;*Rosa26*-Stat3C^fl/+^ mice as compared to *Rosa26*-Stat3C^fl/+^ control animals at 1 month. **c** EdU was injected intraperitoneally 4 h before harvesting knee joints at 1 month of age. EdU^+^ cells in proximal tibial growth plate chondrocytes were scored. POC primary ossification center, SOC secondary ossification center. Boxed areas delineate the growth plate. **d** Induction of constitutively active Stat3 in *Acan*-Cre^+/ERT2^;*gp130*^fl/fl^ mice resulted in significantly thicker growth plates at 1 month of age. In all panels, scale bars = 50 µm; *n* = 4–6 for each group.

### Estrogen increases Stat3 expression and activation in chondrocytes

A relationship between sex hormones and chondrogenesis is well established. In humans, estrogen is responsible in both females and males for accelerating growth at puberty and eventually driving the closure of growth plates; females tend to begin the pubertal growth spurt earlier than males and have higher levels of estradiol at this age (reviewed in^47^). Based on the dimorphic difference in body size at 3 months in *Acan*-Cre^ERT2^;*Stat3*^fl/fl^ females and males, we hypothesized that estrogen may regulate Stat3 levels and/or activity. To address this, we isolated porcine articular chondrocytes from female and male animals and treated them with different levels of estradiol (E2) in vitro. These data demonstrated that both female (Fig. 10a) and male (Fig. 10b) articular chondrocytes upregulated STAT3 proteins levels and activity in response to E2, though female chondrocytes demonstrated a maximal response at 0.1 µM while male chondrocytes responded in a dose-dependent manner. To assess the impact of estrogen levels on Stat3 in vivo, the clinically-used small molecule aromatase inhibitor Letrozole (which results in lower estradiol levels) was injected intraperitoneally daily for 7 days into sexually mature female mice. Analysis of sternal chondrocytes revealed that Letrozole reduced both Stat3 levels and activity. Taken together, these data suggest that the enhanced estrogen levels present in growing female mice lead to a differential requirement for Stat3 to enhance skeletal growth.

**Fig. 10:**
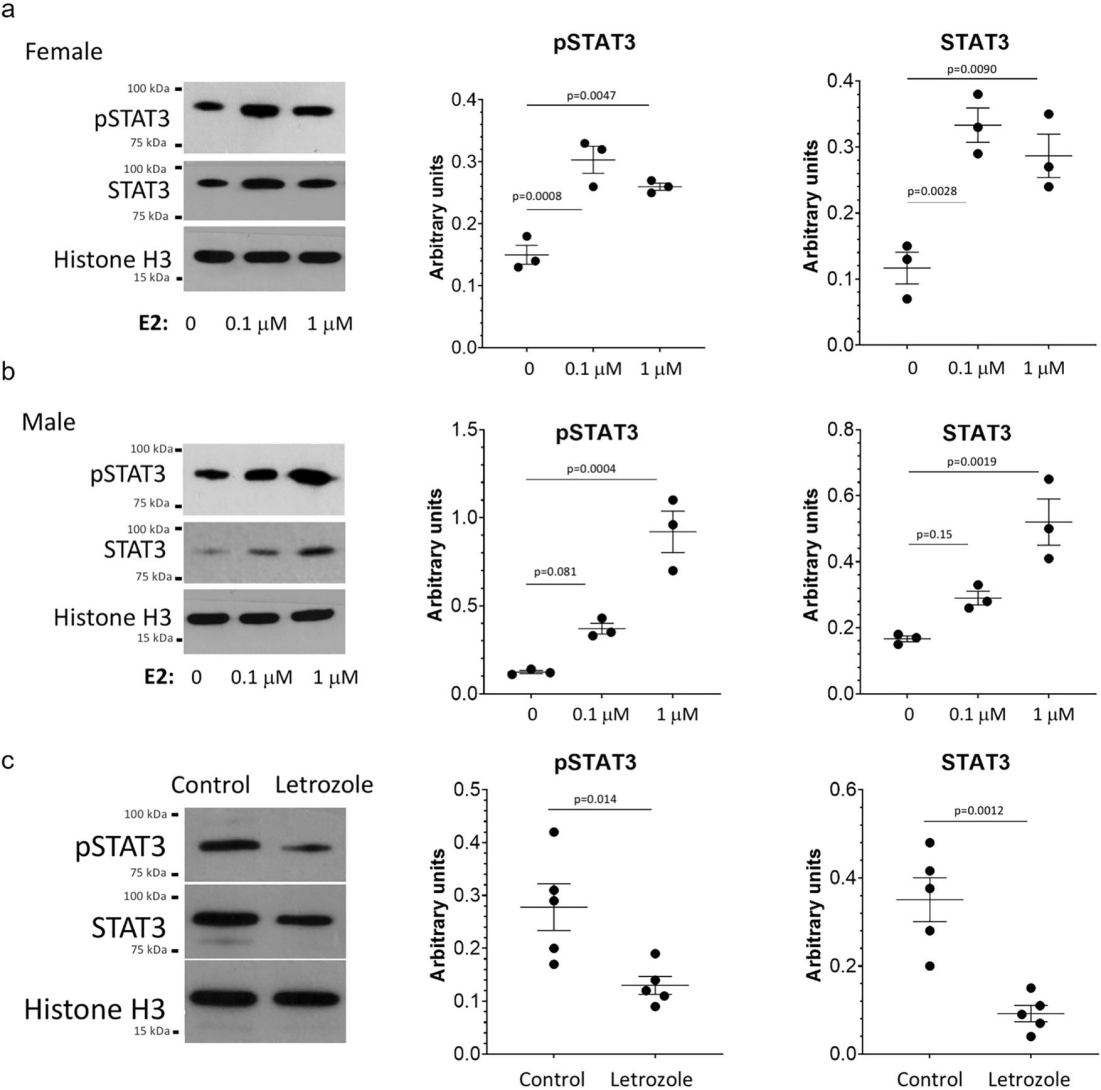
Estrogen influences Stat3 levels and activity in vitro and in vivo. Addition of estradiol (E2) to female (**a**) and male (**b**) pig chondrocytes resulted in dose-dependent increases in Stat3 levels and activity; female chondrocytes are dose-limited in their response to E2 as evidenced by similar induction at the 0.1 and 1.0 µM doses. *n* = 3. **c** Intra-peritoneal Injection of Letrozole, an aromatase inhibitor that blocks the production of estrogen, reduced Stat3 levels and activity in female mouse sternal chondrocytes after 7 daily injections. *n* = 5 mice per group.

## Discussion

Here we show that Stat3 is a critical factor controlling the proliferation, survival, maturation and matrix production of chondrocytes in growth plates and articular cartilage. Animals lacking *Stat3* in chondrocytes following postnatal deletion are proportionately smaller than control animals and evidence significantly reduced EdU incorporation, coupled with thinner proliferative zones and increased apoptosis; by 9 months of age, all mice had abnormal growth plate fusions in both appendicular and axial skeletal elements, with increased frequency of fusions found in females. Articular cartilage was also affected, displaying a mild degenerative and pre-hypertrophic phenotype. Females tended to have a more severe phenotype than males, with a more reduced body size than males at 3 months, earlier and more frequent fusions in the growth plate and accelerated changes in the articular cartilage. *Stat3* null chondrocytes were enriched for expression of genes previously associated with maturation in the growth plate and concurrently evidenced diminished expression of genes associated with immature, proliferative chondrocytes. We also showed that deletion of the obligate receptor for IL-6 family cytokines gp130 in chondrocytes postnatally phenocopied loss of *Stat3*, nominating a role for gp130-Stat3 signaling in regulating immature chondrocyte maintenance; deletion of *Lifr* resulted in a much milder phenotype, potentially due to compensation by other alpha-receptors. Expression of a constitutively active form of Stat3 from the *Rosa26* locus led to excessive proliferation of chondroprogenitors and chondrocytes and rescued the diminutive growth plates found in *gp130* deleted mice, demonstrating Stat3 is both necessary and sufficient to promote cell division in permissive chondrogenic cells. Finally, we showed that estradiol can regulate Stat3 levels and activity in vitro and in vivo, identifying a potential mechanism of growth acceleration in females during longitudinal bone growth. Together, these data unveil IL-6 family cytokine signaling via gp130-Stat3 as a major regulator of postnatal chondrocyte biology.

Regulation of postnatal bone growth via endochondral ossification has been investigated by several groups using transgenic mice. Deletion of *Sox9*, the master regulator of chondrogenesis, at early postnatal stages resulted in death of the animals^48^; however, deletion at P18 and later using *Acan*-Cre^ERT2^ produced mice with similar phenotypes to those we report here including growth plate shortening and fusions concomitant with reduced proliferation and increased apoptosis, compressed vertebral body heights and pre-arthritic changes in articular cartilage^48^. Some aspects of the phenotype they observed were more severe than in *Stat3* deleted mice, including very rapid loss of matrix secretion proximate to deletion of *Sox9*. Interestingly, Hall et al. demonstrated that STAT3 could bind to the *Sox9* promoter and activate transcription, which may explain some of the phenotypic overlaps^14^. Indeed, deletion of *Stat3* greatly reduced expression of Sox9 in the articular cartilage (Supplementary Fig. 8). Moreover, deletion of *Sox9* using *Acan*-Cre^ERT2^ in mice 3 months of age resulted in loss of verterbral endplate integrity coupled with growth plate fusions followed by increases in fibrosis and apoptosis in the nucleus pulposus^26^; these data are strikingly similar to the phenotypes reported here and reinforce the concept of a gene regulatory loop involving *Stat3* and *Sox9* that controls chondroprogenitor output. Although not inducible, another transgenic mouse that evidenced growth plate fusions and mild dwarfism was created by Sims et al., in which the intracellular motifs of gp130 that interact with Stat3 were deleted^49^. By 4 months of age, these mice had femoral lengths an average of 20% less than wild type controls, frequent growth plate fusions and significantly reduced proliferative zones in the growth plate. The authors did not note any vertebral defects, nor whether there were differences between males and females. Furthermore, given the constitutive nature of this knock-in model, it could not be determined whether the effects on cartilage were direct, and at what developmental stage of chondrogenesis the gp130/Stat3 circuit might be required. Additionally, manipulation of Hh signaling can also result in fusion of tibial and vertebral growth plates, either via antagonizing Shh^10^ or genetic ablation of Ihh in chondrocytes^50^; it remains to be determined whether there is interaction between Hh signaling and gp130/Stat3. The data presented here provide clear evidence that gp130/Stat3 signaling is required postnatally in chondrocytes to coordinate proliferation and differentiation, either independently of or potentially in concert with known regulators.

Our data from *Stat3* deleted mice reveal a sexually dimorphic response. Stat3 has been implicated in sex-specific responses to ischemia in both the heart^51^ and brain^52^, with increases in Stat3 phosphorylation directly mediated by stimulation with estradiol. The data presented here suggest that estradiol may increase Stat3 levels and activity during the pubertal growth spurt; estradiol levels spike in female C57/B6 mice at 28–30 days^53^. In uninjured brains, Di Domenico et al. identified several differences in female vs. male neurons that depended on Stat3 using a proteomics approach; many of these proteins have been associated with cellular metabolism^54^, consistent with known functions of Stat3 in mitochondrial^55^ and glycolytic metabolism^56^. Stat5a and Stat5b, other members of the same transcription factor family, have demonstrated roles in regulating sexually dimorphic gene expression downstream of growth hormone in the liver^57^. Together, these data support the feasibility of a sex-specific role for Stat3 in enhancing skeletal growth and potentially maintenance that should be explored further.

Growth of the long bones and spine depend upon regulated output from chondroprogenitor cells located in growth plates. In humans, these structures support growth throughout childhood and adolescence, at which point increases in sex hormones are partially responsible for terminal differentiation of chondroprogenitors and closure of growth plates^58^. Abnormalities in the output from chondroprogenitors often manifest in visible alterations in skeletal size. Gigantism can occur when too much growth hormone is present during childhood and adolescence, resulting in excessive linear growth; this condition is treated clinically with a peptide that mimics somatotropin, a hormone that represses growth hormone secretion^59^. In contrast, chondrodysplasias that result in below average stature can result from myriad inherited or developed conditions. Mutations in the *FGFR3* gene that produce constitutively active protein are associated with several skeletal conditions including achondroplasia and hypochondroplasia^60^, while inactivating mutations in *LIFR* or *IL6ST* (encodes gp130) genes cause Stuve-Wiedemann syndrome^45,61^. Moreover, short stature is frequently found in children with chronic inflammatory conditions such as Crohn’s disease and ulcerative colitis which are mediated by excessive levels of pro-inflammatory cytokines including IL-6^62^. Here we showed that *Lifr* deletion specifically in chondrocytes evidenced a noticeably milder phenotype than *Acan*-Cre^ERT2^-mediated deletion of *Stat3* or *gp130*, as well as a much weaker skeletal phenotype than seen in global, constitutive deletion of *Lifr* in mice^44^ or germline mutation in humans. We hypothesize that oncostatin M receptor (Osmr), through which Lif can also signal after heterodimerization with gp130, can compensate for *Lifr* deletion in chondrocytes. Our data from human ontogeny show abundant expression of *OSMR* at relevant stages of human ontogeny (Supplementary Fig. 1). Also, Lifr has clear functions in osteoblasts and osteoclasts^44^, and these functions outside the chondrogenic lineage could impact skeletal development. Finally, Stat3 is downstream of growth hormone receptor, FGFR3 and epidermal growth factor receptor (EGFR) activation as well as IL-6/gp130 signaling, reinforcing the relevance of the current work showing that the correct dosage of Stat3 activity is essential for regulating immature chondrocyte cell fate.

Classically, IL-6/gp130/STAT3 signaling has been viewed as a negative regulator of chondrocyte biology and function and is broadly discussed in the context of arthritis and other inflammatory diseases. IL-6 signaling through IL-6R/gp130 suppresses chondrocyte proliferation^63^, promotes mineralization in articular cartilage^64^, downregulates expression of matrix proteins and increases expression of matrix-degrading proteases^65^. Moreover, blockade of IL-6 in vivo in mouse models of osteoarthritis (OA) has been shown to be chondroprotective^66,67^. Importantly, higher serum levels of IL-6 have been correlated with the development of OA in humans, highlighting the potential for systemic inflammation levels to contribute to local disease; a monoclonal antibody against IL-6R is currently in Phase III clinical trials for treatment of hand OA (NCT02477059). Furthermore, inhibition of Stat3 downstream of exogenous IL-6 is chondroprotective, reducing the severity of OA-like pathology in a mouse model^66^. However, analysis of phenotypes associated with *Stat3*, *gp130* and *Lifr* deletion in chondrocytes during homeostasis reveal essential roles for this pathway in chondroprogenitor proliferation and maintenance. This is reinforced by analysis of patients diagnosed with juvenile arthritis treated with the monoclonal anti-IL-6R antibody Tocilizumab; many of these individuals achieved normalized growth rates when their serum IL-6 levels normalized^68^. It remains to be determined if the Stat3 targets and overall functions in decease and development are identical, or if these effects are context specific with the final outputs determined by signaling interactions with other pathways which are clearly dissimilar in normal growth and diseases. Our results demonstrating the essential role of calibrated gp130/Stat3 signaling in developing chondrocytes suggest that modulation of this axis could have therapeutic benefit in other conditions where growth plate and/or articular cartilage maintenance is impacted.

## Materials and methods

### Mouse lines and breeding

All procedures involving animals were approved by the Institutional Animal Care and Use Committee of USC. This study was compliant with all relevant ethical regulations regarding animal research. Mice with tamoxifen-regulated expression of the Cre recombinase under control of the chondrocyte-specific aggrecan (Acan) promotor (*Acan*-Cre^ERT2^) were purchased from JAX (strain 019148^20^) and used exclusively as heterozygotes (*Acan*-Cre^+/ERT2^). To delete *Stat3*, these mice were crossed with mice bearing floxed *Stat3* alleles (*Stat3*^*fl/fl*^), also purchased from JAX (strain 016923^23^). To overexpress Stat3, mice carrying a floxed stop cassette followed by a constitutively active *Stat3* allele in the *Rosa26* locus (Rosa26-Stat3C^fl*fll*^; a kind gift from Dr. Sergei Koralov of New York University School of Medicine^46^) were crossed with *Acan-*Cre^+/ERT2^ mice. To delete *Il6st* (gp130), mice bearing floxed gp130 alleles (*gp130*^*fl/fl*^) were purchased from the Knockout Mouse Project (KOMP) Repository of University of California, Davis (*Il6st*^*tm1a(KOMP)Mbp*^) and were crossed with mice expressing Flp recombinase under the control of the constitutive *Rosa26* promoter (JAX strain 009086^69^) to remove the Neo cassette. Animals negative for Flp recombinase were then crossed to *Acan-*Cre^+/ERT2^ mice. In vivo experiments were performed with cohoused littermate controls. *Lifr*^fl/fl^ (Lifr^tm1c(EUCOMM)Hmgu^) cryopreserved frozen sperm were purchased from MRC Harwell Institute, The Mary Lyon Centre, UK. The mice were re-derived at USC. *Col2a1*-Cre mice were purchased from JAX (strain 003554^70^). *Gli1*-Cre^+/ERT2^ mice were purchased from JAX (strain 007913^71^). All animals were on a C57BL/6 background. Genotyping was performed according to protocols provided by JAX, KOMP and MRC.

### *STAT3* knockdown and gene expression analysis

Human fetal chondrocytes from the interzone were isolated as previously described^16^ from de-identified material from anonymous donors following informed consent; as no means of associating biospecimens with donors was possible, this does not meet the definition of human subjects research and is therefore exempt from ethical review. Passage 0 chondrocytes were cultured in vitro for 2–3 days before being infected with doxycycline inducible *STAT3* shRNA or scrambled lentiviral particles (Dharmacon). One day later, doxycycline treatment commenced for a total of three days; fresh doxycycline was added daily. After three days, cells were sorted for RFP and mRNA was isolated with the RNeasy kit (Qiagen). Libraries (KAPA LTP kit, Roche) were prepared after RNA quality validation (Agilent Bioanalyzer 2100) and sequenced on a HiSeq3000 (Illumina). Raw sequencing reads were processed using Partek Flow Analysis Software. Briefly, raw unaligned reads were quality checked, trimmed and reads with a Phred quality score >20 were used for alignment. Trimmed reads were aligned to human genome version hg38 with Gencode release 29 annotations using STAR aligner (2.5.3a) with default parameters. Transcript levels were quantified to the annotation model using Partek’s optimization of the expectation-maximization algorithm using default parameters. Transcript counts were normalized using reads per kilobase million (RPKM) approach and transformed to log2(RPKM + 1). Differential expression gene expression analysis was performed by the DESeq2 R package^72^.

### RNA extraction and quantitative real-time PCR

Total RNA was extracted using the RNeasy Mini Kit (Qiagen) and cDNA was amplified using the Maxima First Strand cDNA Synthesis Kit (Thermo Fisher). Power SYBR Green (Applied Biosystems) RT-PCR amplification and detection was performed using an Applied Biosystems Step One Plus Real-Time PCR machine. The comparative Ct method for relative quantification (2−ΔΔCt) was used to quantitate gene expression, where results were normalized to *Rpl7* (ribosomal protein L7). Primer sequences used were: *Col2a1*—GGGTCACAGAGGTTACCCAG, ACCAGGGGAACCACTCTCA; *Acan*—GTGGAGCCGTGTTTCCAAG, AGATGCTGTTGACTCGAACCT and *Rpl7*—ACCGCACTGAGATTCGGATG, GAACCTTACGAACCTTTGGGC.

### Western blot analysis

Non-treated xiphoid processes were carefully dissected from 2 month old male and female WT mice, ground and then dissolved in RIPA Lysis and Extraction Buffer (Pierce) containing protease inhibitors (Pierce) followed by sonication with a 15-s pulse at a power output of 2 using the VirSonic 100 (SP Industries Company). Protein concentrations were determined by BCA protein assay (Pierce) and boiled for 5 min with Laemmli Sample Buffer (Bio-Rad, Hercules, CA). Proteins were separated on acrylamide gels and analyzed by Western blot using primary antibodies: anti-STAT3 (9139), anti-pSTAT3 (9145) and anti-Histone H3 (9515; all from Cell Signaling and used at 1:1000). Histone H3 antibody was used as a loading control. Proteins were resolved with SDS-PAGE utilizing 4–15% Mini-PROTEAN TGX Precast Gels and transferred to Trans-Blot Turbo Transfer Packs with a 0.2-µm pore-size nitrocellulose membrane. The SDS-PAGE running buffer, 4–15% Mini-PROTEAN TGX Precast Gels, Trans-Blot Turbo Transfer Packs with a 0.2-µm pore-size nitrocellulose membrane were purchased from Bio-Rad. Nitrocellulose membranes were blocked in 5% nonfat milk in 0.05% (v/v) Tween 20 (Corning). Membranes were then incubated with primary antibodies overnight. After washing in PBS containing 0.05% (v/v) Tween 20 (PBST), membranes were incubated with secondary antibodies (31460 and 31430, Thermo Scientific; 1:3000). After washing, development was performed with the Clarity Western ECL Blotting Substrate (Bio-Rad) and images were quantified by ImageJ software.

### Immunohistochemistry (IHC)

Limb and spine tissues were dissected and fixed in 10% formalin for 24 h. They were then decalcified with 14% EDTA, pH7.4, for 4–5 days at 4 °C, embedded in paraffin and cut at a thickness of 5 µm. Paraffin sections were deparaffinized and rehydrated by passage through xylene and 100, 95, and 70% ethanol. Antigen Retrieval was carried out in citrate buffer (pH 6.0) for 30 min at 60 °C. Sections were blocked with 2% normal horse serum in TBS for 1 h at room temperature and incubated with primary antibody in 1% BSA at 4 °C overnight. Slides were washed three times in TBS containing 0.05% (v/v) Tween 20 (TBST) for 5 min each and incubated at room temperature for an hour in secondary antibody-HRP (Vector Laboratories). Antibodies were then visualized by peroxidase substrate kit DAB (Vector Laboratories). Slides were viewed using a Zeiss Axio Imager.A2 Microscope and images were taken using an Axiocam 105 color camera with Zen 2 program. Standard microscope camera settings were used. Auto-exposure was used to normalize background light levels across all images. Protein expression was quantified using ImageJ by measuring number of positively labeled cells in each section normalized to total number of analyzed cells and expressed as a percentage of positive cells. Primary antibodies included the following: aggrecan neoepitope (Novus Biologicals; NB100-74350, 1:500), Runx2 (Santa Cruz Biotechnology; sc-390351, 1:100), collagen X (Abcam; ab58632, 1:1000), SOX9 (Abcam; 26414, 1:200), pStat3 (Cell Signaling; 9415, 1:50), Stat3 (Cell Signaling; 9139, 1:50; Cell Signaling; 12640, 1:100), gp130 (Biosis; bs-1459R, 1:300), Lifr (Biosis; bs-1458R, 1:800) and aggrecan (Abcam; ab36861, 1:200). For pStat3 IHC, EDTA antigen retrieval buffer, pH 8.0, at 90 °C for 40 min was used. Safranin O staining was performed as described^73^.

### Determination of apoptosis and proliferation

TdT-mediated dUTP nick-end labeling (TUNEL) or EdU assays were performed by using in situ cell death detection kit (TUNEL, Promega Corporation, G3250) or EdU Click-iT® Assay Kit obtained from Thermo Fisher (C10639), respectively, as described in the manufacturer’s protocol. EdU (Abcam) was injected intraperitoneally daily at 25 mg/kg for 4 days (*Acan*-Cre^+/ERT2^;*Stat3*^fl/fl^ mice) or 4 h (*Acan*-Cre^+/ERT2^;*Rosa26*-Stat3C^fl/fl^) prior to sacrifice. Slides were counterstained with DAPI. Apoptosis and proliferation were evaluated by ImageJ analysis.

### MicroCT data collection and analysis

Eight mice (2 per sex per genotype; *Stat3*^*fl/fl*^ and *Acan*-Cre^+/ERT2^;*Stat3*^*fl/fl*^) were microCT scanned with a GE phoenix nanotom m X-ray nanoCT scanner with the following x-ray parameters to assess axial skeleton changes: 70 kV energy, 160 µA current, 1440 projection along 360-degree rotation, 1 frame per second, averaging 2 frames and skipping 1. Three consecutive scans were performed to cover whole mouse at 0.02 mm voxel resolution. All three initial scans were reconstructed using embedded software in the scanner. Visualization of 3D morphological structures and acquisition of measurements for quantification were performed using VGSTUDIO MAX 3.3 (Volume Graphics GmbH). Landmark-based data were collected from the lumbosacral region and pelvic girdle. Eight measurements were collected for each lumbar vertebra (Supplementary Table 3).

GM analysis was applied to assess phenotypic changes. A total of 34 sacral and 26 pelvic landmarks were obtained for the 3D GM analysis. The sacral landmarks utilized were: 1. The most cranioventral point on S1 (sacral vertebra) centrum on midsagittal plane; 2. The most craniodorsal point on S1 centrum on midsagittal plane; 3. The right ventrolateral point on S1 centrum outline cranially, where the ascendant part of ala starts at pedicle; 4. The left ventrolateral point on S1 centrum outline cranially, where the ascendant part of ala starts at pedicle; 5. The right dorsolateral point on S1 centrum outline cranially, where the ascendant part of ala starts at pedicle; 6. The left dorsolateral point on S1 centrum outline cranially, where the ascendant part of ala starts at pedicle; 7. The most cranial middle point on the right ala; 8. The most cranial middle point on the left ala; 9. The most cranioventral point on the right ala; 10. The most cranioventral point on the left ala; 11. The most craniodorsal point on the right ala; 12. The most craniodorsal point on the left ala; 13. The most caudal (deepest) point on the concave rim between the right ala and articular process; 14. The most caudal (deepest) point on the concave rim between the left ala and articular process; 15. The most craniomedial point on the right articular process; 16. The most craniomedial point on the left articular process; 17. The most craniodorsal point on the right articular process; 18. The most craniodorsal point on the left articular process; 19. The most cranial point on the dorsomedial S1 sacral canal wall; 20. The most cranioventral point on S2 centrum on midsagittal plane; 21. The most cranioventral point on S3 centrum on midsagittal plane; 22. The most cranioventral point on S4 centrum on midsagittal plane; 23. The most caudoventral point on S4 centrum on midsagittal plane; 24. The most craniodorsal point on S1 neural spine; 25. The most craniodorsal point on S2 neural spine; 26. The most caudodorsal point on S2 neural spine; 27. The most craniodorsal point on S3 neural spine; 28. The most caudodorsal point on S3 neural spine; 29. The most craniodorsal point on S4 neural spine; 30. The most caudodorsal point on S4 neural spine; 31. The most caudodorsal point on S4 centrum on midsagittal plane; 32. The right caudolateral point on S4 centrum on midcoronal plane; 33. The left caudolateral point on S4 centrum on midcoronal plane; 34. The most caudal point on the dorsomedial S4 sacral canal wall.

Pelvic landmarks utilized were: 1. The central point of iliac spine rugosity, site attachment for m. rectus femori; 2. The caudodorsal point on the auricular surface (sacroiliac articular surface); 3. The ventral point on the lower ilium at the same transversal cross section as landmark 2, the transversal section corresponds to the longitudinal axis of pelvis; 4. The lateral point on the lower ilium at the same transversal cross section as landmark 2, the transversal section corresponds to the longitudinal axis of pelvis; 5. The medial point on the lower ilium at the same transversal cross section as landmark 2, the transversal section corresponds to the longitudinal axis of pelvis; 6. The deepest point on the ischium where its process meets acetabulum; 7. The ischial spine; 8. The caudodorsal point on ischial tuberosity; 9. The caudolateral point on the ischiopubic ramus; 10. The caudomedial point on the ramus of the ischium; 11. The most caudal point on the pubic symphysis; 12. The most cranial point on the pubic symphysis; 13. The ventral point of the ilio-pubic eminence; 14. The deepest point on the angulation between ventral point of ilio-public eminence and the longitudinal axis of ilium; 15. The most caudoventral point on the auricular surface; 16. The most ventral point on the iliac crest; 17. The most lateral point on the iliac crest; 18. The most dorsal point on the iliac crest; 19. The most cranial point on the rim of the obturator foramen; 20. The most ventral point on the rim of the obturator foramen; 21. The most dorsal point on the rim of the obturator foramen; 22. The cranial point on the rim of articular surface of acetabulum, which is defined as a parallel projection from landmark 1 along the major axis of pelvis; 23. The caudal point on the rim of articular surface of acetabulum, directly across from landmark 8 along the long axis of the ischium; 24. The caudoventral point of the lunate surface of the of acetabulum; 25. The deepest center point of the acetabulum. 26. The craniodorsal point of the articular surface of the acetabulum, which is defined as the extension of the line connecting landmark 24 and 25.

Amira 2019.4 (FEI, Visualization Sciences Group) software was used to acquire the *x*, *y* and *z* coordinates for each landmark with accuracy of landmark size 0.1–0.2 mm. The visualization pattern of shape variance was performed using the interactive “MORPHOTOOLS” software^74–76^. The 3D coordinates of each landmarks were subjected to a generalized Procrustes analysis (GPA)^77,78^, which included translating, rotating, reflecting, and scaling them to a best least-squares fitting (GLS)^79,80^. Variation among landmark configurations and shape were explored via PCA^81^. Thin-plate spline analysis was used to warp surfaces on the basis of reference configuration and visualize the shape difference along the principal axis.

Three mice per sex per genotype (*Stat3*^*fl/fl*^ and *Acan*-Cre^+/ERT2^;*Stat3*^*fl/fl*^*)* were microCT scanned for epiphyseal trabecular bone analysis. Image data were acquired as above and focused on the knee joint to obtain 10 µm pixel size resolution images in order to be able to calculate trabecular properties on the proximal epiphyseal segment of tibia. The X-ray parameters used for these 10 µm pixel size resolution images included: 70 kV energy, 120 µA current, and a voxel resolution of 10 µm. Each specimen rotated 360 degrees about a vertical axis in front of the detector resulted in 1440 projections acquired at one frame per second. The 1440 projections were reconstructed into 16-bit unsigned images saved as.dicom formatted files using proprietary software of Nanotom GE phoenix (i.e., datosx 2 rec). The dicom files were used as the basis for data analyses. Visualization of 3D morphological structures and acquisition of measurements for quantification were performed using VGSTUDIO MAX 3.4 64 bit (Volume Graphics GmbH).

After acquisitions of the initial image data on the knee joint, a subset of region of interest (ROI) in the proximal tibial epiphysis was created; cortical bone was removed from epiphysis up to the most distal limit of medial and lateral epicondylar transversal line. From this ROI trabecular BV/TV was calculated.

For microCT analysis of *Col2a1*-Cre;*Stat3*^fl/fl^ and control animals (3 per sex per genotytpe), a Skyscan1172 (Bruker MicroCT, Kontich, Belgium) machine using CTAn (v.1.13.2.1) and CTVol (v.2.3.2) software was employed. The microradiography unit was set to an energy level of 55 kVp, intensity of 181 µA, and 900 projections; specimens were scanned at an 8 µm voxel resolution. A three‐dimensional reconstruction was generated with NRecon software (Bruker MicroCT) from the set of scans. Femurs were measured directly from these reconstructions.

### Tissue collection and digestion

Mouse knee joints were cut at the femur and the tibia and crushed lightly with a mortar and pestle and placed in digestion media (DMEM/F12 (Corning) with 10% Fetal Bovine Serum (FBS; Corning), 1% penicillin/streptomycin/amphotericin B solution (P/S/A; Corning), 1 mg/ml dispase (Gibco), 1 mg/ml type 2 collagenase (Worthington), 10 µg/ml gentamycin (Teknova) and 100 μg/ml primocin (Invivogen) in an Erlenmeyer flask with a spin bar in 4 °C overnight followed by 37 °C for 4–6 h. Cells were washed with DPBS (Corning) after digestion and strained through a 70 μm filter (Fisher) before FACS.

### FACS

All FACS was performed on a BD FACSAria IIIu cell sorter. Mouse knee cells were washed twice in 1–2% FBS and stained with DAPI for viability. Populations of interest based on DAPI negativity expression and lack of lineage markers (APC-Cy7; CD31, Ter119, CD45 at 1 μl/10^6^ cells; Biolegend) expression were directly sorted into DMEM/F12 containing 10% FBS with 1% P/S/A. Flow cytometry data was analyzed using FlowJo software.

### Single-cell sequencing using 10X Genomics

Single-cell samples were prepared using Chromium Next GEM Single Cell 3' Reagent Kits v3.1 and chip Kit (10X Genomics) according to the manufacturer’s protocol. Briefly samples were FACS sorted using DAPI to select live cells followed by resuspension in 0.04% BSA-PBS. Nearly 1200 cells/µl were added to each well of the chip with a target cell recovery estimate of 10,000 cells. Thereafter Gel bead-in Emulsions (GEMs) were generated using GemCode Single-Cell Instrument. GEMs were reverse transcribed, droplets were broken and single stranded cDNA was isolated. cDNAs were cleaned up with DynaBeads and amplified. Finally, cDNAs were ligated with adapters, post-ligation products were amplified, cleaned-up with SPRIselect and purified libraries were sequenced on Novaseq at the UCLA Technology Center for Genomics and Bioinformatics.

### 10X sequencing data analysis

Raw sequencing reads were processed using Partek Flow Analysis Software (build version 10.0.21.0602). Briefly, raw reads were checked for their quality, trimmed and reads with an average base quality score per position >30 were considered for alignment. Trimmed reads were aligned to the mouse genome version mm10 using STAR-2.7.3a with default parameters. Reads with alignment percentage >75% were de-duplicated based on their unique molecular identifiers (UMIs). Reads mapping to the same chromosomal location with duplicate UMIs were removed. Transcripts were quantified using mm10 Gencode M25 and UMI count matrix was generated with rows representing genes and columns representing each detected cell. QC metrics for genes and UMIs were visualized as violin plots using ggplot2 (v3.3.3). Thereafter “Knee” plot was constructed using the cumulative fraction of reads/UMIs for all barcodes. Barcodes below the cut-off defined by the location of the knee were assigned as true cell barcodes and quantified. Further noise filtration was done by removing cells having >5% mitochondrial counts and total read counts >24,000. Ambient mRNAs were removed using the R package SoupX^82^, resulting in 4908 cells in the *Stat3*^*fl/fl*^ sample and 1399 cells in the *Acan*-Cre^+/ERT2^;*Stat3*^fl/fl^ sample. Genes not expressed in any cell were also removed as an additional clean-up step. Cleaned-up reads were normalized using counts per million method followed by log-transformation generating count matrices for each sample. Samples were batch-corrected on the basis of expressed genes and mitochondrial reads percent. Count matrices were used to visualize and explore the samples in further details by generating tSNE plots, a non-linear dimensional reduction technique. This algorithm learns the underlying manifold of the data and places similar cells together in a low-dimensional space; 30 prinicipal components were used for clustering. Cells positive for *Sox9* and *Col2a1* expression were selected for clustering and further analysis (501 in the *Stat3*^*fl/fl*^ sample and 332 cells in the *Acan*-Cre^+/ERT2^;*Stat3*^fl/fl^ sample). K-means clustering was computed for identifying groups of cells with similar expression profiles using Euclidean distance metric based on the most appropriate cluster count. A maximum of 1000 iterations were allowed and the top marker genes (fold-change >2 and *p* value <0.05) for each cluster was determined. Top marker genes were overlapped with a list of cell cycle marker genes obtained from Tirosh et al.^83^. Statistical significance of this overlap was determined by a hypergeometric test assuming 21,000 mouse genes. Two-way Venn diagrams were generated using BioVenn^84^. Dot plots were generated in R (v 4.0.3) using ggplot2 (v3.3.3).

### Gene set enrichment analysis (GSEA)

Single-cell sequencing data was analyzed using the GSEA-P desktop application^85^ available at www.broadinstitute.org. The specific parameters used for the analyses are: number of permutations (1000), permutation type (gene set), enrichment statistic (weighted), metric for ranking genes (signal to noise). Enrichment score was calculated by walking down the rank-ordered gene list from top to last ranked gene, decreasing a running-sum statistic when a gene is encountered that is not part of a gene set, and increasing the score when a gene is encountered that is in the gene set. Hypertrophic gene set included genes *Ptgis, Snai1, Cd200, Plin2, Foxa2, Ugp2, Adk, Lxn, Enpp2, Mef2c, Col10a1, Sp7, Alpl, Ihh* and *Col1a1*. Proliferative gene set included genes *Itga4, Cdk1, Dcx, Sox5, Fn1, Cdk2, Sox6, Ptges3, Foxn2, Sdc4, Ncam1, Rps25, Lmna, Bmpr1b* and *Prg4*.

### Statistics and reproducibility

Numbers of repeats for each experiment are indicated in the figure legends. Pooled data are represented as mean ± SEM unless otherwise indicated. Statistical analysis was performed using two-tailed Student’s *t* test to compare two groups unless noted, in which case ANOVA was used to compare three or more groups. *p* values <0.05 were considered to be significant.

### Reporting summary

Further information on research design is available in the Nature Research Reporting Summary linked to this article.

## Supplementary information

Supplementary Information

Description of Additional Supplementary Files

Supplementary data 1

Supplementary data 2

Supplementary data 3

Reporting summary

## Data Availability

All scRNA-seq and bulk RNA-seq data are deposited in GEO and are available under accession numbers GSE184406 and GSE188353, respectively. Uncropped Western blot images are provided in Supplementary Fig. 15. Source data files are provided in Supplementary Data 3. All other data are available upon reasonable request.

# Supplementary material for: gp130/STAT3 signaling is required for homeostatic proliferation and anabolism in postnatal growth plate and articular chondrocytes
**Source:** Commun Biol. 2022 Jan 17;5:64. doi: 10.1038/s42003-021-02944-y
**Supplement:** Supplementary file 1 — Supplementary Information

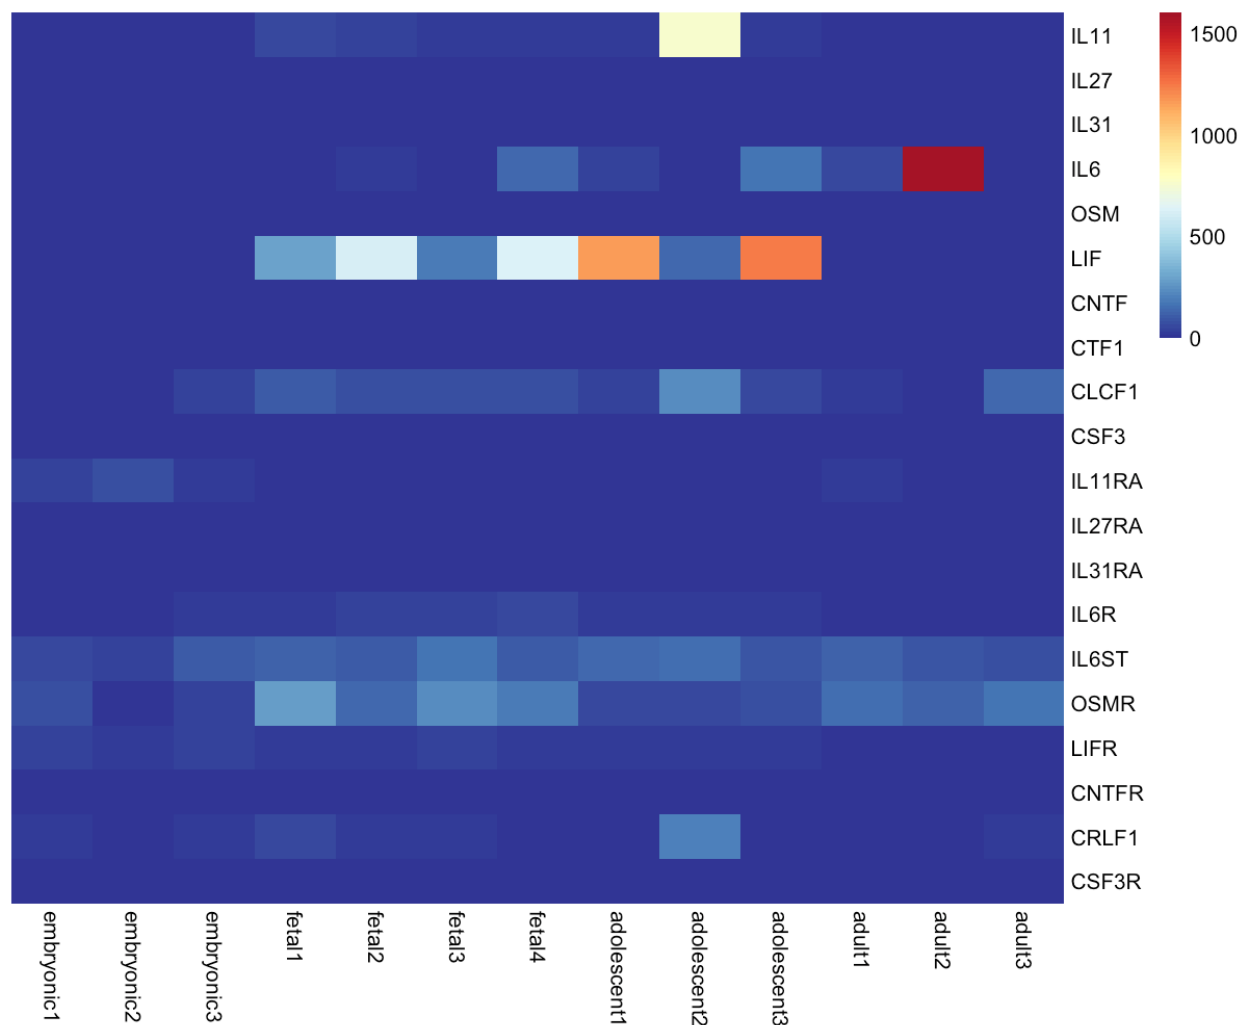

**Supplementary Figure 1: Expression pattern of IL-6 family cytokines and receptors during human ontogeny.** Analysis of RNA-sequencing data from 4 stages of human ontogeny<sup>12</sup> demonstrated that gp130 (IL6ST) is expressed at all stages of development, while expression of LIF is enriched at fetal and adolescent stages when growth plates are active in humans. Normalized expression values are shown.

a

Postnatal d6

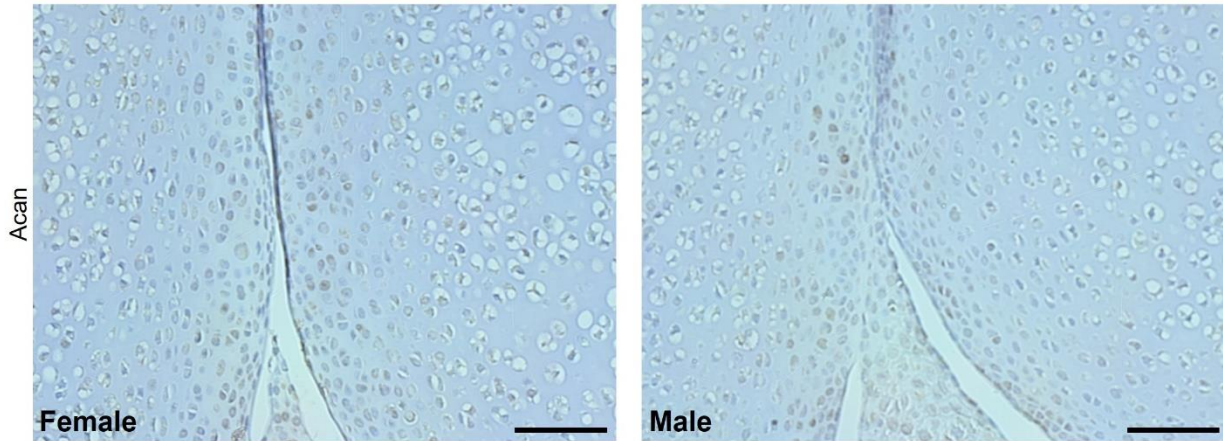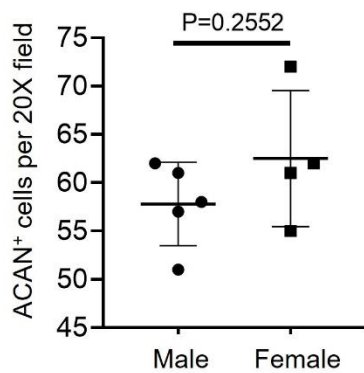

b

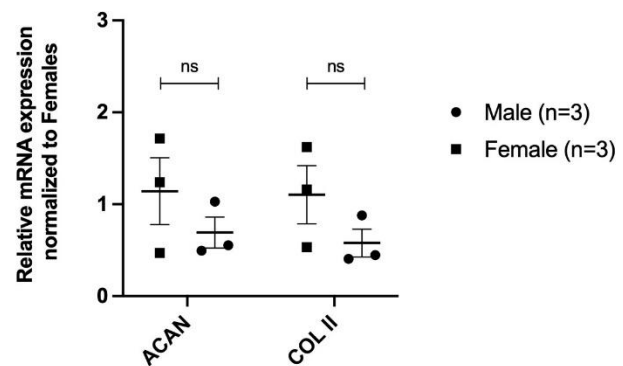

**Supplementary Figure 2: Levels of aggrecan protein and mRNA are not different between females and males at the time of Cre induction.** (a) Immunohistochemistry of knee joints for Acan at postnatal day 6 (P6) demonstrated no significant differences between wild type females and males.  $n = 4-5$ . (b) qPCR for *Acan* and *Col2a1* on chondrocytes isolated from wild type mouse femoral heads showed similar expression levels between females and males.  $n = 3$ ; scale bars = 50  $\mu\text{m}$ .

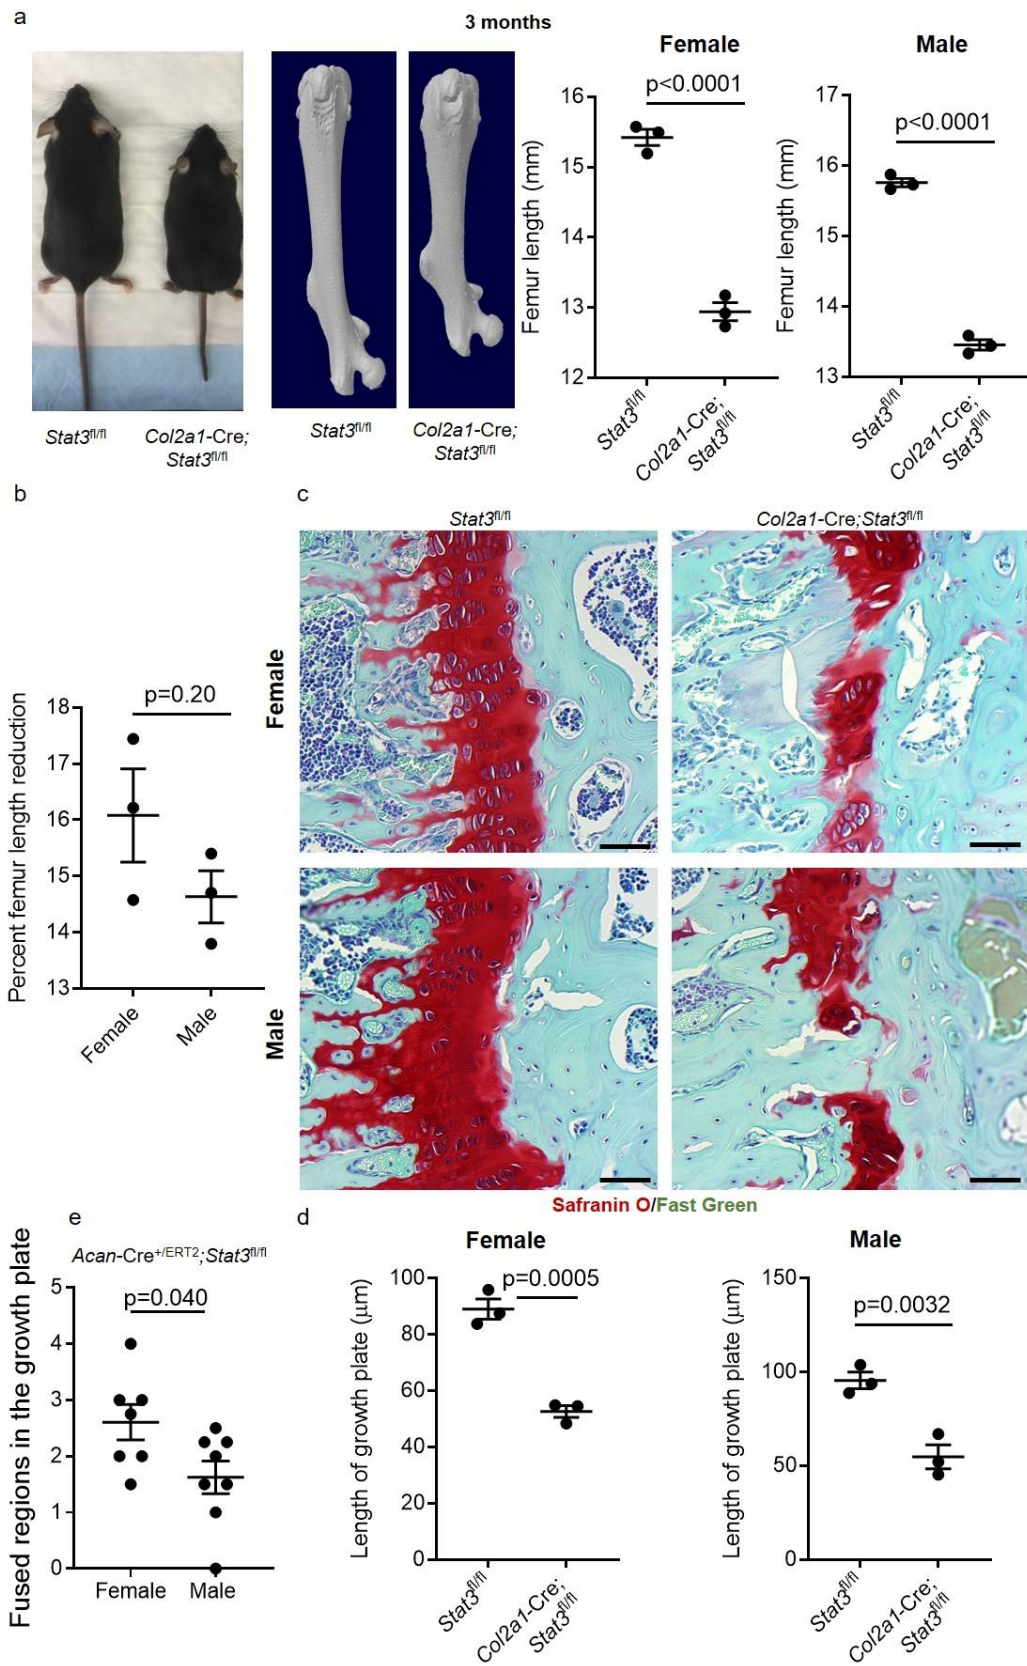

**Supplementary Figure 3: Constitutive deletion of *Stat3* in chondrocytes via *Col2a1-Cre* resulted in reduced body size and growth plate fusions at 3 months.** (a) Analysis of control *Stat3<sup>fl/fl</sup>* and constitutive *Col2a1-Cre;Stat3<sup>fl/fl</sup>* female and male mice at 3 months demonstrated substantially smaller body size and statistically significant reductions in femoral length (b) as determined by microCT. (c) Histological assessment (Safranin O/Fast green staining) of growth plates revealed reduced thickness (d) and fusions in both female and male mice. For all experiments, n = 3; scale bars = 50  $\mu$ m. (e) *Acan-Cre<sup>+/-ERT2</sup>;Stat3<sup>fl/fl</sup>* females evidenced significantly more frequent fusions of the growth plate at 3 months versus *Acan-Cre<sup>+/-ERT2</sup>;Stat3<sup>fl/fl</sup>* males; n = 7-8.

a

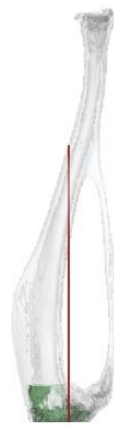

6 months

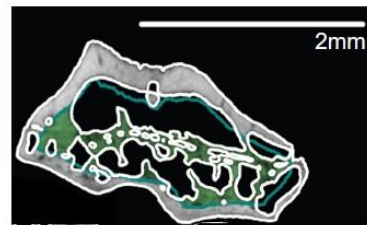

b

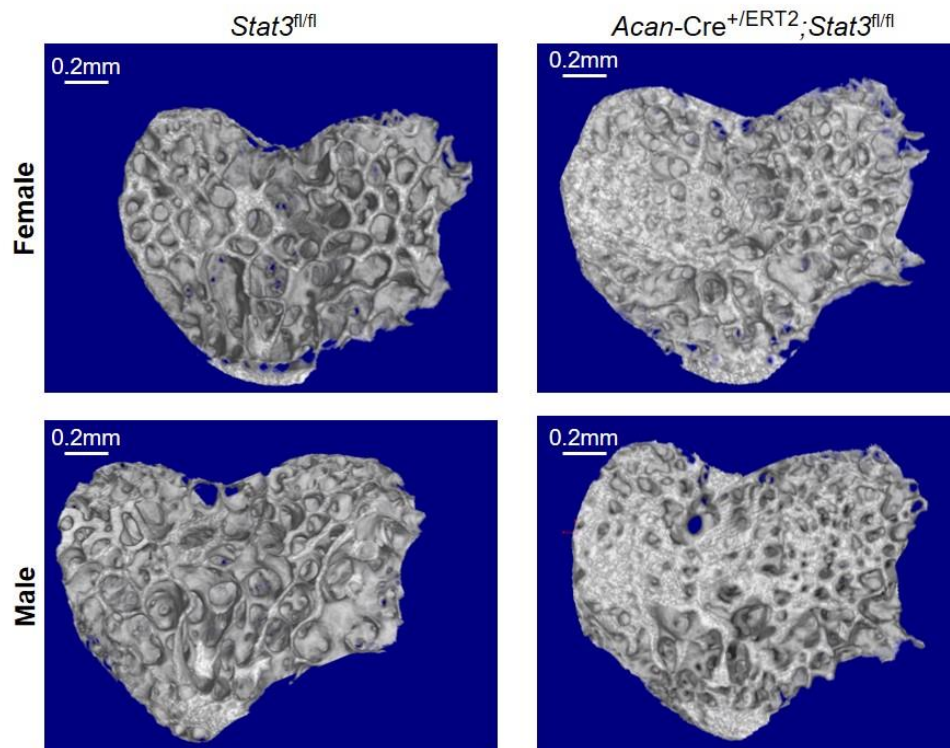

c

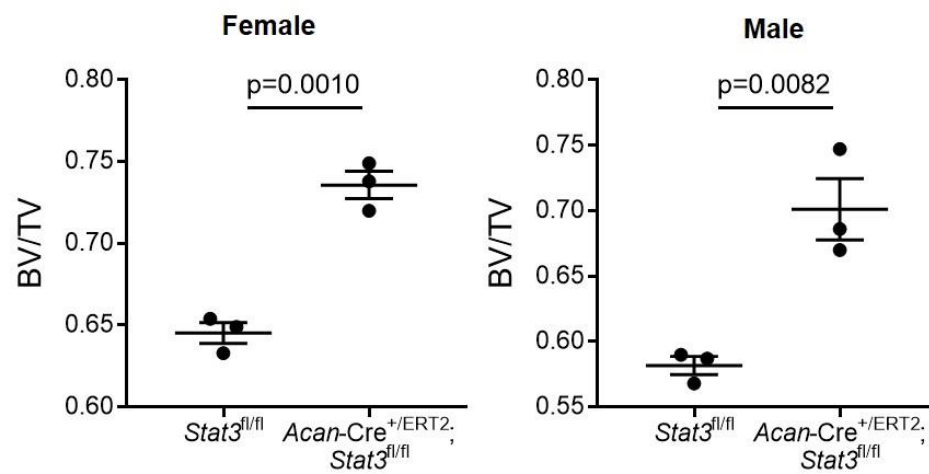

**Supplementary Figure 4: Early postnatal deletion of *Stat3* in chondrocytes increased bone density at 6 months.** (a) microCT analysis of control *Stat3<sup>fl/fl</sup>* and *Acan-Cre<sup>+/ERT2</sup>;Stat3<sup>fl/fl</sup>* mice induced with tamoxifen at P2/P3 revealed loss of *Stat3* increased bone density in the proximal tibial epiphyseal region. The red line on the 3D tibia surface rendering demonstrates the location of transversal cut to visualize boundaries between cortical and trabecular bone for region of interest (ROI) segmentation. The 2D green shaded area represents a section of the 3D ROI used to calculate bone volume to total volume (BV/TV). (b) Representative 3D renderings of the ROI in the proximal tibial epiphysis used to calculate BV/TV (c) in for both female and male mice of the indicated genotypes. For all experiments, n = 3.

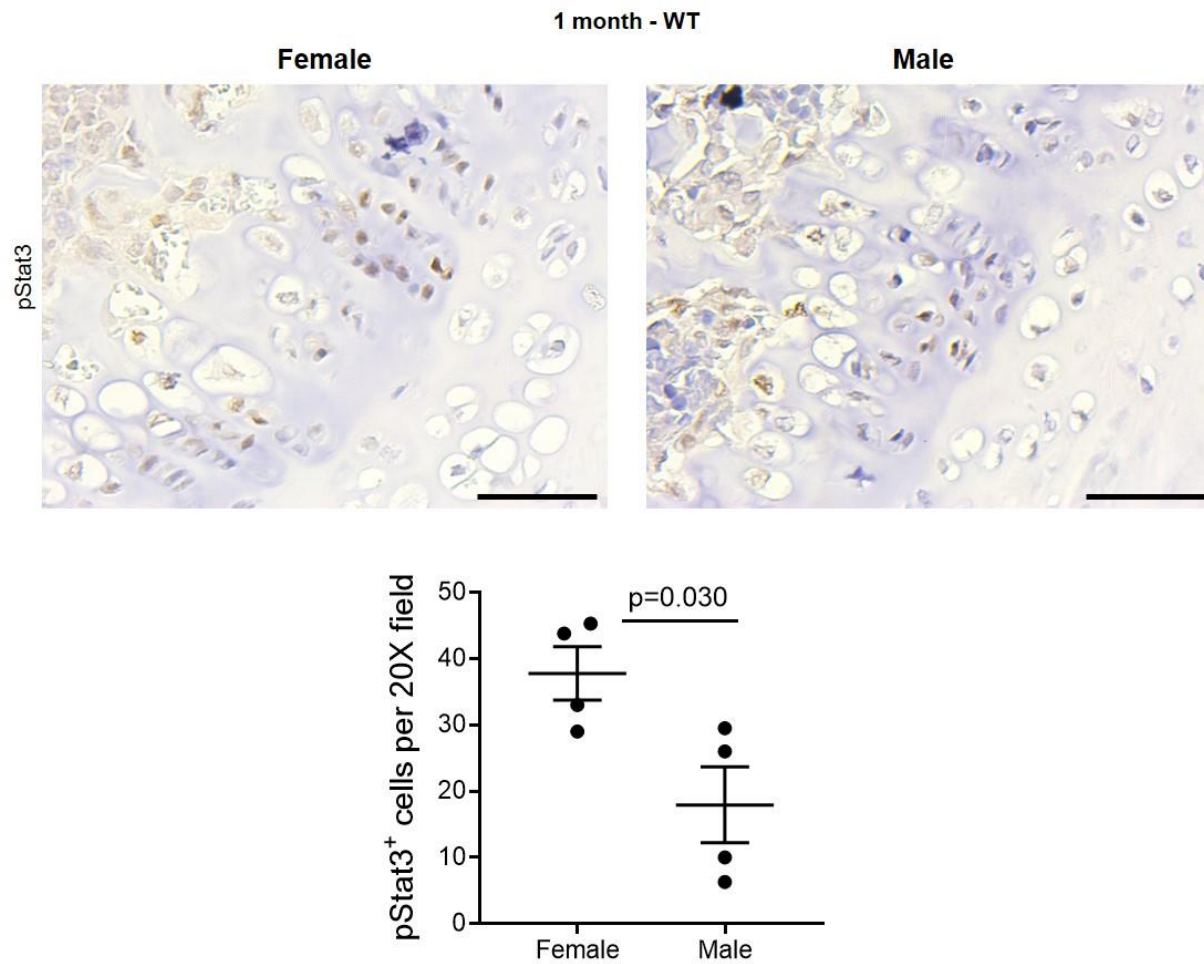

**Supplementary Figure 5: Stat3 activity is enriched in the vertebral growth plates of female versus male wild type mice.** Immunohistochemistry for activated Stat3 (pStat3) in vertebral growth plates of wild type female and male mice at 1 month of age demonstrated significantly more active Stat3 in female mice. Note the localization of pStat3 in the proliferative zone. n = 4; scale bars = 50  $\mu$ m.

|   | Name                                                            | Descriptions                                                                                                                                                                                                                                          | Abbreviation |
|---|-----------------------------------------------------------------|-------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|--------------|
| 1 | Ventral (anterior) vertebral body height <sup>1</sup>           | Vertebral body height, measured from ventral view                                                                                                                                                                                                     | VVBH         |
| 2 | Dorsal (posterior) vertebral body height <sup>1</sup>           | Vertebral body height, measured from dorsal view                                                                                                                                                                                                      | DVBH         |
| 3 | Cranial transversal diameter of the vertebral body <sup>1</sup> | Transverse (mediolateral) diameter of the vertebral body. Measured on the cranial view from the external cortex of the right border to the external cortex of the left border.                                                                        | CTD          |
| 4 | Cranial DV(AP) diameter of the vertebral body <sup>1</sup>      | Dorsoventral (anteroposterior) diameter of the vertebral body. Length measured on the cranial at the midline of the vertebral body from the external cortex of the anterior (ventral) border to the external cortex of the posterior (dorsal) border. | CDVD         |
| 5 | Caudal transversal diameter of the vertebral body <sup>1</sup>  | Transverse (mediolateral) diameter of the vertebral body. Measured on the caudal view from the external cortex of the right border to the external cortex of the left border.                                                                         | CaTD         |
| 6 | Caudal DV(AP) diameter of the vertebral body <sup>1</sup>       | Dorsoventral (anteroposterior) diameter of the vertebral body. Length measured on the caudal at the midline of the vertebral body from the external cortex of the anterior (ventral) border to the external cortex of the posterior (dorsal) border.  | CaDVD        |
| 7 | Cranial endplate surface area <sup>2</sup>                      |                                                                                                                                                                                                                                                       | CSA          |
| 8 | Caudal endplate surface area <sup>2</sup>                       |                                                                                                                                                                                                                                                       | CaSA         |

<sup>1</sup>measurement in mm; <sup>2</sup>measurement in mm<sup>2</sup>

**Supplementary Table 1: Measurement description on the lumbar vertebrae (L1-L6).** Landmark-based data were collected from the lumbosacral region and pelvic girdle. Eight measurements were collected for each lumbar vertebra and then used to generate the data in Supplementary Data 2.

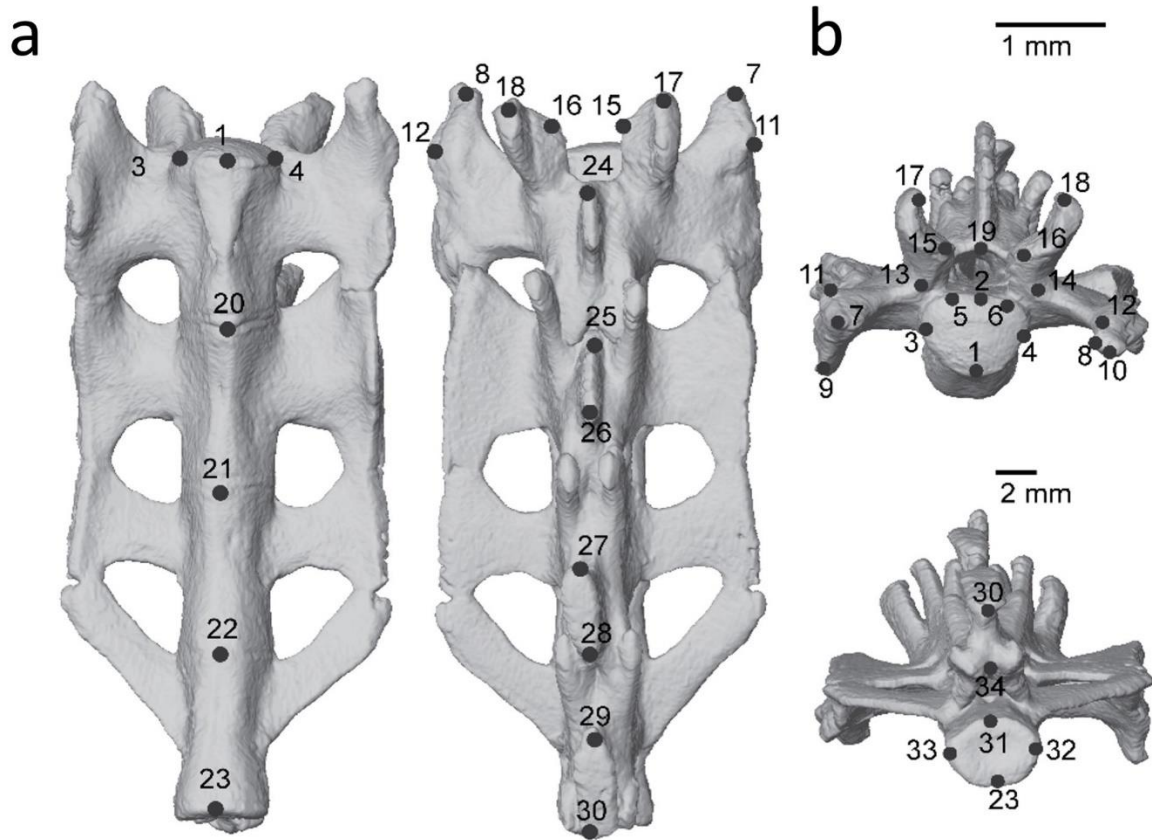

**Supplementary Figure 6: Sacrum of a male *Acan-Cre<sup>+/ERT2</sup>;Stat3<sup>fl/fl</sup>* mouse illustrating the 33 landmarks used as a basis for geometric morphometrics.** (a) Ventral and dorsal views. (b) Cranial and caudal views. Landmarks are described in the Materials and methods section. Imaging was conducted at 6 months.

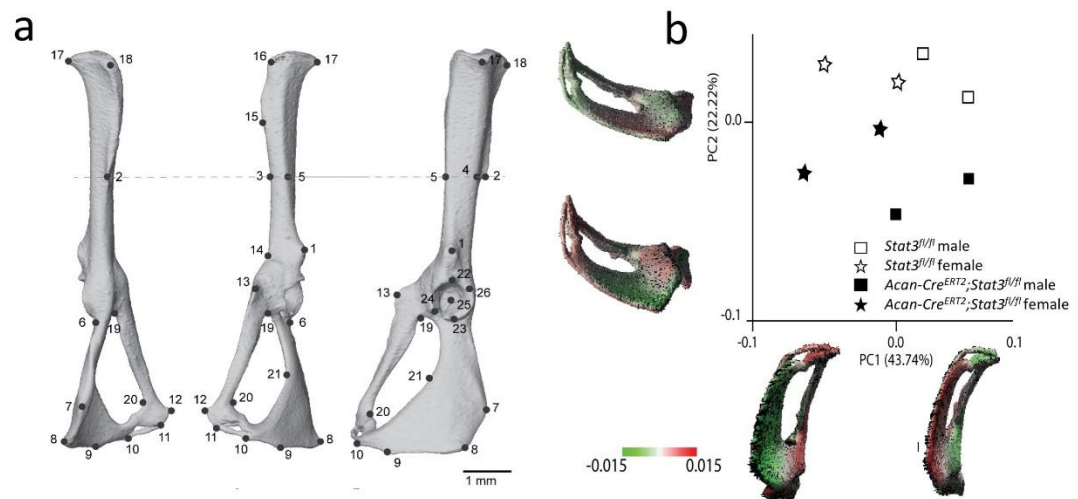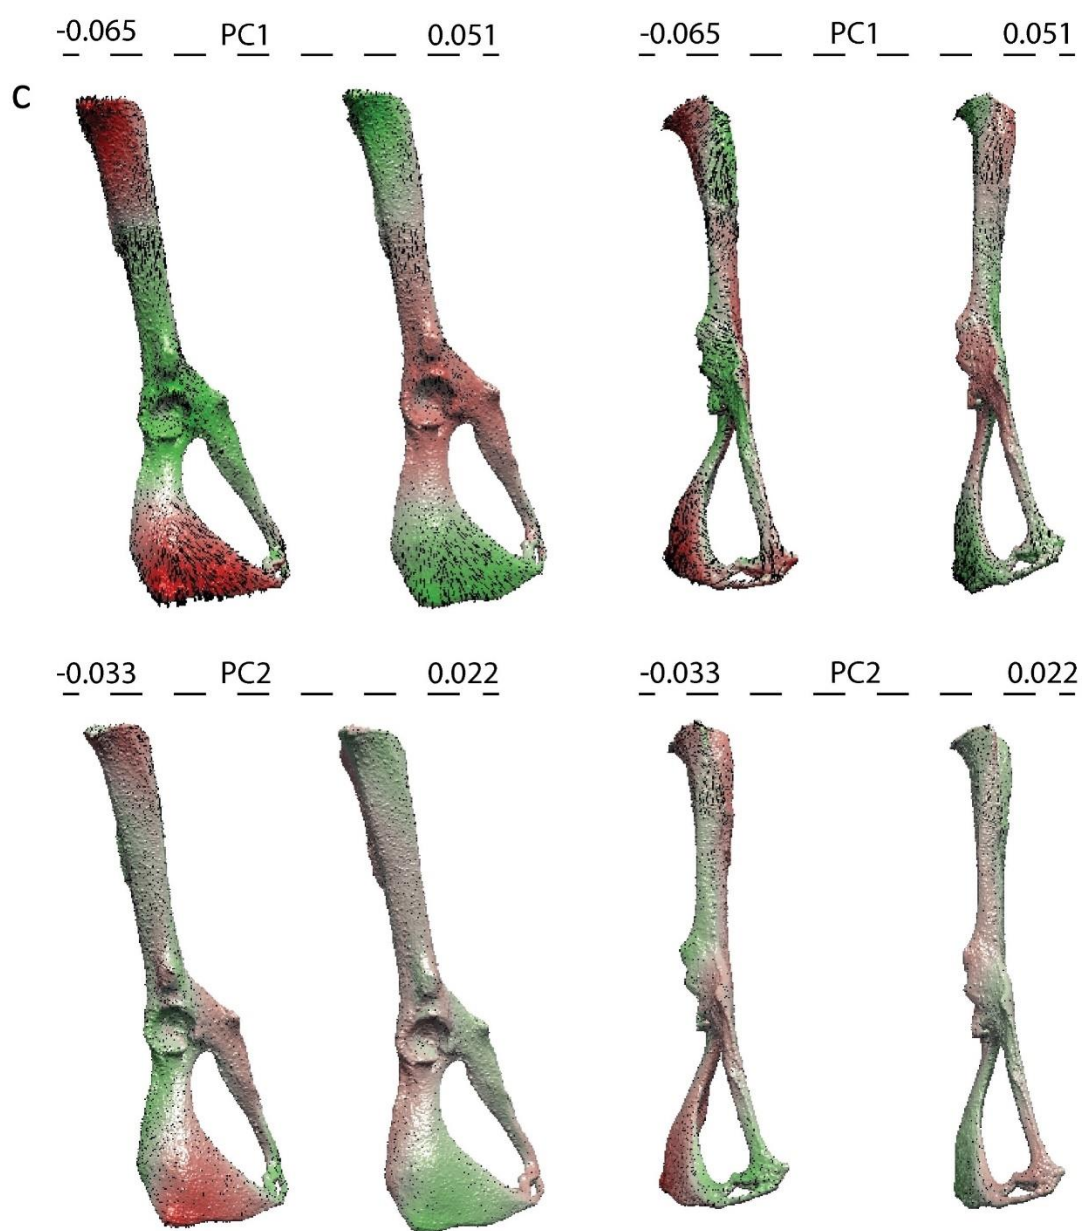

**Supplementary Figure 7: Significant skeletal structural changes result after deletion of *Stat3*.** (a) Left pelvis of a male *Acan-Cre<sup>+/-ERT2</sup>;Stat3<sup>fl/fl</sup>* mouse in dorsal, ventral and lateral (left to right) views illustrating the 26 landmarks used as a basis for geometric morphometrics. (a) Ventral and dorsal views. (b) Principal component analysis (PCA) of pelvises from *Stat3* deleted and control mice based on distances between 26 anatomical landmarks. Animals clearly segregate based on genotype. (c) Deviations along PC1 (above) and PC2 (below) are shown on 3D surface maps of control (left) and *Stat3* deleted (right) male pelvic regions. Maps are colored based on degree of deformation with respect to PC values, with red representing features more prominent in control and green more prominent in *Stat3* deleted animals, respectively.

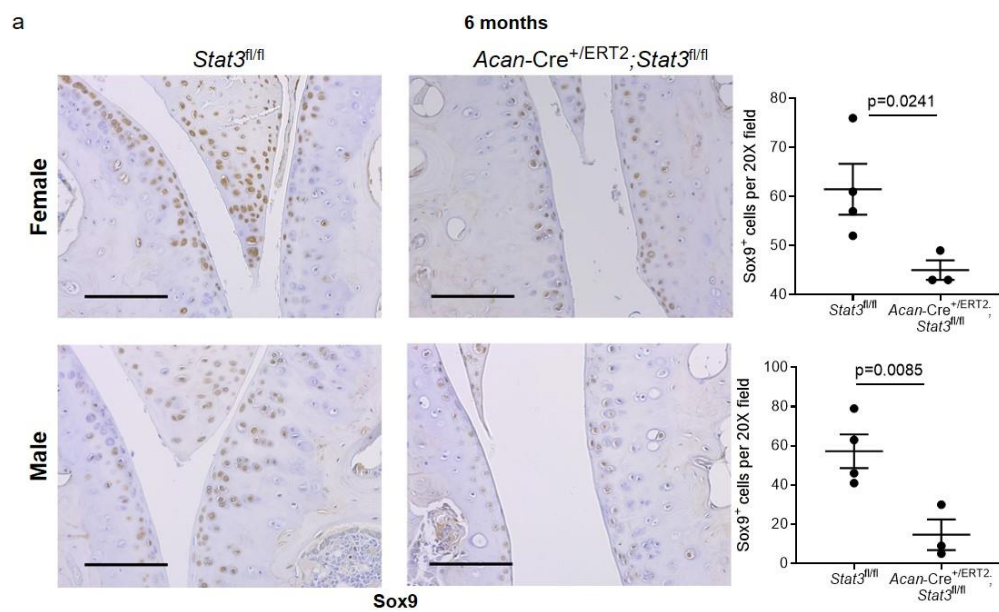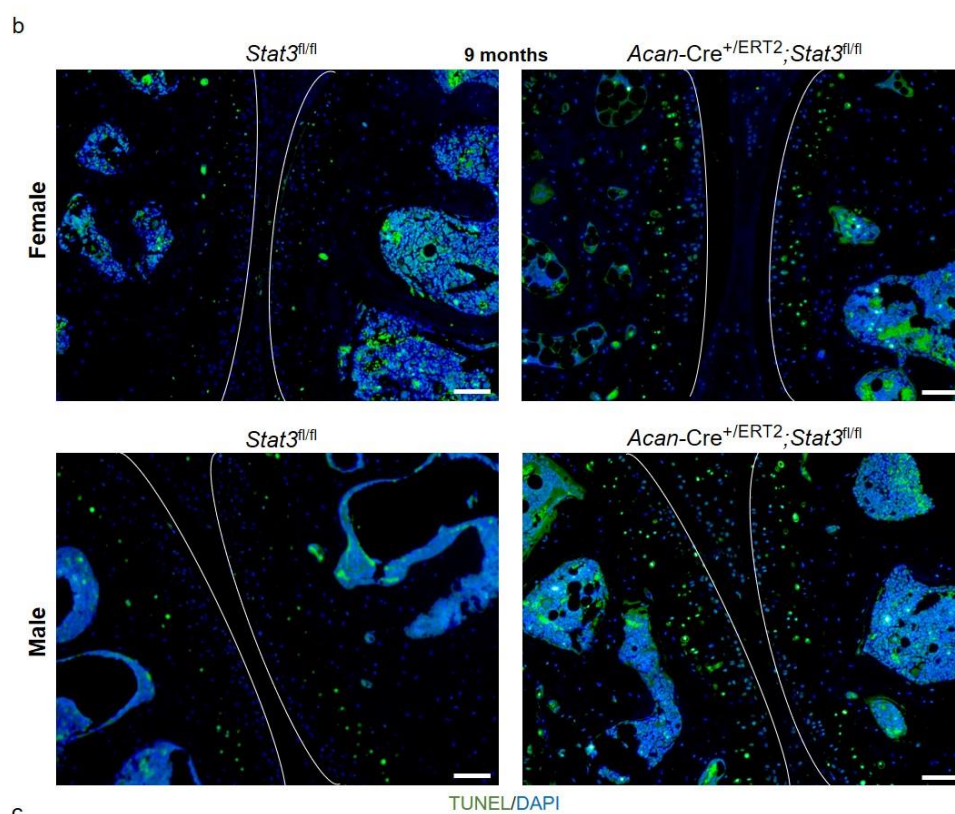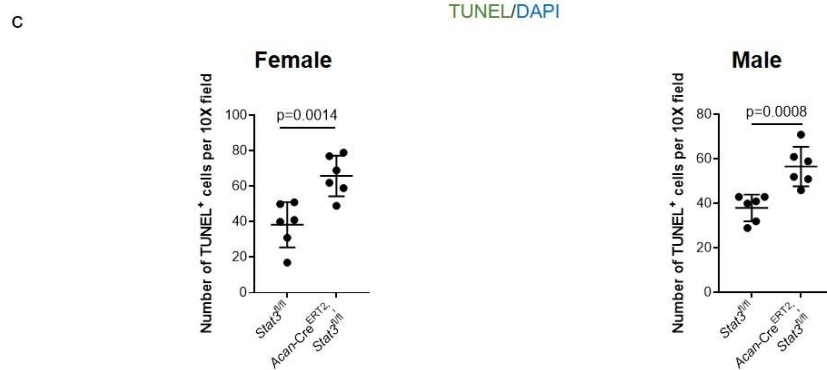

**Supplementary Figure 8: Deletion of *Stat3* results in reduced Sox9 expression and increased apoptosis in articular cartilage.** (a) Following tamoxifen administration at P2/3, animals were sacrificed at 6 months. Note reduced frequency and intensity of Sox9 staining in *Acan-Cre*<sup>+ERT2</sup>;*Stat3*<sup>fl/fl</sup> animals. Representative images are shown and scale bars = 50  $\mu$ m; n = 3-4. (b) Assessment of apoptosis in articular cartilage 9 months after *Stat3* deletion by TUNEL staining demonstrated increased cell death (c) in *Acan-Cre*<sup>+ERT2</sup>;*Stat3*<sup>fl/fl</sup> animals. The articular surface is delineated by white lines in (b). n = 6; scale bars = 50  $\mu$ m.

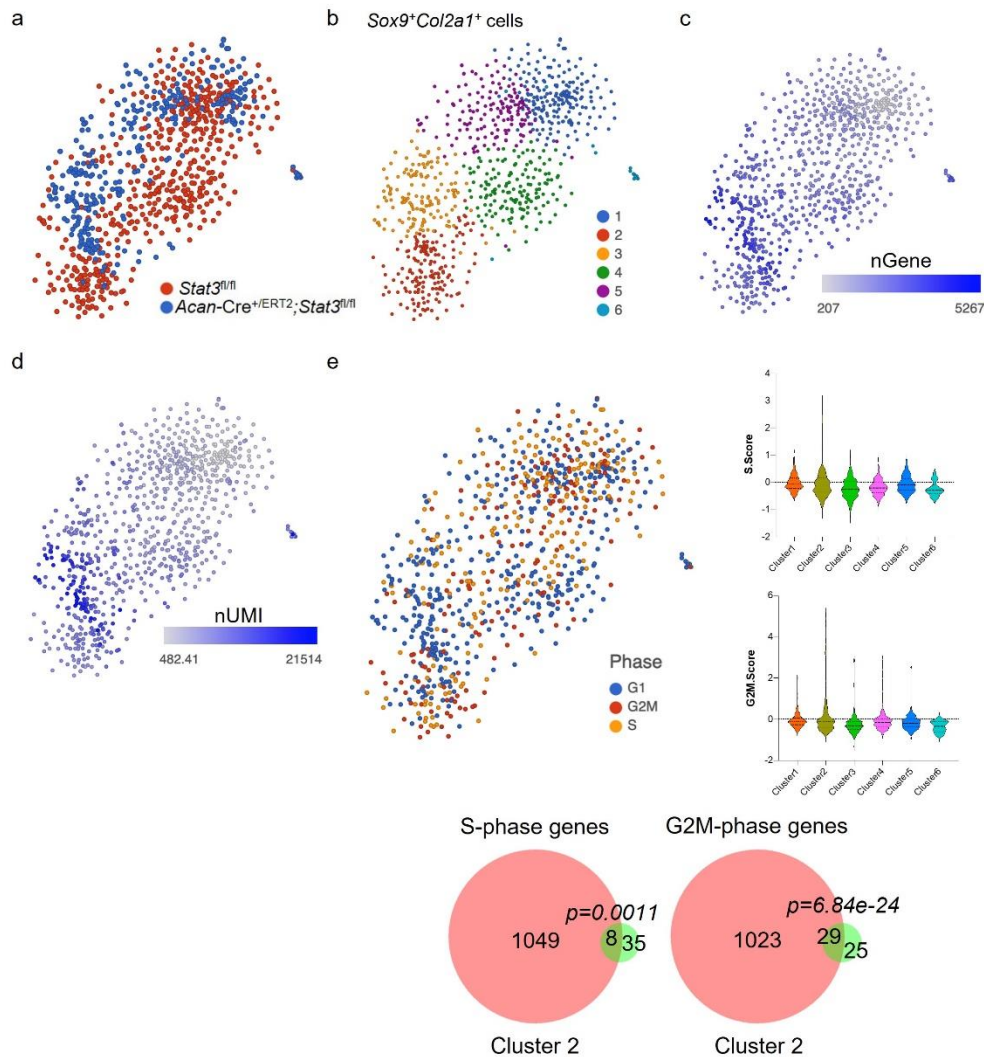

**Supplementary Figure 9: Quality control metrics of scRNA-seq confirm clustering is independent of sampling or proliferation status.** (a) tSNE plot and (b) k-means clustering of *Sox9<sup>+</sup>Col2a1<sup>+</sup>* cells isolated and pooled from knee joints of 2-3 females of the indicated genotype; see also Figure 6. Quality assessment of the scRNA-seq dataset was conducted by plotting (c) the number of genes (nGene) and (d) the number of unique molecular identifiers (nUMI) detected per cell; cells segregate into clusters interdependently of both metrics. (e) Cell cycle gene set analysis<sup>83</sup> demonstrated significant enrichment of proliferation genes in cluster 2, though all clusters contained cells of varying cell cycle status.

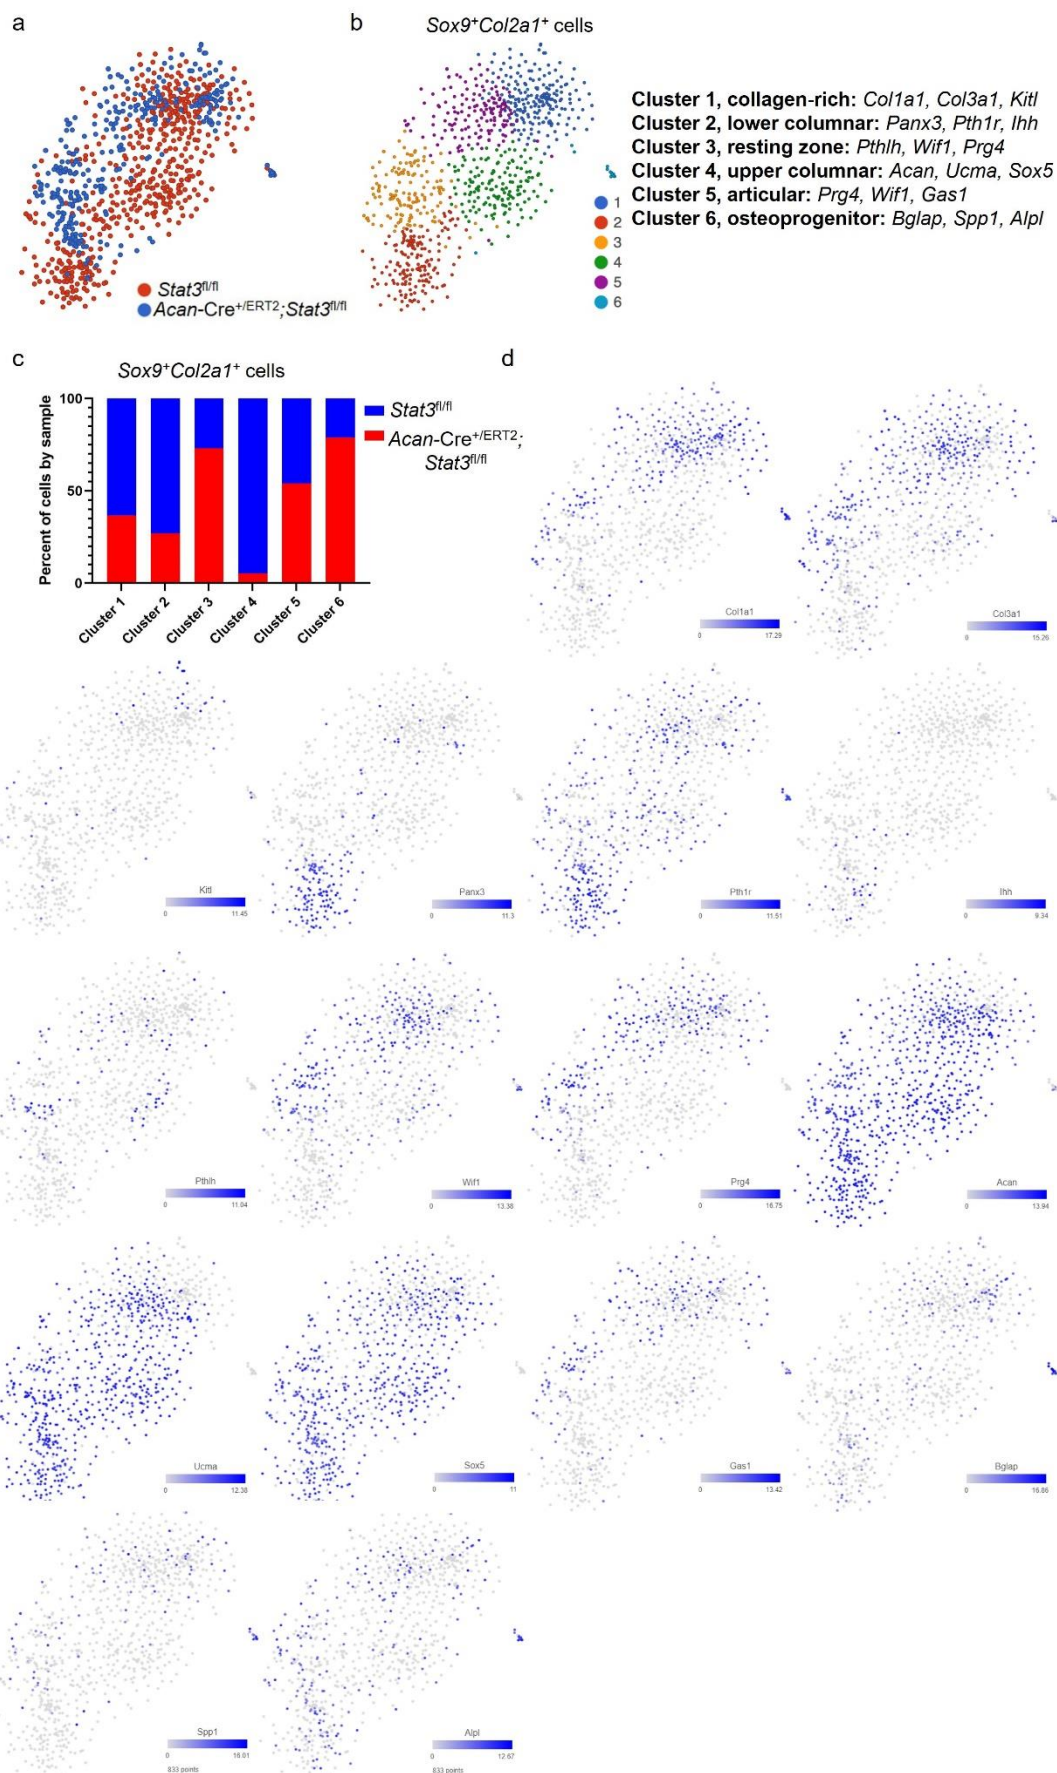

**Supplementary Figure 10: scRNA-sequencing and unbiased clustering confirm loss of proliferating columnar chondrocytes in the absence of *Stat3*.** (a,b) k-means clustering of *Sox9<sup>+</sup>Col2a1<sup>+</sup>* cells yielded 6 clusters prospectively identified based on previously published data<sup>37-39</sup> and the biomarker genes enriched in each cluster. (c) Composition of each cluster based on genotype; clusters 2, 3, 4 and 6 evidenced varying degrees of bias. (d) tSNE plots of biomarkers genes used to speculatively identify each cluster. n=2-3 pooled females of each genotype; see also Figure 6.

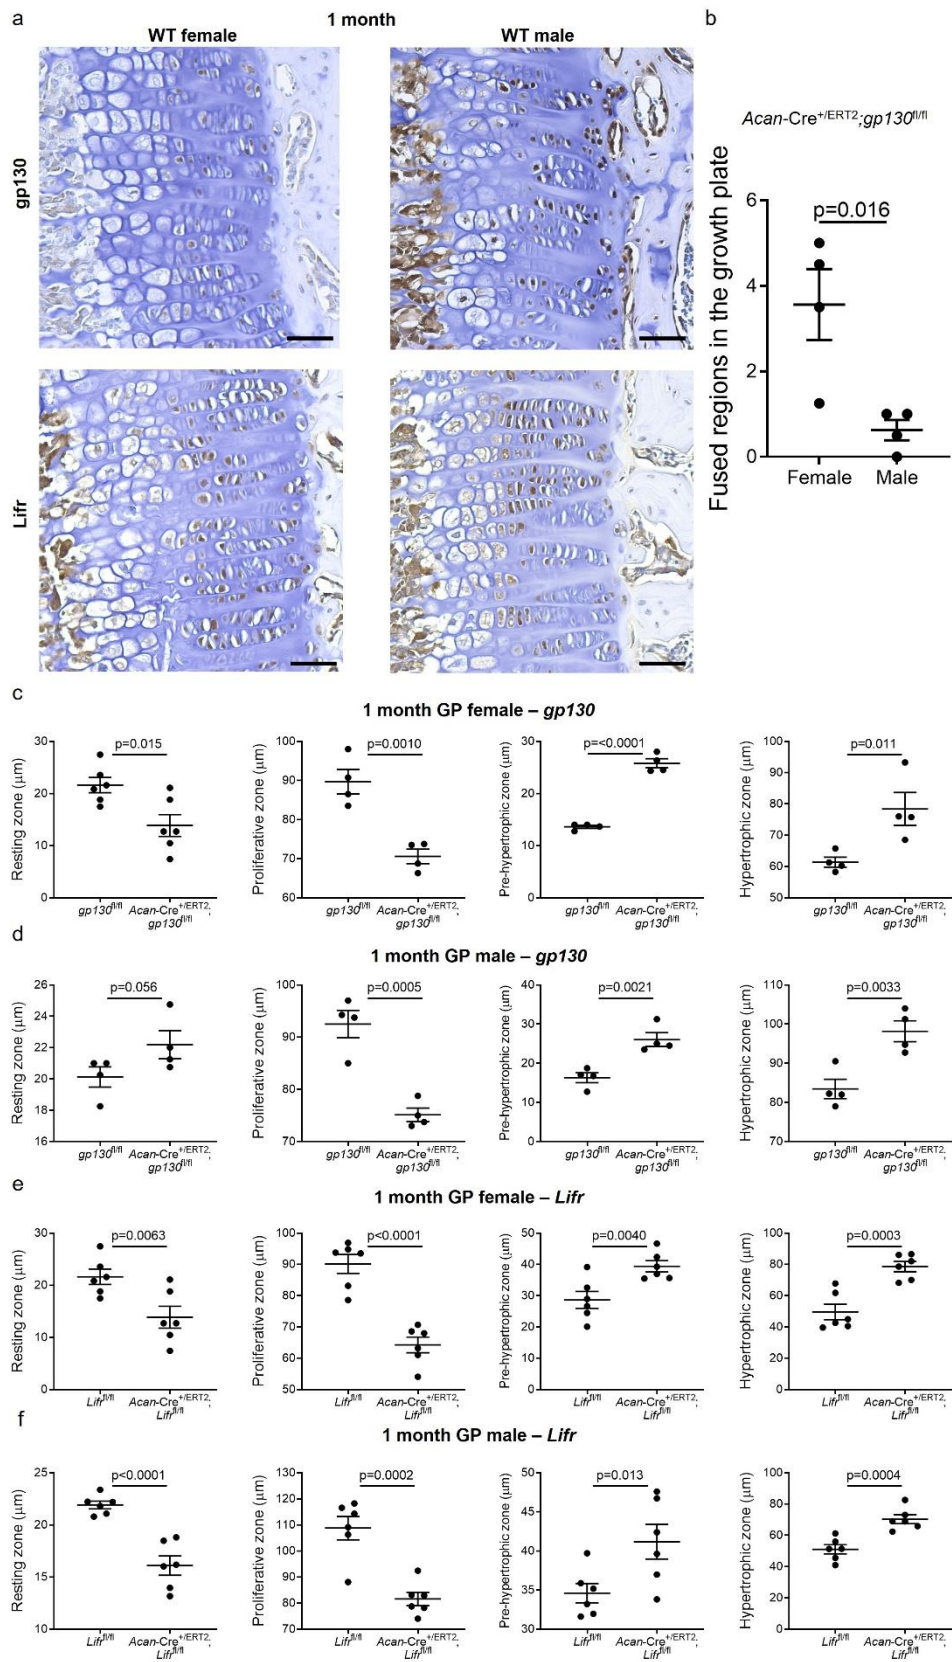

**Supplementary Figure 11: Deletion of *gp130* and *Lifr* in chondrocytes resulted in reduced proliferation and increased hypertrophy in the growth plate at 1 month as well as growth**

**plate fusions.** (a) Localization of gp130 and Lifr expression in growth plate chondrocytes in wild type mice. Note the enrichment of both receptors in the proliferative zone. n = 3, representative images are shown; scale bars = 50  $\mu$ m. (b) *Acan-Cre<sup>+/-ERT2</sup>;gp130<sup>fl/fl</sup>* females evidenced significantly more frequent fusions of the growth plate at 3 months versus *Acan-Cre<sup>+/-ERT2</sup>;gp130<sup>fl/fl</sup>* males; n = 4. (c-f) Measurement of each zone of the growth plate demonstrated significant reductions in the proliferative zone in both females and males of *Acan-Cre<sup>+/-ERT2</sup>;gp130<sup>fl/fl</sup>* and *Acan-Cre<sup>+/-ERT2</sup>;Lifr<sup>fl/fl</sup>* animals as compared to controls; in contrast, both the pre-hypertrophic and hypertrophic zones increased in size in both sexes of *gp130* and *Lifr* animals vs. controls. n = 4-6.

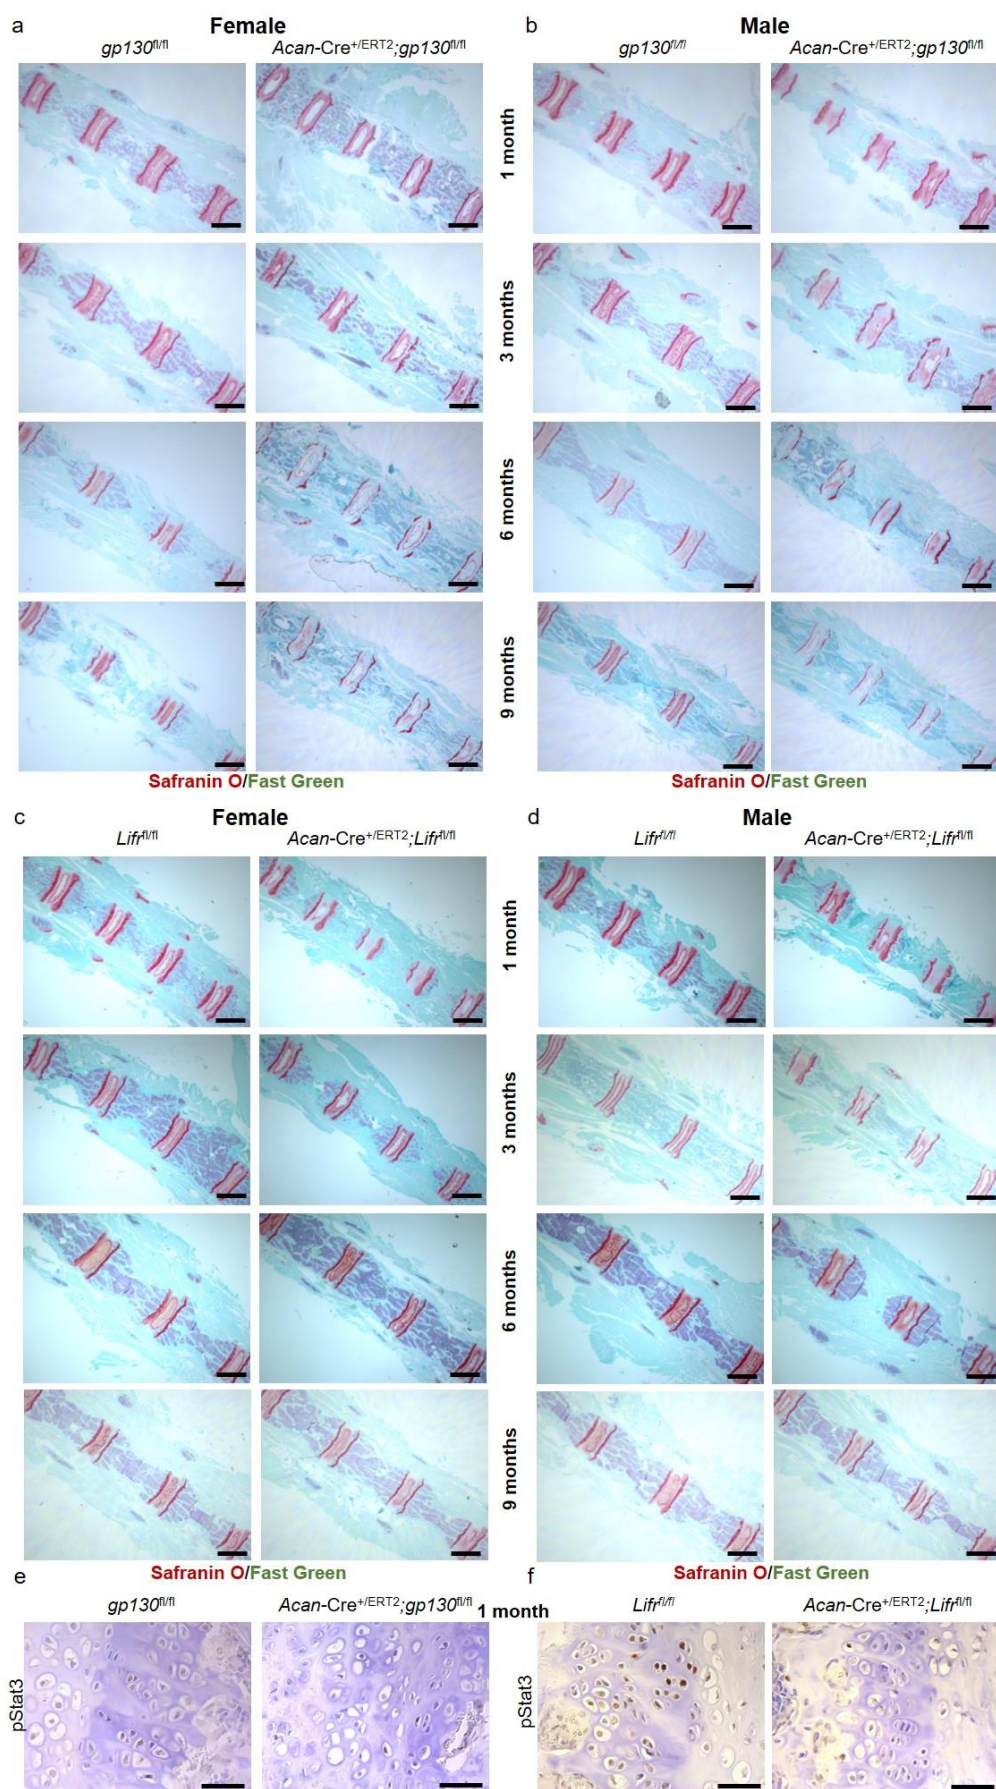

**Supplementary Figure 12: Postnatal deletion of *gp130*, and to a lesser extent *Lifr*, affects vertebral growth plates and bodies.** (a) Coronal sections of caudal vertebrae of *Acan-Cre<sup>ERT2</sup>;gp130<sup>fl/fl</sup>* and control *gp130<sup>fl/fl</sup>* mice demonstrate shorter vertebral bodies in both female and (b) male mice. Note the increased number of vertebrae visible in each image in the *gp130* deleted mice vs. controls, as well as the degeneration of the growth plates. Deletion of *Lifr* resulted in a milder phenotype, with moderate compression of the caudal vertebrae in both females (c) and males (d); degeneration of the growth plates is not obvious until the 9 month timepoint. In a-d, scale bars = 1 mm. (e) Deletion of both *gp130* and *Lifr* (f) resulted in substantial loss of Stat3 activity (pStat3) in vertebral growth plates at 1 month; scale bars = 50  $\mu$ m. For all panels, n = 4. Representative images are shown.

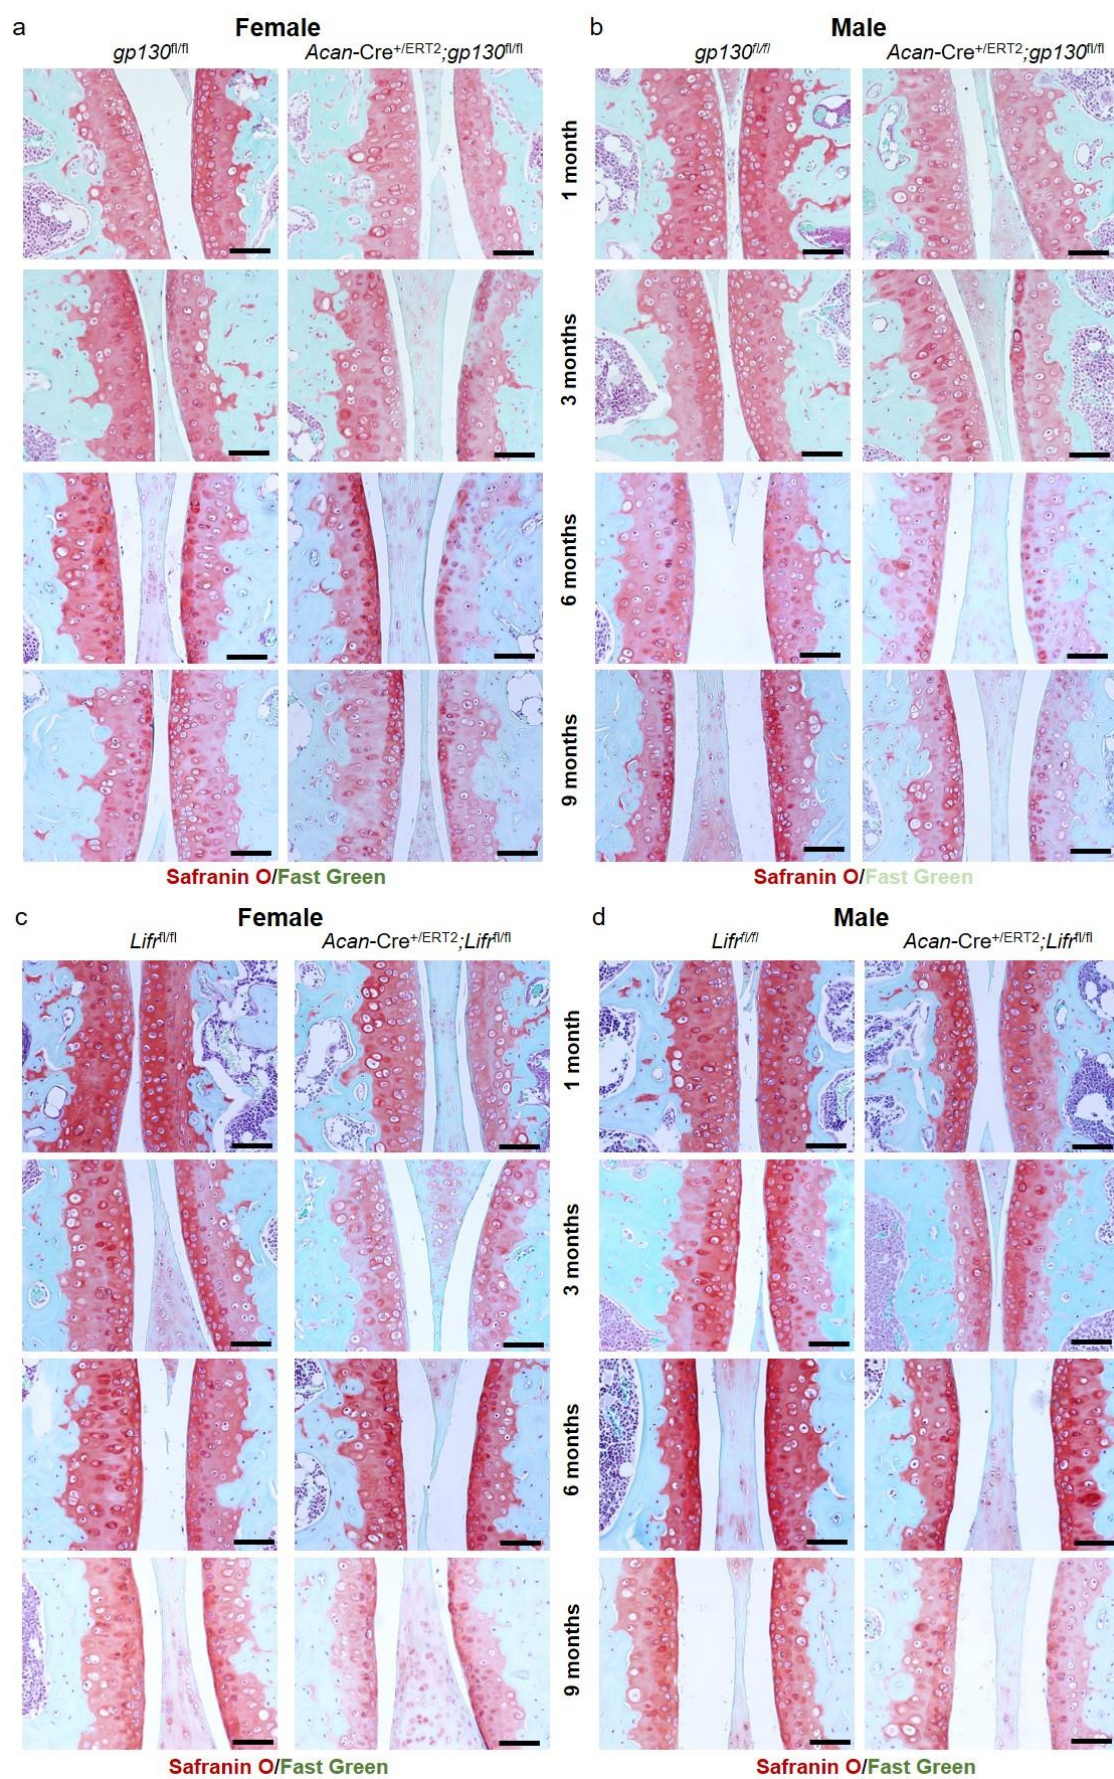

**Supplementary Figure 13: Postnatal *gp130*, and to a lesser extent *Lifr*, deletion results in subtle changes in articular cartilage of the knee joint.** (a) Administration of tamoxifen at P2/P3 to *Acan-Cre<sup>ERT2</sup>;gp130<sup>fl/fl</sup>* and control *gp130<sup>fl/fl</sup>* female and (b) male mice elicited reduced proteoglycan staining in articular cartilage at 6 and 9 months of age in both sexes. Deletion of *Lifr* resulted in a milder and delayed phenotype, with proteoglycan depletion not evident until 9 months of age in both females (c) and males (d). For all panels, representative images are shown; n = 4 and scale bars = 50  $\mu$ m.

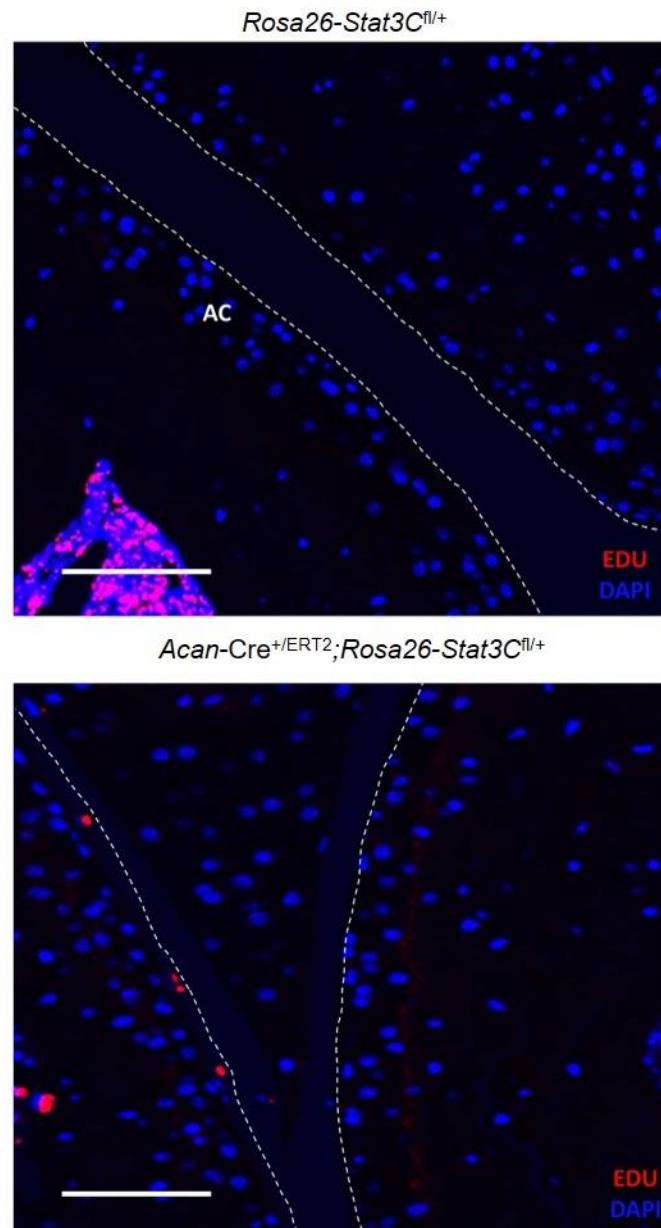

**Supplementary Figure 14: Increased proliferation in articular cartilage following overexpression of constitutively active Stat3.** EdU was injected intraperitoneally each day for 4 days before harvesting knee joints at 1 month of age. Representative images of the articular cartilage (AC) are shown. Scale bars = 50  $\mu$ m; n=5 for each group.

## a

### STAT3 (p705)

(M = males, F = Females)

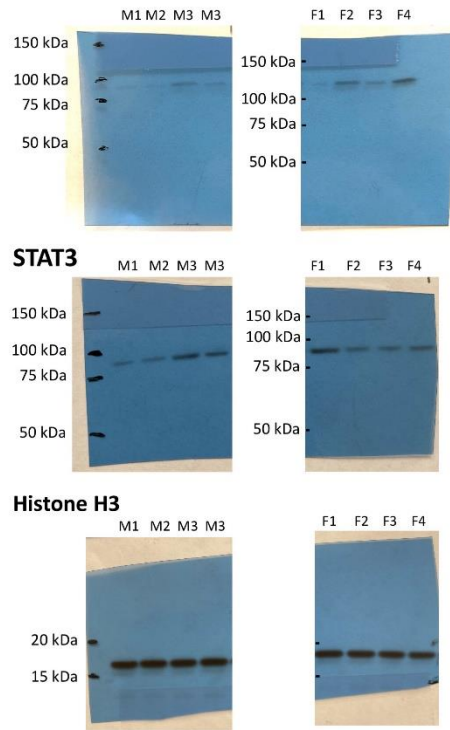

### STAT3 (p705)

(M = males, F = Females)

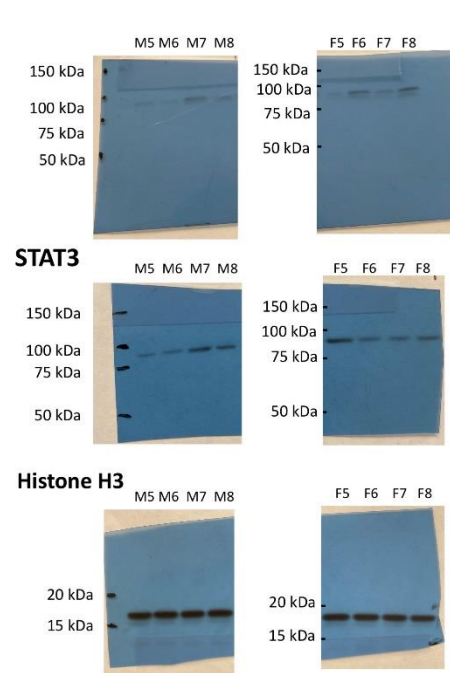

## b

### STAT3 (p705)

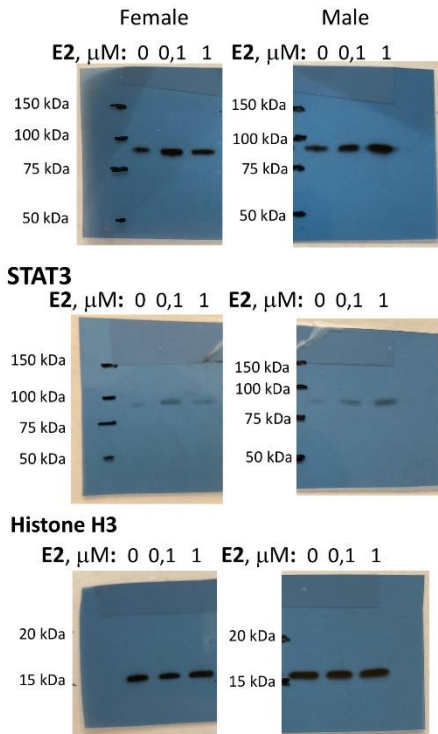

## c

### STAT3 (p705)

Cells from 5 mice

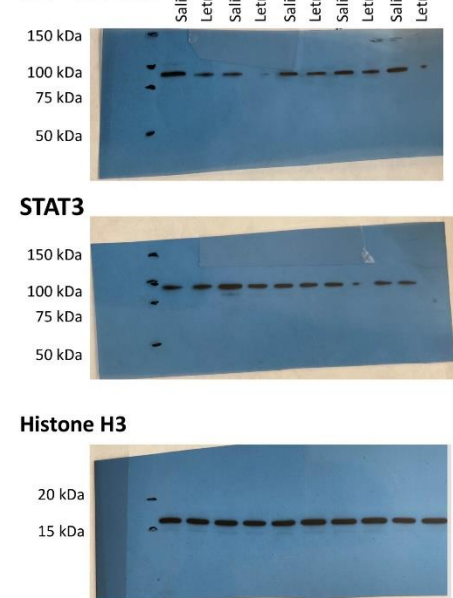

**Supplementary Figure 15: Images of uncut Western blots.** (a) Data for Figure 1f. (b) Data for Figures 10a and 10b. (c) Data for Figure 10c.

# Supplementary material for: gp130/STAT3 signaling is required for homeostatic proliferation and anabolism in postnatal growth plate and articular chondrocytes
**Source:** Commun Biol. 2022 Jan 17;5:64. doi: 10.1038/s42003-021-02944-y
**Supplement:** Supplementary file 2 — Description of Additional Supplementary Files

## Description of Additional Supplementary Files

**File name:** Supplementary Data 1

**Description:** Knockdown of STAT3 in human fetal chondrocytes revealed significant changes in expression of genes encoding matrix proteins. Negative fold changes indicate enrichment in control shRNA cells, while positive fold changes nominate genes enriched in STAT3 shRNA cells.

**File name:** Supplementary Data 2

**Description:** Average values of lumbar (L) vertebral body height and endplate areas as determined by microCT. Average value  $\pm$  standard deviation is shown; n=4 males and females of each genotype pooled. Data were generated based on the measurements described in Supplementary Table 3. VVBH = Ventral (anterior) vertebral body height, DVBH = Dorsal (posterior) vertebral body height, CSA = Cranial endplate surface area, CaSA = Caudal endplate surface area. Bold =  $p < 0.001$ , italics =  $p < 0.01$ , underline =  $p < 0.05$  and normal text = not significant.

**File name:** Supplementary Data 3

**Description:** Source data files for all main figures.

How the deposited data were processed for this re-analysis (not part of the article)

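The expression of 27434 genes was measured by RNA sequencing in human fetal chondrocytes, in 3 samples with STAT3 shRNA and 3 with a scrambled control, each after 3 days of doxycycline. The groups and replicate numbers were taken from the sample labels and checked against the paper, which gives the same number of replicates. The authors trimmed the reads and kept those with sufficient quality in Partek Flow, aligned them to hg38 with STAR 2.5.3a, assigned them to Gencode release 29 with an expectation-maximization algorithm, and tested the genes with DESeq2. The strand setting is not named. The values the authors deposited are a signal on a linear scale, the estimated reads plus 1 divided by a factor of each sample. This was read from the values. Every sample has a smallest value above 0 that is shared by between 5180 and 6488 genes, and the 75th percentile is 12.8 in all 6 samples. RPKM, which the methods name, does not make the 75th percentile equal. Of the values between 0 and 50 estimated reads, between 67.3% and 69.3% per sample were whole numbers of reads. The deposited values were therefore not treated as counts, and the count-based tests that had been planned were not run. The plan also allowed expected counts rounded to whole numbers, so the estimated reads could have been rounded and tested. Leaving these tests out was a choice. Limma-voom on estimated reads was added after seeing the data. The tests had been planned for counts or RPKM, and the plan for RPKM (limma on log2(value + 1)) was used.

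The depth, from the sum of each sample's values divided by its smallest value, less 1 for each of the 27434 genes, was between 23138592 and 27681891 estimated reads in the knockdown samples and between 22991464 and 27567169 in the controls. A floor of 3 estimated reads corresponds to a value between 0.0757 and 0.0970. Intervals and floors cover counting error only. Replicates of a condition differed by far more than sampling noise (chi-square per gene between 49.1 and 143.4 for pairs of replicates), so none was treated as a second copy of another.

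All differences were tested with limma 3.58.1 in R 4.3.3 with a mean-variance trend, without a block, for 15200 genes with a value of at least 1 in at least 3 samples, and p-values were adjusted by the Benjamini-Hochberg method. Gene lists were tested with camera at an inter-gene correlation of 0.01, with p-values adjusted over the 8 lists, and, for the genes lower at the threshold of the paper, with a one-sided Fisher's exact test against the genes tested. There were 8 lists. The cell cycle list is a published one, the hypertrophic and proliferative lists are those of the paper's methods with mouse symbols written as human symbols, and the other 5 were written by hand before the expression values were examined but after Supplementary Data 1 had been read. Genes were named by a rule set before the data were examined. It covers the genes the paper names for this experiment, a fixed list of 12 genes of the pathway and of the paper's other experiments, the 5 largest changes in each direction among genes with an adjusted p under 0.05, a mean value of at least 1 and no overlap between the groups, and the 5 genes with the smallest p in each list. EGR1 lies outside this rule and is pointed out where it is named. Also outside it are OGN, named as the highest member of the matrix list, and PTPRC, named as a blood cell marker. So are the genes named because their exons overlap those of another gene.

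The replicate numbers in the sample labels were the only source for pairing. Whether they pair the samples was checked by the correlation of deviations from the group means, which was 0.20 on average for same-numbered samples and -0.10 for the others. Deviations cancel out within a group, so the -0.10 follows from the 0.20, and the check is weak. Results with the replicate number as a block are therefore given beside those without it, not in their place. Other alternatives were quantile normalization, limma without the trend, no filter, a filter at a mean of at least 5, a pseudocount of 0.1, leaving out each sample, a fold change over 2, a fold change over 1.5 with the adjusted p, an estimated inter-gene correlation and the fry test. Scaling to the same 75th percentile was planned but is what the authors had already done. A further 3 were chosen after seeing the data, namely limma-voom on estimated reads, scaling to the same total of estimated reads, and scaling by the median of ratios. So were the estimated inter-gene correlation with the replicate block and the fry test with the replicate block.

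The procedure was tested on simulated data, drawn for 27434 genes from the means and depths of the samples with 200 genes changed, of which 15522 genes passed the filter. The genes were drawn independently, all with the same dispersion (0.104) and without an effect of the replicate number. Only genes with more reads were changed. Of the genes changed by 2 on the log2 scale, 89% were called at an adjusted p under 0.05, and of those changed by 1, 12%. There were 10 false calls (9.0% of the calls). With no gene changed, 0 of 15461 genes were called, and 5.1% had an unadjusted p under 0.05. In these simulated data, changes of about 1 on the log2 scale were thus often missed after adjustment with 3 samples per group. The rates need not hold for the real samples, where genes can vary together.

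Coordinates and overlapping genes are from Gencode release 44 on GRCh38, the build the authors used with an earlier release, matched by gene symbol. Of the listed symbols, 19813 matched the reference table of gene names, and 24 had been turned into calendar dates and could not be assigned to a gene. GC content and length were taken from the longest transcript of each gene. The 20 nearest genes outside a list were taken for each of its members in the comparison of genes with similar GC content and length. The single-cell and mouse experiments of the paper were not analysed here.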

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

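Results on 3 gene lists whose median was higher after STAT3 knockdown are weighed here. The paper does not discuss a rise of these genes in this experiment. The comparisons with other splits of the samples, the blood cell test and the depth test were chosen after the results were seen. The tests that combine the replicate block with fry or with an estimated inter-gene correlation, and the comparison with genes of similar GC content and length, were chosen after the results were seen too. The lists had been written after Supplementary Data 1 was read, so their direction was partly known.

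Of 60 interferon-stimulated genes, 52 were tested, and 49 of these were higher after knockdown, 44 of them with an unadjusted p under 0.05 and 20 with an adjusted p under 0.05 from limma. The median log2 fold change was 1.83 (camera in limma, adjusted p = 7.85e-63 over the 8 lists, and adjusted p = 1.62e-75 with the replicate block, where the median is the same because the design is balanced). With the inter-gene correlation estimated, camera in limma gave an adjusted p = 0.0284, and fry an adjusted p = 0.00646. Under the block these were an adjusted p = 0.0847 and an adjusted p = 0.0225 from limma. The paper's Supplementary Data 1 lists 45 of the genes as higher and 0 as lower. After correction for GC content and transcript length the median was 1.83, but the correction changed no gene of the list by more than 0.0904, so by itself it says little. The 950 genes outside the list that are nearest to its members in GC content and length had a median of -0.0262, so neither property alone goes with such a rise. Under scaling to the same total or by the median of ratios it was at least 1.85. Within the same-numbered pairs it was at least 1.55. Of 12 blood cell markers that are not interferon-induced antigen presentation genes, 1 was higher in all 3 knockdown samples than in all 3 controls. This was PTPRC, with 6, 9 and 20 estimated reads after knockdown and 0 in each control, so a few blood cells in the knockdown samples are possible. The other 11 did not separate the groups, so the test gave little sign of blood cells as the source of the whole pattern. Of the 22 interferon genes looked for, 4 are listed, and 0 had more than 3 estimated reads in every knockdown sample and fewer in the controls. Interferon made by the cells at an earlier time cannot be excluded by this. The real split was 1 of the 4 splits parting all same-numbered pairs with a median as large, and 4 splits cannot give a share under 0.05, so this comparison decides nothing. A candidate explanation is therefore an interferon response in the knockdown cells, either through the loss of STAT3 or through another effect of the shRNA sequence. The controls also received lentiviral particles and doxycycline, but no other shRNA against STAT3 is among the samples, so these cannot be told apart.

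The cell cycle list had a median log2 fold change of 0.73, with 89 of 97 genes higher, 36 of them with an unadjusted p under 0.05 and 1 with an adjusted p under 0.05 from limma. The paper's Supplementary Data 1 lists 31 of the 97 as higher after knockdown and 0 as lower. After correction for GC content and transcript length, which changed no gene of the list by more than 0.113, the median was 0.71. The 1764 nearest genes outside the list had a median of -0.0178. Under the other scalings the median of the list was at least 0.75. The estimated reads of the groups overlapped, with up to 27567169 in a control sample, so fewer reads in the controls do not explain it. The median was above 0 in all 3 same-numbered pairs, but only 0.16 in that of replicate 1. The real split was 1 of the 4 splits parting all same-numbered pairs with a median as large. The largest median of the other 3 was 0.52 in size, when control replicates 2 and 3 were grouped with knockdown replicate 1. Of the 6 splits that keep same-numbered samples together in part, 1 had a larger median (-0.87, for knockdown replicate 1 with control replicates 1 and 3). That split sets 2 controls against 2 knockdown samples, so it also carries part of the difference between the groups. The other splits of this kind carry a part of the same size, and their medians ran from -0.58 to 0.16. That part alone therefore does not account for -0.87, and the cell cycle genes also varied between samples in another way than with the knockdown. With the replicate block, MKI67, CKAP2 and TACC3 had adjusted p-values of 0.000596, 0.000387 and 0.00153 from limma. For the list as a whole, camera with the estimated inter-gene correlation in limma gave an adjusted p = 0.145, and an adjusted p = 0.159 with the block. Fry in limma gave an adjusted p = 0.139, and an adjusted p = 0.121 with the block. The rise is thus seen in single genes with the block but is not established for the list by these tests.

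Of the 28 genes of the blood cell list, 4 passed the filter, CD74, HLA-DRB1, HLA-DRA and CD68, with a median log2 fold change of 2.89 (camera in limma, adjusted p = 9.48e-07, and adjusted p = 1.62e-07 with the replicate block). Camera with the estimated inter-gene correlation in limma gave an adjusted p = 0.0437, and an adjusted p = 0.0884 with the block, and fry gave an adjusted p = 0.0154, and an adjusted p = 0.0744 with the block. The first 3 rose, by 3.22, 2.98 and 2.797 on the log2 scale, with adjusted p-values of 0.00198, 0.0269 and 0.0388 from limma, each higher in 3 of 3 knockdown samples than in any control. CD68 did not (log2 fold change -0.21, adjusted p = 0.883 from limma). The genes that rose encode antigen presentation proteins of class II, which interferon can induce, and reads may be shared between HLA-DRB1 and its near-identical relatives. Without the filter the median of the list was -0.02, and with limma-voom on estimated reads, chosen after seeing the data, it was 0.34. The real split was 1 of the 4 splits with a median as large, which decides nothing here either. Induction within the cells is a hypothesis, and since PTPRC also separated the groups, a few added blood cells remain possible.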

How the results depend on the processing

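The number of genes lower and higher at the threshold of the paper stayed within 1.5 times 637 and 557 under every alternative that kept its fold threshold, from 447 with the stricter filter to 844 without a filter for the lower genes, and from 389 with the stricter filter to 757 with limma-voom, an alternative chosen after seeing the data, for the higher genes. At a fold over 2, 306 genes were lower and 351 higher. The numbers at an adjusted p under 0.05, 24 lower and 60 higher, depended more on the test. Without the trend, 2 genes were lower and 14 higher, with 1370 genes at an unadjusted p under 0.05. With the replicate block, 254 were lower and 248 higher, and these included all 24 and all 60. With limma-voom 40 were lower. Across the 6 fits that each left out 1 sample, from 5 to 29 genes were lower and from 27 to 68 higher. Scaling to the same total, also chosen after seeing the data, raised the log2 fold changes by a median of 0.07.

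STAT3, ACAN and MATN3 kept their direction and an unadjusted p under 0.05 under every alternative. The log2 fold change of COL2A1 was -0.59 after quantile normalization, where its unadjusted p was no longer under 0.05, and from -0.92 to -0.43 across the 6 fits that each left out 1 sample, of which 2 lost the threshold. That of MATN4 was from -1.45 to -0.87, and 4 of the 6 fits lost the threshold. The adjusted p ranged over the alternatives from 0.00245 to 0.725 for ACAN, from 0.0198 to 0.783 for COL2A1, from 0.0356 to 0.581 for MATN3 and from 0.181 to 0.819 for MATN4.

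The medians of the matrix, hypoxia, JAK-STAT3 feedback, interferon and cell cycle lists kept their direction under every alternative. So did the odds ratios of the matrix and hypoxia lists, but their size varied. For the matrix list it went from 4.18 without the trend to 12.9 without a filter. For the hypoxia list it went from 13.8 without knockdown replicate 2 to 32.3 without a filter. Before adjustment over the lists, the matrix list, with a median of -0.36, was no longer under 0.05 with fry, and the cell cycle list, with a median of 0.73, was not with the estimated inter-gene correlation or with fry. After adjustment the matrix and JAK-STAT3 feedback lists were also not under 0.05 with the estimated correlation (0.0643 for both). The estimated correlation and fry were combined with the replicate block after seeing the data, at the same medians. Before adjustment, the JAK-STAT3 feedback list, with a median of -0.74, was then no longer under 0.05 with the estimated correlation, the blood cell list (2.89) was not with fry, the cell cycle list was not with either, and the hypertrophic list was not with the estimated correlation. After adjustment no list was under 0.05 with the estimated correlation and the block, and with fry and the block the interferon, hypoxia and hypertrophic lists were (0.0225 for each). The few residual degrees of freedom, fewest with the block, mean that these tests can miss a real change. No cell cycle gene was among the lower genes under any alternative. The hypertrophic list, with a median of -0.39 and an unadjusted p just under 0.05, was no longer under it with the estimated correlation, with fry or without the trend, all at the same median. The same held with quantile normalization (-0.35), without a filter (-0.27), with pseudocount 0.1 (-0.31) and with limma-voom (-0.18), and it ranged from -0.52 to -0.12 across the fits that left out 1 sample. The proliferative list had a median near 0 that changed sign, to 0.0209 with quantile normalization, 0.0649 with scaling to the same total and 0.0199 with the median of ratios, from -0.0665 to 0.145 with 1 sample left out. The blood cell list went from 2.89 to -0.0192 without a filter, where it includes genes with few reads. With limma-voom on estimated reads it was 0.34.

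Of the tested genes that Supplementary Data 1 lists as lower, the share lower with an unadjusted p under 0.05 was 87.5% without the trend, 65.1% without a filter, 84.3% with the stricter filter, 60.2% with limma-voom, 66.5% with scaling to the same total, and 54.5% to 63.9% with 1 sample left out. For those listed as higher it was 78.2%, 58.2%, 76.8%, 55.6%, 75.0% and 48.5% to 59.6% in the same order. Among the genes named singly, SOX9 had a log2 fold change of 0.0110 with quantile normalization and 0.0224 with scaling to the same total, and FN1 0.00764 with quantile normalization. With 1 sample left out, SOX9 ranged from -0.145 to 0.0511, LIFR from -0.213 to 0.0194, RUNX2 from -0.773 to 0.209 and CD68 from -0.505 to 0.0566. None of these 5 genes had an adjusted p under 0.05 from limma. IL6ST, LIF, SOX5 and SOX6 kept their sign with 1 sample left out, but their size varied. IL6ST ranged from -0.42 to -0.18, LIF from 0.10 to 0.85, SOX5 from -0.50 to -0.07 and SOX6 from -0.61 to -0.0033. Over all named genes except STAT3, ACAN, COL2A1, MATN3 and MATN4, 6 values were no longer past an unadjusted p of 0.05 and 17 newly passed it. In each case the cause was not tested.

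As many genes or more at the threshold of the paper were found in 1 of the 4 splits of the samples that part all same-numbered pairs, the real one, for the lower and the higher genes alike. The largest number in 1 direction among the other 3 was 212. For the genes at an adjusted p under 0.05 it was also 1 of the 4, in both directions, and the other 3 splits gave 0, with from 303 to 421 genes at an unadjusted p under 0.05. The medians of the matrix, hypoxia, JAK-STAT3 feedback and hypertrophic lists and the odds ratios of the matrix and hypoxia lists were as large in 1 of the 4 as well. The median of the proliferative list, and the odds ratio of the cell cycle list, which was 0 and so could not be missed, were as large in 4 of the 4. With 4 splits no share can fall under 0.05, so this comparison cannot decide whether a result arose by chance. Of the 6 splits that keep 2 same-numbered pairs together, the one that sets knockdown replicate 1 with control replicates 1 and 3 gave 561 and 613 genes in the 2 directions and 1475 at an unadjusted p under 0.05, against 1395 for the real split, and a larger median of the matrix list (0.41), but 0 genes at an adjusted p under 0.05.

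Scaling to the same 75th percentile was not run, since the deposited values already have it. The count-based tests that had been planned were not run. The values are not whole counts, but the plan allowed expected counts rounded to whole numbers, so this was a choice. Limma-voom on estimated reads and scaling by the median of ratios were run only as alternatives chosen after seeing the data. With the stricter filter, or with 1 sample left out, some genes with low values, such as COL10A1, give no result.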

Differences from the paper's values

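Among the named genes, the log2 fold changes of 3 differed from the paper's by more than the spread between replicates. For IFIT2 it was 4.25 against the paper's 5.04. A pseudocount of 0.1 (4.94), or leaving out knockdown replicate 3 (4.52) or control replicate 2 (4.53), brought it within that spread, and the other alternatives set before the data were examined did not. Limma-voom on estimated reads, chosen after seeing the values, gave 5.00. For HLA-DRB1 it was 2.98 against the paper's 3.93. A pseudocount of 0.1 (4.30), or leaving out knockdown replicate 2 (3.39), control replicate 2 (3.27) or control replicate 3 (3.13), brought it within the spread, and the others set before the data were examined did not. Limma-voom on estimated reads gave 5.45, above the paper's value. For Z83844.1, a gene listed by its clone name, it was -2.75 against the paper's -7.40, and none of the alternatives set before the data were examined closed the gap. The pseudocount of 0.1 gave -5.28. Limma-voom on estimated reads, chosen after seeing the values, gave -7.37.

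The paper states that the genes higher in control cells fall in categories that include proliferation, and Fig. 1a shows a category for cell proliferation. Here 0 of the 97 cell cycle genes were among the genes lower after knockdown at the same threshold, and 33 were among those higher. The median log2 fold change of the list was 0.73, and no alternative reversed it. It was only 0.16 in the pair of replicate 1. The rise of the list as a whole was not established, with an adjusted p = 0.145 from camera with the estimated inter-gene correlation and 0.139 from fry in limma. The gene ontology terms themselves were not tested here, and a term for proliferation can hold genes that are not on the list.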

Other observations

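The tests that combine the replicate block with fry or with an estimated inter-gene correlation were chosen after the results were seen. The list of immediate early genes described last was written, and its tests were chosen, after the rise of FOSB, FOS and EGR1 had been seen.

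The receptor and ligand genes of the pathway differed in their response. OSMR fell, with a log2 fold change of -1.54 (adjusted p = 0.00204 from limma, 6.28e-07 with the replicate block), lower in 3 of 3 knockdown samples than in any control. Its exons overlap those of RICTOR on the other strand, whose mean value was 37.6 after knockdown and 39.3 in control cells. SOCS3 had a log2 fold change of -1.14 (adjusted p = 0.0734 from limma, 0.00211 with the block). Exons of IL6ST, LIFR and LIF also overlap genes on the other strand. IL6ST, which encodes gp130, LIFR and LIF had log2 fold changes of -0.33, -0.09 and 0.57, with adjusted p-values of 0.667, 0.953 and 0.754 from limma. The transcription factor genes SOX9, SOX5, SOX6 and RUNX2 had -0.05, -0.30, -0.21 and -0.25, and COL10A1 had 0.50 from at most 82 estimated reads per sample, with adjusted p-values between 0.800 and 0.963 from limma. Of 28 tested genes of a list induced downstream of gp130 and STAT3, 21 were lower and 7 higher, with a median of -0.74 (camera in limma, adjusted p = 1.85e-08, and adjusted p = 4.94e-09 with the block). With the inter-gene correlation estimated, camera in limma gave an adjusted p = 0.0643, and an adjusted p = 0.122 with the block, and fry gave an adjusted p = 0.0154, and an adjusted p = 0.0546 with the block. Of the 7 higher genes, 4 had an unadjusted p under 0.05 and 2 an adjusted p under 0.05 from limma, and FOS (adjusted p = 5.00e-05 from limma) had the smallest p of the whole list.

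The gene sets that the paper's methods give for hypertrophic and proliferative chondrocytes of the mouse were read here in the human cells. The 11 tested hypertrophic genes had a median log2 fold change of -0.39 (camera in limma, adjusted p = 0.0564 over the 8 lists, and adjusted p = 0.0111 with the replicate block), with 9 lower. Camera with the estimated correlation in limma gave an adjusted p = 0.184, and an adjusted p = 0.151 with the block, and fry gave an adjusted p = 0.214, and an adjusted p = 0.0225 with the block. The 14 tested proliferative genes had a median of -0.00276, with 7 lower and 7 higher (camera in limma, adjusted p = 0.638, and adjusted p = 0.878 with the block).

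The 5 largest falls by the rule for named genes were those of Z83844.1 (log2 fold change -2.75), STAT3, SERPINA3 (-2.13), AC090673.1 (-2.07) and NDUFA4L2. The 5 largest rises were FOSB (4.92), IFIT2 (4.25), FOS (4.17), GBP1 (4.14) and GBP4 (4.06). GBP4 had 1072, 908 and 423 estimated reads after knockdown and 0, 1 and 0 in the controls, so its rise against a floor of 3 estimated reads is at least 7.64 on the log2 scale, where the paper's value is 11.1. Z83844.1 had 0, 5 and 1 estimated reads after knockdown and 383, 124 and 413 in the controls.

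Of the 1374 genes in the paper's Supplementary Data 1, 1365 were found by symbol, and 256 of these had a value of at least 1 in fewer than 3 samples. Of 237 genes with a paper fold change over 10 in either direction, 184 were in this group, and in 52 of the 231 found by symbol the knockdown and control samples overlapped. The direction was the same here for all tested genes, with 0 exceptions, which the shared samples make likely in advance, and the share with an unadjusted p under 0.05 went from 76.4% to 65.1% for the lower genes when the filter was removed.

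A hypothesis from the rise of FOS and FOSB was that immediate early genes as a group rose. EGR1, chosen after its values were seen, had a log2 fold change of 3.41 (adjusted p = 2.83e-05 from limma). Of a list of 28 other immediate early genes, 26 were tested, and 22 of these were higher, 16 with an unadjusted p under 0.05 and 7 with an adjusted p under 0.05 from limma. The median was 1.07. A camera test of the list had been set up with the rule that a p under 0.05 would count against an effect of picking the genes. It came out at 2.70e-18 with the fixed inter-gene correlation and at 0.0399 with the estimated one, in limma and without adjustment, being a single list. The result was nevertheless set to undecided after it was seen, because the list was written after Supplementary Data 1 had been read and is no independent test. After correction for GC content and transcript length, which changed no gene of the list by more than 0.0848, the median was 1.13. The 505 genes outside the list nearest to its members in both properties, a comparison added after that, had a median of -0.0373. The median of the list was 1.14 under scaling to the same total and 1.09 under the median of ratios. Immediate early genes may respond to STAT3 loss or to handling, such as sorting, that differed between the groups. No sample separates these, and the comparison with other splits of the samples was not run for this list.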
